# A genome-wide identification of the miRNAome in response to salinity stress in date palm (*Phoenix dactylifera* L.)

**DOI:** 10.3389/fpls.2015.00946

**Published:** 2015-11-05

**Authors:** Mahmoud W. Yaish, Ramanjulu Sunkar, Yun Zheng, Bo Ji, Rashid Al-Yahyai, Sardar A. Farooq

**Keywords:** miRNA, salinity, genomics, date palm, *Phoenix dactylifera* L.

## Abstract

Although date palm is relatively salt-tolerant, little is known about the underlying molecular mechanisms that contribute to its salt tolerance. Only recently, investigators have uncovered microRNA-mediated post-transcriptional gene regulation, which is critical for typical plant development and adaptation to stress conditions such as salinity. To identify conserved and novel miRNAs in date palm and to characterize miRNAs that could play a role in salt tolerance, we have generated sRNA libraries from the leaves and roots of NaCl-treated and untreated seedlings of date palm. Deep sequencing of these four sRNA libraries yielded approximately 251 million reads. The bioinformatics analysis has identified 153 homologs of conserved miRNAs, 89 miRNA variants, and 180 putative novel miRNAs in date palm. Expression profiles under salinity revealed differential regulation of some miRNAs in date palm. In leaves, 54 of the identified miRNAs were significantly affected and the majority (70%) of them were upregulated, whereas in roots, 25 of the identified miRNAs were significantly affected and 76% of them were upregulated by the salinity stress. The salt-responsiveness of some of these miRNAs was further validated using semi-quantitative PCR (qPCR). Some of the predicted targets for the identified miRNA include genes with known functions in plant salt tolerance, such as potassium channel AKT2-like proteins, vacuolar protein sorting-associated protein, calcium-dependent and mitogen-activated proteins. As one of the first cultivated trees in the world that can tolerate a wide range of abiotic stresses, date palm contains a large population of conserved and non-conserved miRNAs that function at the post-transcriptional level. This study provided insights into miRNA-mediated gene expression that are important for adaptation to salinity in date palms.

## Introduction

In recent decades, excessive soil salinity has become a global agricultural constraint (Munns and Tester, 2008; Peleg et al., 2011). High evaporation rates from the soil surface coupled with the shortage of precipitation in hot and dry regions exacerbates the salinity problem. Plant species vary in their response to saline conditions; salt-tolerant plants use diverse morpho-physio-molecular strategies to cope with salinity, while susceptible plants suffer from ionic toxicity, osmotic and oxidative stresses, and even plant death (Bartels and Sunkar, 2005; Munns and Tester, 2008; Zhang and Shi, 2013).

Date palm, an economically important perennial plantation crop, is grown in various dry and semidry regions. It is a relatively salt-tolerant species with an adaptive capacity that exceeds barley, which is one of the most tolerant crops (Furr and Armstrong, 1975; Yaish, 2015; Yaish and Kumar, 2015). Ramoliya and Pandey (2003) screened date palm varieties for their salt tolerance and found that certain varieties can endure a relatively high level of soil salinity (12.8 dS m^−1^) with no visible effect. Although the date palm is a salt-adaptive plant, excessive salt in the soil beyond its capacity leads to significant damage. The underlying molecular mechanism associated with its salt tolerance has not been substantially investigated in the date palm.

In plants, microRNAs (miRNAs) represent both highly conserved ancient miRNAs as well as lineage- and species-specific young miRNAs (Sun, 2012). Genes that encode MIRNAs are transcribed by RNA polymerase II, and the resulting primary MIRNA transcript adopts a fold-back structure. With the assistance of HYPONASTIC LEAVES 1 (HYL1), SERRATE and other proteins, DICER-LIKE 1 enzyme (DCL1) in the nucleus recognizes such typical structures and endonucleolytically releases the 21-nt long miR-3p/miR-5p duplex from the fold-back structure (Kurihara et al., 2006). The duplex is then translocated to the cytoplasm by HASTY (HST) where usually one of the strands is functional (either the 5p or 3p) is integrated into the Argonaute (AGO) family of proteins called RNA-INDUCED SILENCING COMPLEX (RISC), to act on the mRNA targets (Bartel, 2004; Hu et al., 2014). MicroRNAs use sequence complementarity to find their messenger RNA (mRNA) targets to regulate their protein production by mediating cleavage or inhibiting translation (Llave et al., 2002; Bartel, 2004, 2009; Shukla et al., 2011). It was proposed that an miRNA can act as a threshold-based gene expression coordinator for its targets, similar to a buffer-based mechanism (Levine et al., 2007; Mukherji et al., 2011). Recently, it was discovered that ancient primary miRNA transcripts that evade processing by the Dicer in the cytoplasm could undergo translation to produce small peptides called “miPEPs” which in turn boost the transcription of their own primary miRNA transcript (Lauressergues et al., 2015).

In addition to miRNAs, the plant small RNA population is enriched with the other endogenous small interfering RNA (siRNA) molecules, especially 24-long small RNAs that are also called “heterochromatic siRNAs,” which can trigger and modulate *de novo* methylation of target loci through a process called RNA-directed DNA methylation (RdDM) (Wassenegger et al., 1994; Chan et al., 2006; Dalakouras and Wassenegger, 2013). The RdDM pathway can suppress the transcription of the target locus.

There is growing evidence that miRNAs are significantly important for plant adaptation to stress conditions (Sunkar et al., 2007, 2012), including salinity (Covarrubias and Reyes, 2010). Although none of the identified targets for the conserved miRNAs are known to be directly associated with the salt tolerance mechanisms in plants, most of the conserved miRNAs that target transcription factors could in turn regulate genes that play a role in salt tolerance (Sunkar et al., 2012). For example, the expression of several miRNAs, such as miR396, miR168, miR167, miR165, miR319, miR159, miR394, miR156, miR393, miR171, and miR158, has been altered in response to salinity and consequently affects the expression of their targets in Arabidopsis (Liu et al., 2008) and rice (Zhao et al., 2009). Such target gene regulation could be part of the plants' salt tolerance mechanism to upregulate important genes and/or repress unnecessary genes.

Recently small RNA population from the developing date palm fruits was sequenced, which led to the identification of some of the conserved miRNAs (Xin et al., 2015). Prior to that 18 conserved miRNA families have been predicted in the date palm (Xiao et al., 2013) based on the sequenced date palm genome (Al-Dous et al., 2011). The present study was undertaken to (i) identify conserved and novel miRNAs expressed in leaves and roots of date palm, and (ii) characterize salt-regulated miRNAs by profiling small RNAs. By sequencing 4 small RNA libraries, we have uncovered a total of 153 homologs of conserved miRNAs, 89 variants, and 180 putative novel miRNAs in date palm. Comparative miRNA profiling under salt stress revealed differential expression of most miRNAs, which suggests their potential involvement in the salt tolerance of this plant species.

## Materials and methods

### Plant growth conditions and salt treatment

Date palm seeds (*Phoenix dactylifera* L., cultivar *Khalas*) were thoroughly washed with tap water and surface sterilized by dipping in 75% ethanol for 3 min followed by 1.0% sodium hypochlorite solution for an additional 3 min. After rinsing 4 times with sterile water, the seeds were soaked overnight in water. The next day, the seeds were mixed with sterilized moist vermiculite and incubated at 30°C for 1 week in the dark. Subsequently, the germinated seeds transplanted in 2-L pots containing a mixture of vermiculite and peat moss (2:1). The pots were incubated in a growth chamber programmed for 16/8 h light/dark cycle with 350 μE m^−2^ s^−1^ light intensity and 35/30°C day/night temperature with 60% humidity. The plants were irrigated to field capacity with distilled water as needed for 5 more weeks. At the end of this period, the seedlings were either watered regularly (control treatment) or treated with a 300-mM NaCl solution at 72-h intervals (salinity treatment). A week after the beginning of the NaCl treatment, the leaves and roots of the control and treated seedlings were collected separately; thoroughly rinsed with tap water; dried with tissue paper and flash frozen in liquid nitrogen.

### miRNA extraction, library construction, and deep RNA sequencing

Leaf and root tissues from 6 control and salt-treated seedlings were separately pooled, and small RNAs were isolated using the miRNA Mini Kit (Qiagen). The quality and quantity of the RNA samples were tested using an Agilent 2100 Bioanalyzer (Agilent). The small RNAs were ligated with 3′ and 5′ adaptors, and RT-PCR was performed using the TruSeq™ Small RNA kit (Illumina) according to the manufacturer's instructions. The expected final PCR product was isolated from the gel, purified and sequenced using Hiseq2000 sequencer (Illumina). sRNA sequencing and basic bioinformatics analyses were conducted at Macrogen, Korea and LC Sciences, Texas, USA, respectively.

### Data analysis

The SolexaQA software package (Solexa) was used to calculate the quality statistics and create visual representations of the data quality from FASTQ files generated by the Illumina sequencer. The generated data files from each of the four libraries were used for the subsequent analysis. After removing the adaptor sequences from the small RNA reads, total and unique read counts for the small RNAs were established. From these, small RNAs that mapped to rRNA, tRNA, snoRNA, and snRNA were discarded, and the remaining reads were mapped to the assembled date palm genome (PDK_30) and the transcripts that are available at the Genbank of the National Library of Medicine (NLM), USA (http://ftp.ncbi.nlm.nih.gov), and the Laboratoire de Biogenese Membranaire, France (http://www.biomemb.cnrs.fr/date_contigs.doc) using the Bowtie software (Langmead et al., 2009). For alignment using Bowtie, one mismatch in the first 16 nt was allowed. Unmapped reads were excluded from further analysis.

To the genome matching reads, hairpin-like structures were predicted using the UNAFold software (Markham and Zuker, 2008) with the following default settings: the number of permitted errors in one bulge in stem ≤ 12, the number of base pairs (bp) in the stem region ≥ 16, free energy (ΔG in kCal/mol) ≤ −15, length of the hairpin (up and down stem + terminal loop) ≥50, length of the terminal loop ≤ 350, number of allowed errors in one bulge in a mature region ≤ 8, number of allowed biased errors in one bulge in mature regions ≤ 4, number of allowed biased bulges in mature regions ≤ 2, number of base pairs (bp) in mature 5p-miRNAs or mature 3p-miRNA^*^ region ≥ 12, percentage of small RNAs in stem regions (pm) ≥ 80% and number of allowed errors in mature regions ≤ 7. sRNAs were further filtered using a more stringent strategy (Körbes et al., 2012), which includes at least 10 miRNA reads that originated from a stem-looped hairpin with a high negative minimum folding free energy (MFE ≤ −40 kcal mol^−1^) and a minimum folding free energy index (MFEI) higher than 0.85 (Zhang et al., 2006b) were considered for further analysis.

### Identification and analysis of conserved and novel miRNAs

To identify conserved miRNAs, sRNAs were aligned with known non-redundant plant mature miRNAs that were available in the miRBase using Bowtie v 0.12.7. The miRNAs with a complete match sequence were considered to be conserved sequences. The miRNAs with 1–3 mismatches were considered to be miRNA variants, and the miRNAs with no similarity to those in the miRNA database were considered to be novel miRNAs, as previously classified by Ma et al. (2013). The length of the miRNA precursor sequences identified in this study ranges from 57 to 264 bp (Tables S1–S3). The formation of secondary hairpin structure and the alignment of putative novel miRNA sequences on the corresponding precursor were verified using the UAE small RNA workbench software (Stocks et al., 2012).

### Differential gene expression

Normalization of sequence counts in each miRNA was calculated by dividing the counts by a library size parameter of the corresponding sample following the previously described method (Anders and Huber, 2010). The library size parameter was considered to be the median value of the ratio between the counts of a specific sample and a pseudo-reference sample, which was calculated based on the following equation:

$$s_{j}=\underset{i}{\text{median}}\;\left[\frac{c_{ij}}{{\left(\prod_{k=1}^{m}\;c_{ik}\right)}^{1/m}}\right]$$

given that *S*_*j*_ is the library size parameter; *c*_*ij*_ is the count number of sequence *i* of sample *j*; and *m* is the total number of samples associated with the analysis.

After removing the miRNA sequences that did not show read counts in the libraries, 355 miRNA unique sequences were found in the four libraries and were used to study the expression level of the miRNA based on the normalized read count using the Differential Expression Analysis of Digital Gene Expression Data software (edgeR) (Chen et al., 2014). The Biological coefficient of variation (BCV) value was set to 0.2 according to the software's instructions. Significantly regulated miRNAs were predicted if multiple test corrected *P*-value and the false discovery rate (FDR) is < 0.05. The complete linkage of the hierarchical clustering analysis and the visualization of the normalized expression values were obtained using PermutMatrix software (Caraux and Pinloche, 2005).

### Computational prediction of miRNA targets

Prediction of target genes for the conserved, variants and putative novel miRNA sequenced from the four libraries was accomplished by searching the miRNA against preloaded assembled RNA-seq contigs using psRNAtarget software (Dai and Zhao, 2011), which is available online at http://plantgrn.noble.org/psRNATarget/. We used the following default parameters: maximum expectation (ME) at 3, length for complementarity scoring (hspsize) at 20, target accessibility-allowed maximum energy to unpair the target site (UPE) at 25, flanking length around the target site for target accessibility analysis at 17 bp in upstream and 13 bp in downstream and the range of central mismatch that leads to translational inhibition between 9 and 11 nt.

Potential mRNA targets were then annotated, and each was assigned a function using blast2GO v2.3.5 software (Conesa et al., 2005) based on deduced protein similarities with other deposited sequences and conserved domains available at Swiss- Prot/Uniprot protein databases using BLASTx. Each sequence was assigned one Gene Ontology (GO) term or more for the cellular component, molecular function and biological processes. Mapping of the target genes on known metabolic pathways was conducted using the Kyoto Encyclopedia of Genes and Genomes (KEGG; http://www.genome.jp/kegg) (Kanehisa et al., 2004), implanted within the blast2GO v2.3.5 software. Venn Diagrams were generated using the VENNY software (Oliveros, 2007), which was available at http://bioinfogp.cnb.csic.es/tools/venny/index.html.

### Quantitative real-time PCR (RT-qPCR)

The read count of selected miRNAs was verified using the stem-loop Quantitative Real-time PCR (RT-qPCR) method, as previously described by Chen et al. (2005). Date palm seedlings were treated with a saline solution as previously described in this report. Leaf and root samples of five NaCl-treated and control seedlings were separately pooled and homogenized in liquid nitrogen, and the total RNA was extracted using the mirVana™ miRNA Isolation Kit (Life Technologies). After DNase treatment, the cDNA of the premature miRNA was synthesized using the NCode™ VILO™ miRNA cDNA Synthesis Kit, and RT-qPCR was performed using the NCode™ EXPRESS SYBR® GreenER™ miRNA kit (Life Technologies). DNA sequence of each miRNA was used as a forward primer in combination with a universal reverse primer which was included within the NCode™ EXPRESS SYBR® GreenER™ miRNA kit. The U6 small nuclear ribonucleic acid (snRNA) (5′-CCTGCGCAAGGATGACACGCAT-3′), sequence was used as a housekeeping normalization miRNA sequence, as previously described (Jain et al., 2014; Xie et al., 2015). The gene expression was calculated based on the 2^−Δ*ΔC*^T method (Livak and Schmittgen, 2001) and the average fold of control was calculated based on 3 independent biological and 2 experimental replicates. The Raw sRNA sequences were deposited in the GenBank/NCBI GEO under the accession number GSE71445.

## Results and discussion

### Salt treatment

The date palm is a relatively salt-tolerant tree species (Furr and Armstrong, 1975; Ramoliya and Pandey, 2003), but the underlying physiological or molecular mechanisms associated with salt tolerance are unknown. The ability to adapt to saline conditions is largely dependent on the induction/suppression of many genes upon exposure to salinity. Such a change in gene expression could be partly controlled by the miRNAs in plants (Covarrubias and Reyes, 2010; Yaish et al., 2011).

The average soil salinity measured as the electrical conductivity level in pots at the beginning of the experiment was 0.68 ds m^−1^. After treatment twice with 300 mM NaCl solution for 1 week, the average electrical conductivity of the soil in the treated and control pots was 17.46 and 0.64 ds m^−1^, respectively. The soil salinity levels were relatively high and could have caused a significant osmotic pressure on the plants; however, phenotypic differences were not obvious between the treated and untreated plants (control plants), which can be attributed to the short duration of salt exposure coupled with the anatomical features of the date palm leaves such as the presence of a thick layer of wax (Yaish, 2015). The salinity treatment used in this experiment could shock the seedlings and dramatically alter the gene expression that is associated with salt tolerance (Shavrukov, 2013), and the salinity levels used in this report were comparable to those used in other reports (Ding et al., 2009; Long et al., 2014; Zhuang et al., 2014). This salinity shock could explain the reason behind the dramatic change in miRNA read count in the date palm seedlings.

### miRNA sequencing revealed profile diversity among sRNA libraries

Being major post-transcriptional regulators, miRNAs have been shown to respond to salt stress in several plant species (Kumar, 2014; Peng et al., 2014; Tian et al., 2014). Because of direct physical contact with saline soil, the root is the first organ to be affected during salt stress. With an increasing duration of salt stress, the shoots are also affected due to Na^+^ and/or Cl^−^ toxicity (Tester and Davenport, 2003; Møller and Tester, 2007). However, the ion toxicity in the shoots could be diminished by decreasing the salt translocation to the shoots, or the shoots can effectively tolerate salt accumulation through pumping into vacuoles and/or tissue tolerance (Munns and Tester, 2008). Therefore, it is important to study the effect of salt stress on both organs (roots and leaves) of date palm.

To identify the miRNA repertoire in date palm and to reveal the changes in the miRNA profile during salt stress, sRNA libraries were constructed from the roots and leaves of seedlings exposed to NaCl and control conditions and were sequenced using the Illumina platform, a powerful sequencing technology. This approach yielded almost 251 million total reads and approximately 26 million unique reads from the four sRNA libraries. 

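For each of the 4 conditions, control leaves, NaCl-treated leaves, control roots and NaCl-treated roots, 1 small RNA library was sequenced. Each library pooled the tissue of 6 seedlings, and the treated seedlings received 300 mM NaCl at 72-h intervals and were collected after 7 days. The authors removed the adaptors and collapsed identical reads, and the deposited data give each distinct sequence (a tag) with its number of reads, as counts without normalization. These data held 54169134 reads for the control leaf library, 38599434 for the NaCl leaf library, 36482557 for the control root library and 49452779 for the NaCl root library, with lengths between 18 and 46 nt. The mature sequences of Tables S1, S2 and S3, which comprise 358 distinct sequences, were looked up in each library, and the reads of the identical tag were counted. Of these sequences, 336 had at least 1 read in at least 1 library, and 15 of the 22 without reads were shorter than 18 nt. The listed miRNAs together had 53383 reads in control leaves, 267581 in NaCl leaves, 25306 in control roots and 14584 in NaCl roots. Per 1000000 reads of the library, these were 985 reads (95% Wilson interval 977 to 994) in control leaves, 6932 (6906 to 6958) in NaCl leaves, 694 (685 to 702) in control roots and 295 (290.2 to 299.7) in NaCl roots. The most abundant listed miRNA of every library was pda-miR166a (TCGGACCAGGCTTCATTCCCC), which took 43.7% (43.3 to 44.2) of the miRNA reads in control leaves, 31.2% (31.0 to 31.3) in NaCl leaves, 41.1% (40.5 to 41.7) in control roots and 25.9% (25.2 to 26.7) in NaCl roots. The smallest abundance that 3 reads could show was between 0.0554 reads per 1000000 in control leaves and 0.0822 in control roots. For the comparison of treated with control tissue, counts were scaled by median-of-ratios size factors over the 118 sequences with reads in all 4 libraries, which were 0.946 for control leaves, 5.69 for NaCl leaves, 0.444 for control roots and 0.419 for NaCl roots. Each sequence was then tested with the exact test of edgeR at the biological coefficient of variation (BCV) of 0.2 that the paper's methods assume, with Benjamini-Hochberg adjustment over the 336 sequences, and was called at an adjusted p-value below 0.05. With 1 library per condition, this test compares 2 libraries rather than 2 conditions, and no difference between libraries could be set against a spread between replicates. Intervals, standard errors and detection limits cover counting error, and for fold changes the assumed BCV, because reads that are PCR copies of the same molecule are not independent.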

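The deposited data held 178703904 reads in all, in 3289788 distinct tags for control leaves, 4464977 for NaCl leaves, 3497773 for control roots and 4142037 for NaCl roots. Tags with a single read made up 72.5%, 69.7%, 82.1% and 84.4% of the distinct tags of these libraries, in the same order. The median read length was 30 nt in control leaves, 25 nt in NaCl leaves, 30 nt in control roots and 28 nt in NaCl roots. Reads of 18 to 25 nt numbered 8813518 in control leaves (16.3% of the library), 21127964 in NaCl leaves (54.7%), 7714503 in control roots (21.1%) and 13785167 in NaCl roots (27.9%), and the 95% Wilson intervals of these percentages were narrower than their last digit. Among the distinct tags, 32.2% in control leaves, 60.4% in NaCl leaves, 26.9% in control roots and 33.9% in NaCl roots had these lengths. The most abundant tag was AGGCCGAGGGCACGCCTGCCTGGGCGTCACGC (32 nt, 1.81% of the reads) in control leaves, AGTTACTAATTCATGATCTGGC (22 nt, 7.44%) in NaCl leaves, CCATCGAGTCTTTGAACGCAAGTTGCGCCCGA (32 nt, 0.363%) in control roots and ATCCAGCCCCGAGTCGCACGGATTCGT (27 nt, 1.12%) in NaCl roots. None of these tags is a mature sequence of Tables S1 to S3.

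**Figure D1:**
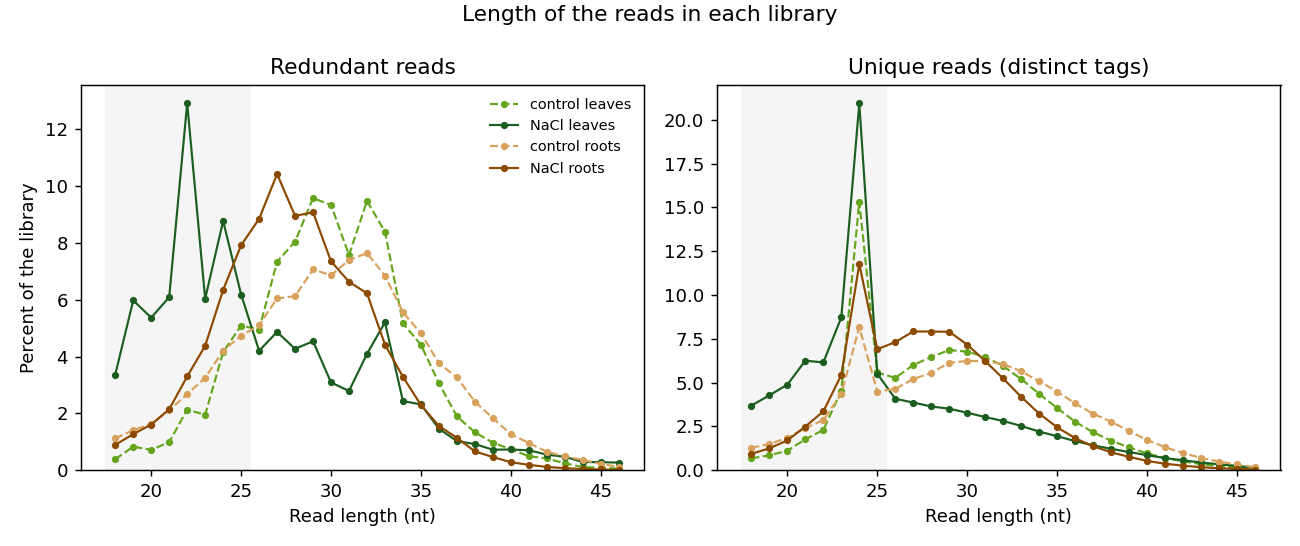
Percentage of the redundant reads (left) and of the unique reads (right) of each library at each read length in nt, with 1 library per condition, joined by dashed lines for control and solid lines for NaCl-treated tissue; grey marks 18 to 25 nt. Redundant reads of 18 to 25 nt made up 54.7% of the NaCl leaf library and between 16.3% and 27.9% of the others.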

After eliminating low-quality sequences, approximately 232 million total reads and 19.5 million unique reads, which ranged between 18 and 25 nucleotides, were obtained. Of these, only 5,196,547 unique sRNA reads could be mapped to the date palm genome, of which there were 4470 and 1,682,804 unique and redundant mappable reads, respectively (Table 1), which suggests that the majority of the unique small RNA reads could not be used in the analysis. This limitation likely due to incomplete genome sequencing or assembly or due to RNA contamination with other small RNA molecules from endophytic microorganisms harboring date palm roots and leaves (Yaish et al., 2015). The estimated genome size of the date palm is approximately 658 Mb (Al-Dous et al., 2011); however, the assembled sequences that are available in the Gene Bank cover 381.563 Mb only. A total of 27,368 known (previously sequenced) and 14,537 predicted sRNA unique reads were sequenced from the four libraries.

**Table 1:** **Summary of sequencing data, presented as reads abundance of ***P. dactylifera*** small RNA libraries**.

	**Redundant reads**					**Unique reads**				
	**Control-leaves**	**NaCl-leaves**	**Control-root**	**NaCl-root**	**Total**	**Control-leaves**	**NaCl-leaves**	**Control-root**	**NaCl-root**	**Total**
Total reads	69,820,252	57,749,080	53,893,175	70,138,817	251,601,324	5,488,113	7,354,391	6,018,618	7,192,892	26,054,014
Total reads after filtration	67,941,166	53,269,570	47,716,479	63,423,863	232,351,078	4,110,970	5,632,666	4,534,884	5,235,066	19,513,586
Total mapped small RNAs	48,597,554	39,388,275	25,753,815	34,829,777	148,569,421 (1,682,804)^*^	1,070,750	1,405,067	1,209,183	1,511,547	5,196,547 (4,470)^*^
Total known small RNAs	26,439,310	19,827,140	18,686,729	24,574,312	89,527,491	348,574	361,770	443,727	429,316	1,583,387
Known miRNA	376,803	591,326	224,471	347,865	1,540,465	5,176	10,171	6,194	5,827	27,368
Predicted miRNA	314,899	903,299	36,325	73,887	1,328,410	4,434	4,410	2,622	3,071	14,537
rRNA	19,241,412	8,896,131	14,891,035	20,437,750	63,466,328	263,646	210,394	337,115	332,132	1,143,287
tRNA	3,090,812	6,156,880	1,293,910	842,345	11,383,947	32,510	47,369	40,966	33,476	154,321
snoRNA	613,764	696,722	429,123	352,090	2,091,699	35,143	64,141	42,891	41,814	183,989
snRNA	106,920	238,688	167,258	159,847	672,713	12,099	29,695	16,561	16,067	74,422
no hit	19,343,612	13,881,295	21,962,664	28,594,086	83,781,657	3,040,220	4,227,599	3,325,701	3,723,519	14,317,039

* *Unique and redundant reads of size ranging between 18 and 25 nt*.

Consistent with the length distribution patterns of the small RNAs isolated from other plant species (Rajagopalan et al., 2006; Zhu et al., 2008), the sRNA of 21 and 24 nt sizes were the most representative in all four sRNA libraries from the date palm (Figure 1). 

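Among the redundant reads of 18 to 25 nt, the 25-nt class was the largest in control leaves (31.3%), control roots (22.4%) and NaCl roots (28.4%), and the 22-nt class was the largest in NaCl leaves (23.6%). The 24-nt class ranked second among the redundant reads of all 4 libraries. These reads were not mapped to the genome. The paper does not state which reads its Figure 1 shows, and mapped reads alone could not be counted here. The 95% Wilson intervals of the size class percentages of redundant reads extended less than 0.05 percentage points to either side. The most abundant 25-nt tag was TCTCATGGAGAGTTCGATCCTGGCT in control leaves, with 357741 reads, and CAGGACTCCGCCGGCACCTTATGAG in control roots and NaCl roots, with 106971 and 365318 reads. In NaCl leaves, a single tag held 57.6% of the 22-nt reads. Without this tag, the 24-nt class was the largest in NaCl leaves (18.6%) and the 22-nt class had rank 6 (11.6%).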

As expected, the redundant reads that belong to 21 nt were greater in numbers compared to the unique reads of this class, which suggests that this class could represent miRNAs. In contrast, the unique reads of the 24 nt size class were greater, and the redundant reads were much smaller. 

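The 21-nt class held 534792 redundant and 58145 unique reads in control leaves, 2352497 and 279274 in NaCl leaves, 767622 and 84376 in control roots, and 1062055 and 103351 in NaCl roots. As a percentage of the reads of 18 to 25 nt, redundant reads of 21 nt made up 6.07% in control leaves, 11.1% in NaCl leaves, 9.95% in control roots and 7.70% in NaCl roots. The unique reads of this class made up 5.49% in control leaves, 10.3% in NaCl leaves, 8.96% in control roots and 7.37% in NaCl roots. The most abundant 21-nt tag of the leaf libraries was AACAGACCGAGAGATTTGAAC, with 44402 reads in control leaves and 341493 in NaCl leaves, and that of the root libraries was ATAACCGTAGTAATTCTAGAG, with 25691 reads in control roots and 35525 in NaCl roots; neither is a listed miRNA. The listed miRNA pda-miR166a was the second most abundant 21-nt tag in control leaves and the third in NaCl leaves. In the root libraries it ranked lower, with 10403 reads in control roots and 3782 in NaCl roots. The third most abundant 21-nt tags there had 22819 and 30700 reads, and no listed miRNA was among the first 3.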

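Unique reads of 24 nt made up 47.7% of the unique reads of 18 to 25 nt in control leaves, 34.7% in NaCl leaves, 30.3% in control roots and 34.8% in NaCl roots. Redundant reads of this class made up 25.6% in control leaves, 16.0% in NaCl leaves, 19.9% in control roots and 22.8% in NaCl roots, a lower percentage than that of the unique reads in every library. The most abundant 24-nt tag was CGGAGCGGATAACTGCTGAAAGCA in control leaves (108354 reads), CCTAACAGACCGAGAGATTTGAAC in NaCl leaves (235728 reads), TCTTTGAACGCAAGTTGCGCCCGA in control roots (55752 reads) and CAGGACTCCGCCGGCACCTTATGA in NaCl roots (120186 reads).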

The small RNAs that belong to the 24-nt size class were the most representative in three of the four libraries (Figures 1A,B,D), and the only exception was the untreated root sample, in which this size was the second most representative (Figure 1C). 

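By unique reads, the 24-nt class ranked first in all 4 libraries. The next class by unique reads was the 25-nt class in control leaves (17.4%), control roots (16.7%) and NaCl roots (20.4%), and the 23-nt class in NaCl leaves (14.4%).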

The 21-nt size class was the most abundant fraction in the four libraries, except for the library generated from the NaCl-treated leaves (Figure 1B), where the 19- and 21-nt fraction appeared as dual peaks (Figure 1). 

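By redundant reads of 18 to 25 nt, the 21-nt class had rank 5 of the 8 classes in control leaves, control roots and NaCl roots, and rank 4 in NaCl leaves. The classes ahead of it in control leaves and in both root libraries were those of 22 to 25 nt. An alternative chosen after seeing the data kept only reads identical to part of a listed precursor or of its reverse complement. Among these, the 21-nt class ranked first in control leaves, NaCl leaves and control roots, and had rank 5 in NaCl roots. Such reads need not come from a precursor. That of pda-miR2111b-p3_1ss15CT had 9 sense reads and 1653950 antisense reads, over all lengths. Among all reads of 18 to 25 nt in NaCl leaves, the classes of 19, 20, 21, 23 and 25 nt held similar shares, between 9.81% for 20 nt and 11.3% for 25 nt.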

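The 19-nt class rose from 5.10% of the redundant reads of 18 to 25 nt in control leaves to 10.9% in NaCl leaves, a difference of 5.83 percentage points (95% Newcombe interval 5.81 to 5.85). Its most abundant tag in both leaf libraries, CAGACCGAGAGATTTGAAC, had 123096 reads in control leaves and 453738 in NaCl leaves and is not a listed miRNA. The share of the 24-nt class among the redundant reads of 18 to 25 nt was lower in NaCl leaves than in control leaves, by a difference of -9.55 percentage points (-9.59 to -9.52). With the reads of all lengths as the denominator, the difference for the 24-nt class changed sign to 4.61 percentage points.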

Compared to the untreated leaves, the percentage of redundant reads that belong to the 19-nt class was much greater in the salt-treated leaves (more than 30% in salt but less than 5% in control), while the percentage of redundant reads that belong to the 24-nt class was much lower during salt stress. Compared to the untreated roots, the percentages of redundant reads that belong to the 21-nt size have decreased, while the unique reads were unaltered during salt stress. Similarly, the percentage of redundant reads that belong to the 20-nt size was similar between the control and treated samples, whereas the unique reads percentage increased. 

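The difference between NaCl roots and control roots in the 21-nt class was -2.25 percentage points (95% Newcombe interval -2.27 to -2.22) for redundant reads and -1.59 percentage points (-1.66 to -1.52) for unique reads. When reads or tags of all lengths formed the denominator, both differences changed sign, to 0.0435 percentage points for redundant and 0.0829 for unique reads.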

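The 20-nt class fell from 7.71% of the redundant reads of 18 to 25 nt in control roots to 5.77% in NaCl roots, a difference of -1.95 percentage points (-1.97 to -1.92). Among the unique reads, it fell from 6.85% to 5.03%, a difference of -1.82 percentage points (-1.89 to -1.76). The most abundant 20-nt tag was GAAAAGGATTGGCTCTGAGG in control roots, with 15211 reads, and TGAAAATCCGGAGGACCGAG in NaCl roots, with 71643 reads.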

Interestingly, the percentage of redundant reads of the 24-nt size class was increased in the roots but decreased in the leaves under salt stress. This finding suggested that there was differential regulation of small RNA loci in roots and leaves, which could be due to differential activation of repeat-rich regions/transposons that are potential loci for generating 24-nt-long small RNAs (Figure 1).

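In roots, the share of the 24-nt class among the redundant reads of 18 to 25 nt was 2.85 percentage points higher with NaCl (95% Newcombe interval 2.81 to 2.88), while in leaves it was lower. Against reads of all lengths, the class rose in both tissues, by 2.14 percentage points in roots, so that the directions were no longer opposite. No test of the difference between the tissues could be made, because each condition had 1 library. From the opposite changes in the 24-nt class, the paper proposes that small RNA loci are differentially regulated in roots and leaves and that repeat-rich regions and transposons may be activated differently.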

**Figure 1:**
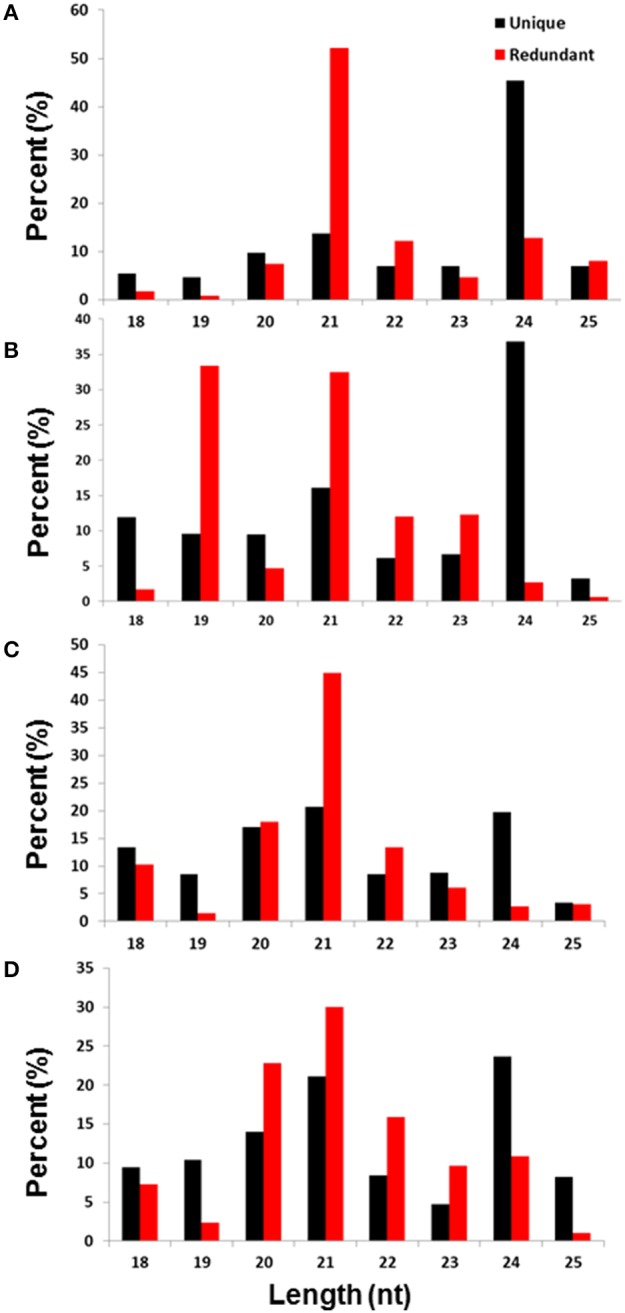
**Size distribution in the base pair (bp) and diversity percentage of the total and unique small RNA reads isolated from untreated leaves (A), NaCl-treated leaves (B), untreated roots (C), and NaCl-treated roots (D)**.

The functional sRNA that is produced in plants is mainly composed of either 21- or 24-nt sRNAs. While the 21-nt sRNAs are largely miRNAs that are transcribed by RNA polymerase II and are essential for mRNA decay, the 24-nt sRNAs are produced by the PolIV/Pol V system and play an important role in RNA-directed DNA methylation (Law et al., 2010) and subsequent histone modifications at the target chromatin (Matzke et al., 2009). Recent studies have showen that the most abundant sRNAs found in the angiosperm tissues are 24-nucleotide Pol IV–dependent siRNAs, which are denoted as p4-siRNAs (Ma et al., 2010). These p4-siRNAs are derived from the DCL processing of long, perfectly base-paired double-stranded RNA precursors.

### sRNAs sequencing uncovers conserved miRNAs and miRNA variants in date palm

sRNA sequences that were mapped to the genome (with a maximum 1-nt mismatch) were used for the identification of conserved and novel miRNAs, by searching against plant miRNA sequences in the miRBase. The sRNA sequences were classified based on their degree of similarity with the previously identified miRNA sequences in the miRBase. The date palm miRNAs that were identical (100% similarity) were considered to be conserved miRNA (Table 2, Table S1), and those with one or two mismatches to those in the miRBase were considered to be miRNA variants (Table S2), while those with no similarity were considered to be potential novel miRNA sequences (Table 3, Table S3). Similar classification criteria were previously used by Ma et al. (2013).

**Table 2:** **Conserved miRNAs in ***P. dactylifera*** L**.

**5p-miRNA/3p-miRNA**	**Sequence(5′-3′)**	**nt**	**ΔG**	**Total Reads**
pda-miR156a	UGACAGAAGAGAGUGAGCU	19	−60.7	448
pda-miR156i-3p	GCUCACUUCUCUUUCUGUCAGCC	23	−60.7	25
pda-miR156a	UGACAGAAGAGAGUGAGCAC	20	−65.7	11,263
pda-miR156i-3p	GCUCACUUCUCUUUCUGUCAGCC	23	−65.7	25
pda-miR156a	UGACAGAAGAGAGUGAGCAC	20	−50.4	10,790
pda-miR156i-3p	GCCCACUUCUCUUUCUGUCAA	21	−50.4	1
pda-miR156a	CUGACAGAAGAGAGUGAGC	19	−57.0	370
pda-miR156i-3p	GCUCACUUCUCUUUCUGUCAGC	22	−57.0	623
pda-miR156h	UUGACAGAAGAUAGAGAGCAC	21	−53.1	14,392
pda-MIR156h-p3	GCUCUCUAUGCUUCUGUCAUC	21	−53.1	1158
pda-miR156e	UUGACAGAAGAUAGAGAGCAC	21	−41.1	13,737
pda-MIR156c-p3	GCUCUCUAUGCUUCUGUCAUU	21	−48.6	2
pda-miR160a-5p	UGCCUGGCUCCCUGUAUGCCA	21	−48.7	911
pda-miR160a-3p	GCGUGCAAGGAGCCAAGCAU	20	−48.7	2
pda-miR166a-5p	GGGAAUGUUGUCUGGUUCGAG	21	−63.9	37
pda-miR166a	UCGGACCAGGCUUCAUUCCCC	21	−63.9	159,897
pda-miR166a-5p	GGAAUGUUGUCUGGCUCGAGG	21	−65.0	566
pda-MIR166b-p3	UCUCGGACCAGGCUUCAUUC	20	−65.0	2015
pda-miR166a-5p	GGAAUGUUGUCUGGCUCGAGG	21	−63.2	359
pda-miR166i-3p	UCUCGGAUCAGGCUUCAUUCC	21	−63.2	9121
pda-miR166a-5p	GGAAUGUUGUCUGGUUC	17	−56.8	7
pda-miR166a	UCGGACCAGGCUUCAUUCC	19	−56.8	3400
pda-miR166i-5p	AAUGAGGUUUGAUCCAAGAUCU	22	−65.5	2
pda-miR166i-3p	UCUCGGAUCAGGCUUCAUUCC	21	−65.5	5803
pda-miR167a-	UGAAGCUGCCAGCAUGAUCUA	21	−65.9	61
pda-miR167b-3p	GGUCAUGCUCUGACAGCCUCACU	23	−65.9	1
pda-miR167a	UGAAGCUGCCAGCAUGAUC	19	−56.0	5212
pda-miR167b-3p	GGUCAUGCUCUGACAGCCUCACU	23	−56.0	1
pda-miR168a	UCGCUUGGUGCAGGUCGGGAACGG	24	−63.6	53
pda-miR168a-3p	CCCGCCUUGCAUCAACUGAA	20	−63.6	235
pda-miR168a	UCGCUUGGUGCAGGUCGGGA	20	−59.7	654
pda-miR168c-3p	CCCGCCUUGCAUCAACUGAA	20	−59.7	375
pda-miR168a-	UCGCUUGGUGCAGGUCGGGAAC	22	−65.3	26
pda-miR168c-3p	CCCGCCUUGCAUCAACUGAAU	21	−65.3	180
pda-miR168a	UCGCUUGGUGCAGGUCGGGA	20	−77.5	440
pda-miR168c-3p	CCCGACUUGCAUCAACUGA	19	−77.5	8
pda-miR169a	UAGCCAAGGAUGACUUGCCU	20	−70.3	94
pda-miR169j-3p	GGCAGUCUCCUUGGCUAGUC	20	−70.3	35
pda-miR169c-	UAGCCAAGGAUGAUCUGCCU	20	−78.4	85
pda-miR169e-3p	GGCAGUCUCCUUGGCUAGUA	20	−78.4	3
pda-miR169	UAGCCAAGGAUGACUUGCCU	20	−73.7	146
pda-miR169j-3p	GGCAGUCUCCUUGGCUAGUC	20	−73.7	55
pda-miR169p	CAGCCAAGGAUGACUUGCC	19	−49.0	494
pda-miR169a-3p	CGGCGAGUCUGUCCUUGGCUAC	22	−49.0	16
pda-miR169a	UAGCCAAGGAUGACUUGCCUU	21	−80.1	37
pda-miR169j-3p	GGGCAGUCUCCUUGGCUAGUC	21	−80.1	1
pda-miR172b-5p	UGGCAUCAUCAAGAUUCACAU	21	−61.0	1
pda-miR172a	GGAAUCUUGAUGAUGCUGCA	20	−61.0	11
pda-miR390a	AAGCUCAGGAGGGAUAGCGCC	21	−63.8	11
pda-miR390a-3p	CGCUAUCUAUCCUGAGUUU	19	−63.8	11
pda-miR390a	AAGCUCAGGAGGGAUAGCGCC	21	−63.1	11
pda-miR390a-3p	CGCUAUCUAUCCUGAGCA	18	−63.1	4
pda-miR393a	UCCAAAGGGAUCGCAUUGAUC	21	−57.9	143
pda-miR393b-3p	AUCAUGCGAUCCUUUUGGAU	20	−57.9	2
pda-miR393a	UCCAAAGGGAUCGCAUUGAUCU	22	−54.5	517
pda-miR393b-3p	AUCAUGCGAUCCUUUUGGAU	20	−54.5	2
pda-miR393d	AUCAUGCGAUUCCUU	15	−50.3	28
pda-miR393a	UCCAAAGGGAUCGCAUUGAUUU	22	−50.3	2200
pda-miR394a-5p	UUGGCAUUCUGUCCACCUCC	20	−65.5	34
pda-MIR394a-p3	AGCUCUGUUGGCUUCUCUUUG	21	−65.5	11
pda-miR395a-5p	UUCCCUCAGACACUUCAUU	19	−52.3	1
pda-miR395	CUGAAGUGUUUGGGGGAACG	20	−52.3	147
pda-miR395a-5p	GUUCCCUCAGACACUUCAU	19	−62.7	155
pda-MIR395b-p3	AAGUGUUUGGGGGAACUCUAGG	22	−62.7	543
pda-miR395a-5p	GUUCCCUCAGACACUUC	17	−80.6	5
pda-miR395	CUGAAGUGUUUGGGGGAACU	20	−80.6	5317
pda-miR396a-5p	UCACAGGCUUUCUUGAACU	19	−56.9	3200
pda-miR396a-3p	GUUCAAGAAAGUCCG	15	−56.9	23
pda-miR396a-5p	ACAGCUUUCUUGAACCG	17	−57.3	2
pda-miR396g-3p	GGUCAAGAAAGCUGUGGAAG	20	−57.3	1
pda-miR396b	CAGCUUUCUUGAACUG	16	−47.0	22,642
pda-miR396a-3p	GUUCAAUAAAGCUGUGGGAAA	21	−47.0	148
pda-miR396	UUCCACGGCUUUCUUGAACU	20	−57.1	6208
pda-miR396g-3p	UCAAGAAAGACGUGGGAAAACA	22	−57.1	5

*Each pair of shaded rows represents a pair in a 5p-miRNA/3p-miRNA duplex of a single hairpin precursor*.

**Table 3:** **Novel 5p-miRNA/3p-miRNA libraries sequenced from untreated leaves (C-L), NaCl-treated leaves (Na-L), untreated roots (C-R), and NaCl-treated roots (Na-R)**.

**miRNA**				**Precursor**			**Number of reads**			
**5p-miRNA/3p-miRNA**	**Mature sequence (5′-3′)**	**nt**	**Strand**	**Genome location**	**MFE**	**MFEI**	**C-L**	**C-R**	**Na-L**	**Na-R**
pda-3p-117840_82-3p-R3	AGGCACUUAUCGCCGGGCUAAAGC	24	3′	769101	−217.9	1.6	17	0	86	6
pda-5p-85614_137-5p-R2	AGCUCCCUUGCCAGCUUUAGCCCG	24	5′	769101	−217.9	1.6	113	4	352	28
pda-3p-117840_82	AGGCACUUAUCGCCGGGCUAAAGC	24	3′	769101	−208.2	1.7	14	0	33	3
pda-5p-85614_137	AGCUCCCUUGCCAGCUUUAGCCCG	24	5′	769101	−208.2	1.7	78	3	274	24
pda-3p-130659_69	ACAAAGCUUUGGAGAACUGUU	21	3′	782981	−149.8	2	16	14	173	16
pda-5p-224392_29	CAGUUCCUCCAAAGCUUUGUA	21	5′	782981	−149.8	2	8	3	102	8
pda-3p-290154_20	UAAUGAUUAGUGGAACAGCGG	21	3′	688561	−137.9	1.8	7	1	21	2
pda-5p-83202_144	ACCAGUCCGAGAAUCGUUUCAAUC	24	5′	688561	−137.9	1.8	63	19	103	15
pda-3p-99813_107	AUUCGGGCCAGUCCACUCUAAAGC	24	3′	1013541	−115.5	1.6	31	0	76	0
pda-5p-295079_19	AGGAGCUUUGGAGUGAGCCGGCCC	24	5′	1013541	−115.5	1.6	8	0	11	0
pda-3p-117918_82	CGGAUGCUGCGCCUCGUGUA	20	3′	832241	−104.2	1	29	8	242	5
pda-5p-92754_121	CGUGUUCAGCAAGCUCUGGGACCC	24	5′	832241	−104.2	1	111	35	220	45
pda-3p-64863_213	UCUAUUCAAACAUUGACUGCU	21	3′	1147931	−100.8	1.2	113	29	652	35
pda-5p-152404_54	ACCGGCGGUAAGAUUUUGUAGG	22	5′	1147931	−100.8	1.2	34	2	134	12
pda-3p-313824_18	AGGAGUCGACUCCAGCUCUGCAGG	24	3′	930241	−100.6	1	3	3	18	5
pda-5p-321868_17	AGGGCUGGAGUCGACUCCUGCAGG	24	5′	930241	−100.6	1	2	1	12	2
pda-3p-107067_96	GCUGCCGGACUCUUGUUUCGAAGG	24	3′	991011	−90.8	1.3	46	1	47	2
pda-5p-311908_18	UGAAACAAGUGUUCGGCUGCU	21	5′	991011	−90.8	1.3	7	5	16	1
pda-3p-8373_3137	CUGUAAACCGCACGACCCUUC	21	3′	742991	−80.3	1	178	88	3426	33
pda-5p-396570_13	AGAGUCGUGCGGUCUACAGAG	21	5′	742991	−80.3	1	0	0	36	1
pda-3p-93572_119	CCUGUGCAUGCCUCCUCCACC	21	3′	799661	−75.4	0.9	0	5	128	5
pda-5p-85498_137	UGGAAGGGACAUGCAGAGGAA	21	5′	799661	−75.4	0.9	0	56	64	17
pda-3p-64787_213	GUGCUCUUUCUCGUUGUCACC	21	3′	715261	−74.2	0.9	31	10	265	12
pda-5p-178899_42	AGCACGCCGGUCGGCAGUCAUGCA	24	5′	715261	−74.2	0.9	12	6	27	3
pda-3p-21009_1073	UCUGUCCGGCACUGUUCAGCC	21	3′	1024561	−72.1	1.1	261	41	2262	89
pda-5p-367016_14	CCUUCUGUUCGGCUGCACAGUGCC	24	5′	1024561	−72.1	1.1	2	1	20	1
pda-3p-224491_29	AGGCUUCUGUUCGGCGAUCCAGUG	24	3′	1074861	−70.8	1.3	15	1	62	4
pda-5p-58294_251	UCCGUUCGGCACUGGAUCGCC	21	5′	1074861	−70.8	1.3	100	24	280	35
pda-3p-269912_22	ACUACUCUGCUGCGCUCAAUGAUC	24	3′	677511	−67.7	0.9	8	0	25	0
pda-5p-310639_18	UCAUUGGGCCUAGUAGACUAGUCC	24	5′	677511	−67.7	0.9	3	2	13	0
pda-3p-171233_45-3p-R16	UUCGGUCGUGCCACGCUGUGUGCGUC	26	3′	838941	−64.7	1.1	10	2	13	17
pda-5p-12958_1929	CGCGCAUGGCGUGGAACGAUCACC	24	5′	838941	−64.7	1.1	50	31	1504	704
pda-3p-44090_382	UUCAAGAAAGUCAGUGGAAG	20	3′	1094891	−56.9	1.1	76	69	499	42
pda-5p-15197_1588	UCACAGGCUUUCUUGAACUA	20	5′	1094891	−56.9	1.1	231	101	1675	34
pda-3p-138631_63	AGGACUGGGAUUCCUACU	18	3′	874461	−52.6	1.3	30	8	54	10
pda-5p-37236_491	ACUUCGAGUAGGAUUCCUAGAGUC	24	5′	874461	−52.6	1.3	214	2	268	7
pda-3p-231836_28	CAGAAGGCUUCUGUUCGGCACC	22	3′	919691	−48.6	1	6	2	31	2
pda-5p-131814_68	AACAAAAGGCUUCUGUUCGGC	21	5′	919691	−48.6	1	11	3	46	8
pda-3p-329752_16	AAACAGGUCAGACAUAUAAAACCC	24	3′	969931	−41.0	1	4	4	7	1
pda-5p-183654_40	ACCUGUUUAGACCUGUUUAGACCC	24	5′	969931	−41.0	1	16	0	20	4

*Each pair of shaded rows represents a pair in a 5p-miRNA/3p-miRNA duplex of a single hairpin precursor. The mature miRNA sequences shown were mapped on the chromosomes of the PDK_30s database. The negative minimum folding free energy (MFE) and minimum folding free energy index (MFEI) of the hairpin precursors are shown in the Table*.

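Table S1 lists 153 entries, which hold 125 distinct mature sequences, since some sequences are listed with more than 1 precursor. Counting each entry whose identical tag had at least 1 read, 91 entries were found in control leaves, 126 in NaCl leaves, 91 in control roots and 74 in NaCl roots. Of the 153 entries, 61 were found in all 4 libraries and 19 in none.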

Together from the four libraries, a total of 153 unique conserved miRNA sequences, identical to the previously published miRNA sequences, were identified, of which 113, 149, 115, and 107 were specifically identified from the leaf-control, leaf-NaCl, root-control, and root-NaCl libraries, respectively (Table S1). Interestingly, the sequence analysis showed 38 with a complimentary miRNA sequence that originated from the same hairpin precursor and aligned on either the 5′ or 3′ arm of the hairpin precursor (Figure 2, Table 2 and Table S1). The conserved miRNA list shown in Table 2 comprises only those that have both 5p-miRNA and 3p-miRNA sequences. 

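Among the 153 conserved entries, 60 (39.2%) had a mature length of 21 nt and 41 (26.8%) a length of 20 nt. Among the 88 entries of Table S2, 54 (61.4%) had 21 nt. Sequences of 21 nt took 78.1% of the reads of the conserved sequences in control leaves (95% Wilson interval 77.7 to 78.5), 74.1% in NaCl leaves (73.9 to 74.3), 79.9% in control roots (79.4 to 80.5) and 78.7% in NaCl roots (77.8 to 79.6). For the variant sequences, those of 21 nt took 86.6% (85.7 to 87.4) in control leaves, 97.1% (97.0 to 97.3) in NaCl leaves, 82.8% (81.3 to 84.2) in control roots and 53.2% (51.3 to 55.1) in NaCl roots. In NaCl roots, 44.5% of the variant reads belonged to a single 29-nt sequence, pda-miR1310-p3_1ss20TC.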

The most common length for the conserved miRNA sequences isolated form leaves and root is composed of 21 nt (Tables S1, S2), this is consistent with length distribution of the miRNA sequenced form date palm fruits at various developmental stages (Xin et al., 2015).

**Figure 2:**
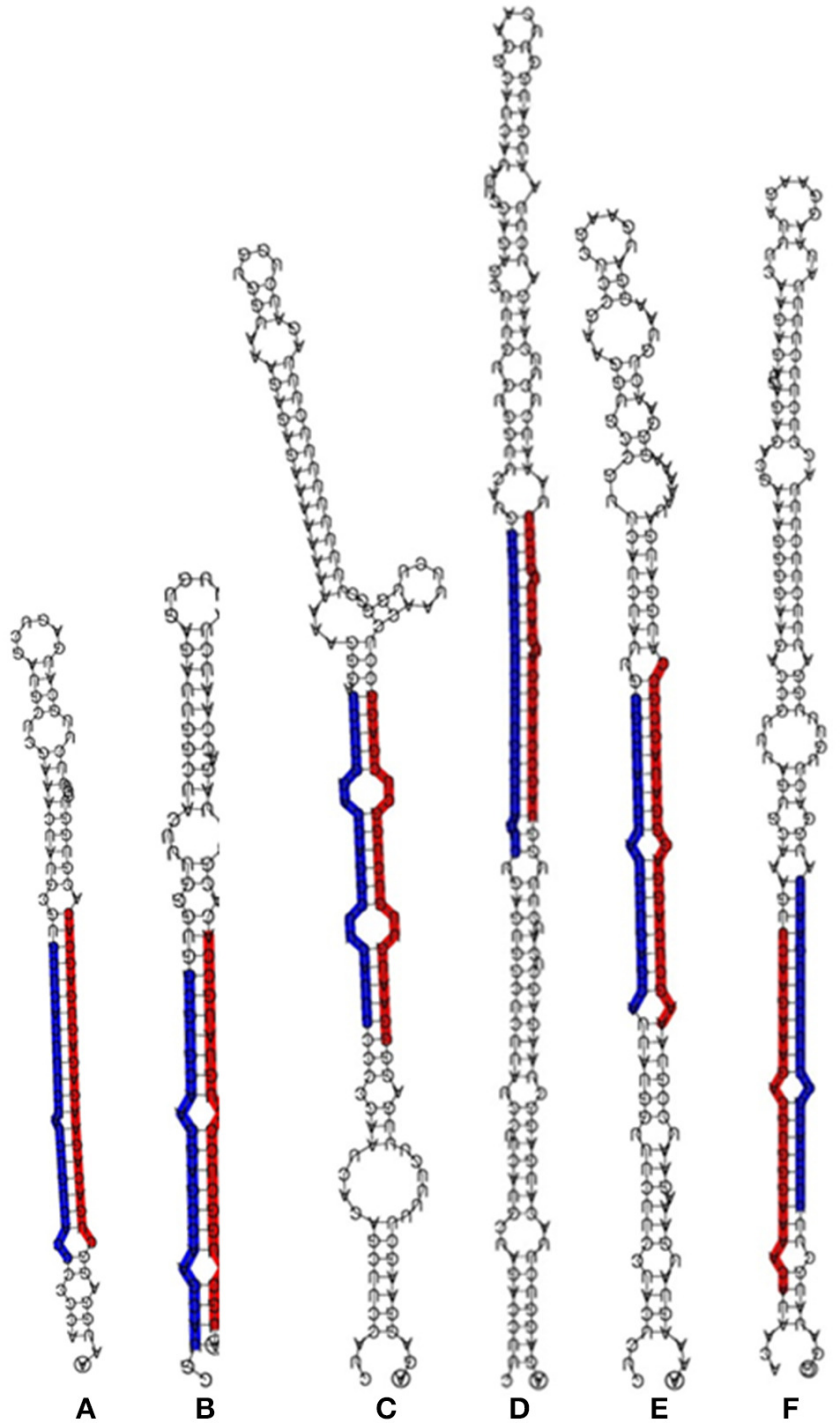
**Stem-loop RNA secondary structure of hairpin-forming precursors of some conserved miRNA sequenced from ***Phoenix dactylifera*** L**. The mature 5p-miRNA/3p-miRNA sequences are shaded in either red or blue. The stem loop precursors and 5p-miRNA/3p-miRNA represent miR156 **(A)**, miR160 **(B)**, miR166 **(C)**, miR169 **(D)**, miR390 **(E)**, and miR396 **(F)** sequences.

The expression levels measured as read counts in the majority of the paired miRNAs showed a significant difference between the sequences aligned on the 5′ and those aligned on the 3′ arm of the hairpin-like structure (Table 2 and Table S5). 

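Entries of Tables S1 to S3 that share a precursor and lie on opposite arms form 108 pairs, of which 38 have both arms in Table S1. For each pair, the reads of the 5p arm were set against those of the 3p arm, summed over the 4 libraries, with a two-sided exact binomial test against equal shares and Benjamini-Hochberg adjustment over the pairs. In 12 pairs an arm is shorter than 18 nt, a length that the data do not hold; these were left out after the results for all pairs had been seen, which left 96 pairs, 32 of them conserved. This test treats reads as independent and does not cover variation between plants. Of the 32 conserved pairs, 31 had unequal arms at an adjusted p-value below 0.05, with the 5p arm higher in 21 and the 3p arm higher in 10. Over all classes, 82 of the 96 pairs had unequal arms. Some pairs on different precursors have the same 5p and the same 3p sequence, so that their reads enter these numbers more than 1 time. An example is the pair of pda-miR529e_1ss21CT and pda-miR529-3p_1ss20TC, with 5264 and 51 reads. Within single libraries, unequal arms were found for 45 pairs in control leaves, 81 in NaCl leaves, 43 in control roots and 40 in NaCl roots. The pair with the most reads, on scaffold PDK_30s976901 from 11105 to 11239, had 8 reads of the 5p sequence pda-miR166a-5p_L+1R-1_1ss16CT and 120925 reads of the 3p sequence pda-miR166a. In the precursor of pda-miR156h, on scaffold PDK_30s1168861 from 37176 to 37278, the 5p sequence had 19146 reads and the 3p sequence 790. The same 5p sequence is also listed for pda-miR156e, whose precursor held 21260 sense reads, so these reads cannot be assigned to a single precursor. Reads of any sequence that occurs in several precursors were counted for each, which can shift the share of an arm. With the short arms kept in, 91 of the 108 pairs had unequal arms, and the number fell to 64 when the NaCl leaf library was left out of the sum.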

Of these duplexes, sequences with higher abundances are considered to be miRNAs. These miRNA are either located on the 5p or 3p end of the hairpin sequence. The presence of this combination within the sequenced sRNA libraries confirmed that these are true miRNAs.

BLAST analysis showed that the conserved miRNA sequences that were isolated in this study belong to 33 miRNA families, which were identified in 35 plant species available at the miRBase. The miR156, miR166, miR169, and miR396 families were the most diverse conserved miRNA families, with an average number of 17, 10, 10, and 10 miRNA variants per family, respectively (Figure 3A). 

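Counting the entries with at least 1 read and averaging over the 4 libraries, the miR156 family had 14.25 entries, miR166 had 8.75, miR168 and miR169 had 8.25 each and miR396 had 7.5. By reads of its distinct sequences, miR166 was the largest conserved family in every library, with 24960 reads in control leaves, 90696 in NaCl leaves, 13998 in control roots and 5121 in NaCl roots. The miR156 family had 9930, 45579, 1798 and 1085 reads in the same libraries. The miR169 family, though diverse, had 16 reads in control leaves, 786 in NaCl leaves, 17 in control roots and 2 in NaCl roots.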

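Of the 33 conserved families, 22 had at least 1 entry with reads in each of the 4 libraries and 2 had none in any library. By library, 26 families were found in control leaves, 29 in NaCl leaves, 25 in control roots and 26 in NaCl roots.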

Most of the conserved miRNA families were represented in the libraries that were generated from both the leaves and roots, and 26 of the 33 conserved miRNA families were common in the four libraries. 

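Of the conserved entries, 24 had reads in the NaCl leaf library and in none of the other 3, with a median of 3.5 reads and at most 47. Only 2 entries were confined to control leaves, 5 to control roots and 1 (with 2 reads) to NaCl roots, and 2 had reads in both NaCl libraries and in neither control library. The NaCl leaf library also had the most miRNA reads, and an entry with few reads in it can lie below the detection limit of the others. When every library was drawn down at random to the 14584 miRNA reads of NaCl roots, an alternative chosen after seeing the data, the median number of conserved entries found only in NaCl leaves over 200 draws was 12.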

Only three conserved miRNA sequences that belong to the miR169a and miR398a families were expressed in the NaCl-treated leaves and roots, while 15 conserved miRNA sequences were specifically expressed in leaves upon exposure to NaCl stress (Figure S2A, Table S4); no miRNA sequence was specifically expressed in NaCl-treated root tissue. miRNA-156 family was the most representative conserved sequence in roots and leaves libraries (Figure 3) however, this result is inconsistent with a previously reported miRNA-169 family form date palm fruits where miRNA-169 family is the most representative conserved sequence (Xin et al., 2015). Variation in miRNA expression could be due to the difference in the tissue type used in these studies.

**Figure 3:**
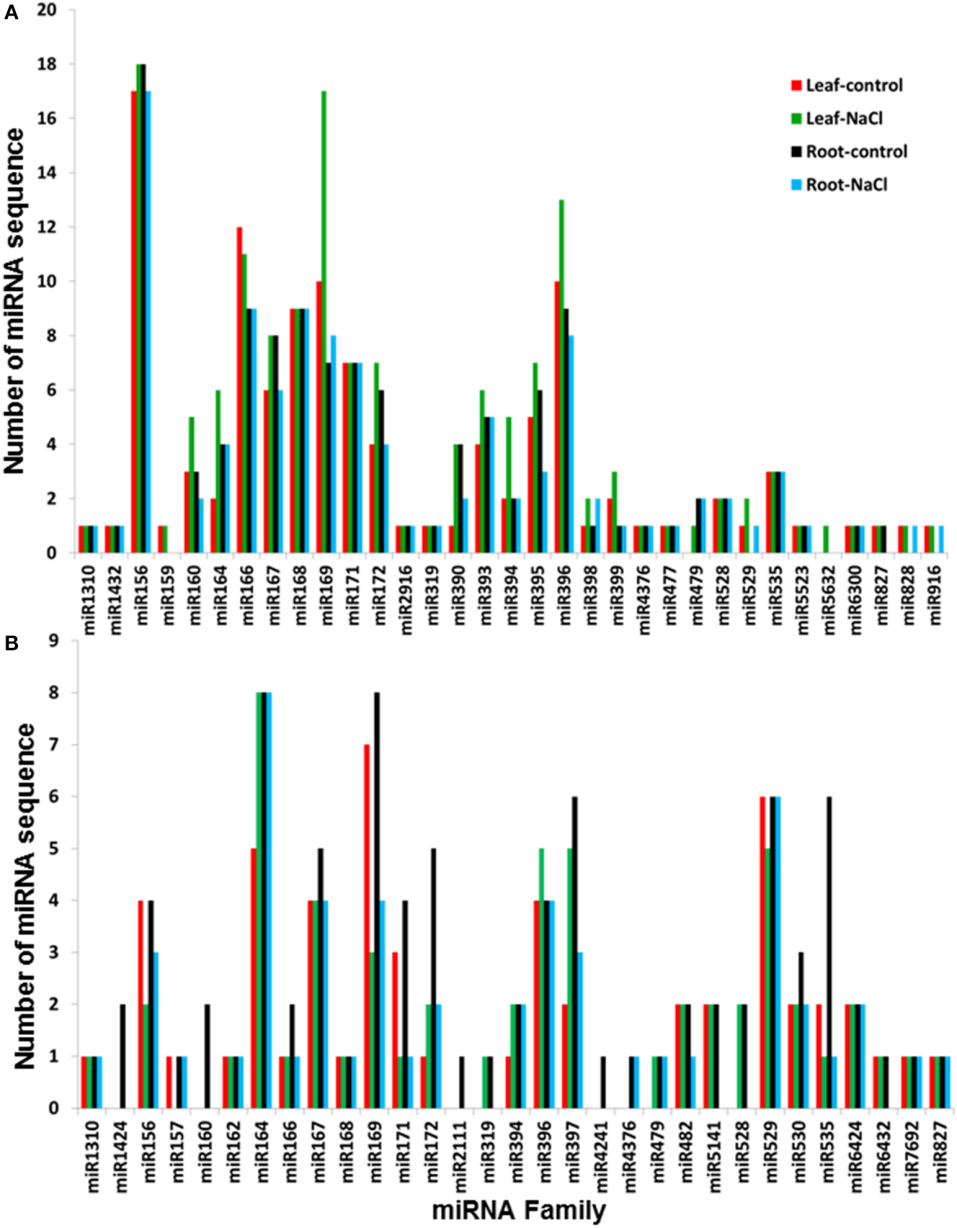
**Number of characterized miRNA sequences per plant miRNA family isolated from ***Phoenix dactylifera*** L. libraries and classified as conserved (A) and variants (B)**. The numbers represent the sum of the different miRNA sequences that comprise the conserved sequences of the families of plant miRNAs that were deposited in the miRBase.

The sRNA sequence similarity search against the miRBase showed the presence of 89 miRNA sequences that differed by 1 or 2 nt with the previously identified miRNA sequences at the miRbase (Table S2). 

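In Table S2, which lists 88 entries with 68 distinct sequences, 40 entries had at least 1 read in control leaves, 78 in NaCl leaves, 39 in control roots and 41 in NaCl roots. All 4 libraries had reads for 21 of these entries, and 6 entries had no reads in any library.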

The list of these variant miRNAs included 55, 87, 57, and 52 miRNA sequences that were identified from the leaf-control, leaf-NaCl, root-control, and root-NaCl libraries, respectively. This list also included 13 miRNAs with a sequenced a semi-complimentary miRNA sequence (Table S2). Sequence annotation revealed 31 variants, of which miR164, miR169, and miR529 were the most representative families among the libraries, with an average number of 7, 6, and 6 miRNA sequences per family, respectively (Figure 3B). 

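On average over the 4 libraries, 6.5 variant entries with reads belonged to miR164, 4.75 to miR169 and 4.5 to miR529. The miR396 family had the most reads among the variants in 3 libraries, with 4106 in control leaves, 42107 in NaCl leaves and 1779 in control roots. In NaCl roots it had 891 reads and miR1310 had 1186. The miR164 family had 4 reads in control leaves, 40 in NaCl leaves, 8 in control roots and 7 in NaCl roots. Of the 31 variant families, 14 had reads in each of the 4 libraries.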

Of the 31 families, 21 miRNA families were represented in the four sequenced libraries. 

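Among the variant entries, 26 had reads only in NaCl leaves, with a median of 2.5 reads and at most 20. None had reads only in control leaves, 2 only in control roots, 1 only in NaCl roots (with 1 read) and 1 in both NaCl libraries alone. At equal numbers of miRNA reads per library, which was examined after seeing the data, the median number found only in NaCl leaves was 7.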

Sequence analysis also showed the absence of any miRNA sequence that was specifically expressed in the NaCl-treated roots; however, miR164 and miR4376 sequence expressed in the NaCl-treated leaves and roots and a group of 15 variant miRNA sequences were specifically expressed in leaves when they were exposed to salinity stress (Figure S2B, Table S4).

Classification of the conserved and miRNA variants based on sequence homology with other orthologs showed that some date palm miRNAs were similar to the miRNA sequences of 35 plant species that were available during the preparation of the manuscript in the miRbase database (Figure S3). The highest number of conserved miRNA sequences (45) was identical to *Glycine max*, followed by *Medicago truncatula* (11 miRNA sequences) and the abiotic stress–tolerating moss *Physcomitrella patens* (Frank et al., 2005) (10 miRNA sequences) (Figure S3A). Similarly, the largest number of miRNA variants (13 miRNA sequences) isolated in this study was similar to *Glycine max*, and 10 miRNA sequences were similar to those isolated from *Arabidopsis lyrata* (Figure S3B). Phylogenetic analysis of the miR156 sequences family showed that there were two miRNAs (pda-miR156e/h) are more similar to monocots specific homologs (Figure S4). However, the phylogenetic analysis of miR396/390/166 families showed that these miRNA families were well conserved among monocots and dicots (Figures S5–S7).

The deeply conserved miRNA sequences are more abundantly expressed among different plant species (Chávez Montes et al., 2014). Thus, they are easier to detect and sequence, and the conserved miRNA isolated from the date palm is expected to have a high homology level similar to those previously identified from different plant species. Sequence conservation among plant species can reflect a common evolutionary history and function for the miRNAs that are involved in common plant growth, development and stress response processes (Nozawa et al., 2012).

### Date palm encodes a large family of novel miRNAs

For novel miRNA annotation in date palm, the following criteria was used: sRNAs that have no similarity to miRNAs previously published in the miRbase and that have a minimum of 10 reads in total from the four sequenced libraries coupled with a predictable stem-loop structure for their precursors. Therefore, novel miRNA annotation is based mainly on their biogenesis from the corresponding hairpin-like precursor; thus, sRNAs with unavailable hairpin precursors were removed from further analysis because these lack a genomic origin. To ensure the appropriate location of the miRNAs on the stem, the predicted miRNA sequences were aligned on the corresponding hairpin precursor, and miRNAs with an improper location on the precursor were also ignored (Figure S1). This analysis showed 180 putative mature miRNAs sequenced from the four libraries (Table S3). 

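Every one of the 180 predicted entries of Table S3, which hold 166 distinct sequences, had reads in at least 1 library. In control leaves 159 of them had at least 1 read, in NaCl leaves 177, in control roots 92 and in NaCl roots 101. The number with reads in all 4 libraries was 59.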

The novel putative miRNA sequences included 150, 157, 109, and 117 sequences identified from the leaf-control, leaf-NaCl, root-control, and root-NaCl libraries, respectively. Of 180 putative miRNAs, the annotation of 15 novel miRNAs was based on the identification of the complimentary miRNA partner (Table 3, Figure 4), as recommended by Meyers et al. (2008). However, the absence of a complimentary sequence for some miRNAs could simply be due to its instability (Bartel, 2004; Guo and Lu, 2010) therefore, these miRNA sequences should not be overlooked as long as they are expressed in and being generated from a valid hairpin precursor. Nevertheless, the presence of an miRNA duplex (5p-miRNA/3p-miRNA) with a 2-nt overhang at the 3′ ends within the libraries, such as pda-396570_13 and pda-8373_3137; pda-269912_22 and pda-310639_18; and pda-130659_69 and pda-224392_29 (Figure 4), provides evidence that these sRNA pairs are true miRNA molecules (Figure 4, Figure S1).

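The pair pda-5p-396570_13 (AGAGTCGTGCGGTCTACAGAG) and pda-3p-8373_3137 (CTGTAAACCGCACGACCCTTC) lies on scaffold PDK_30s742991 of the draft genome from 7145 to 7301. The 5p sequence had 12 reads, all in NaCl leaves, and the 3p sequence had 2483 reads over the 4 libraries, so that the 5p arm held 0.481% of the reads (95% Wilson interval 0.275 to 0.839). The pair pda-5p-310639_18 (TCATTGGGCCTAGTAGACTAGTCC) and pda-3p-269912_22 (ACTACTCTGCTGCGCTCAATGATC), on scaffold PDK_30s677511 from 9962 to 10132, had 15 and 22 reads. These did not differ from equal shares (adjusted p = 0.361, two-sided exact binomial test, adjusted over all 108 pairs including those with short arms). For the pair pda-5p-224392_29 (CAGTTCCTCCAAAGCTTTGTA) and pda-3p-130659_69 (ACAAAGCTTTGGAGAACTGTT), on scaffold PDK_30s782981 from 9347 to 9546, 25 and 64 reads were counted (adjusted p = 6.22e-05 in the same exact test with the same adjustment). The paper's argument also rests on overhangs at the 3′ ends of these duplexes, which were not analysed here.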

**Figure 4:**
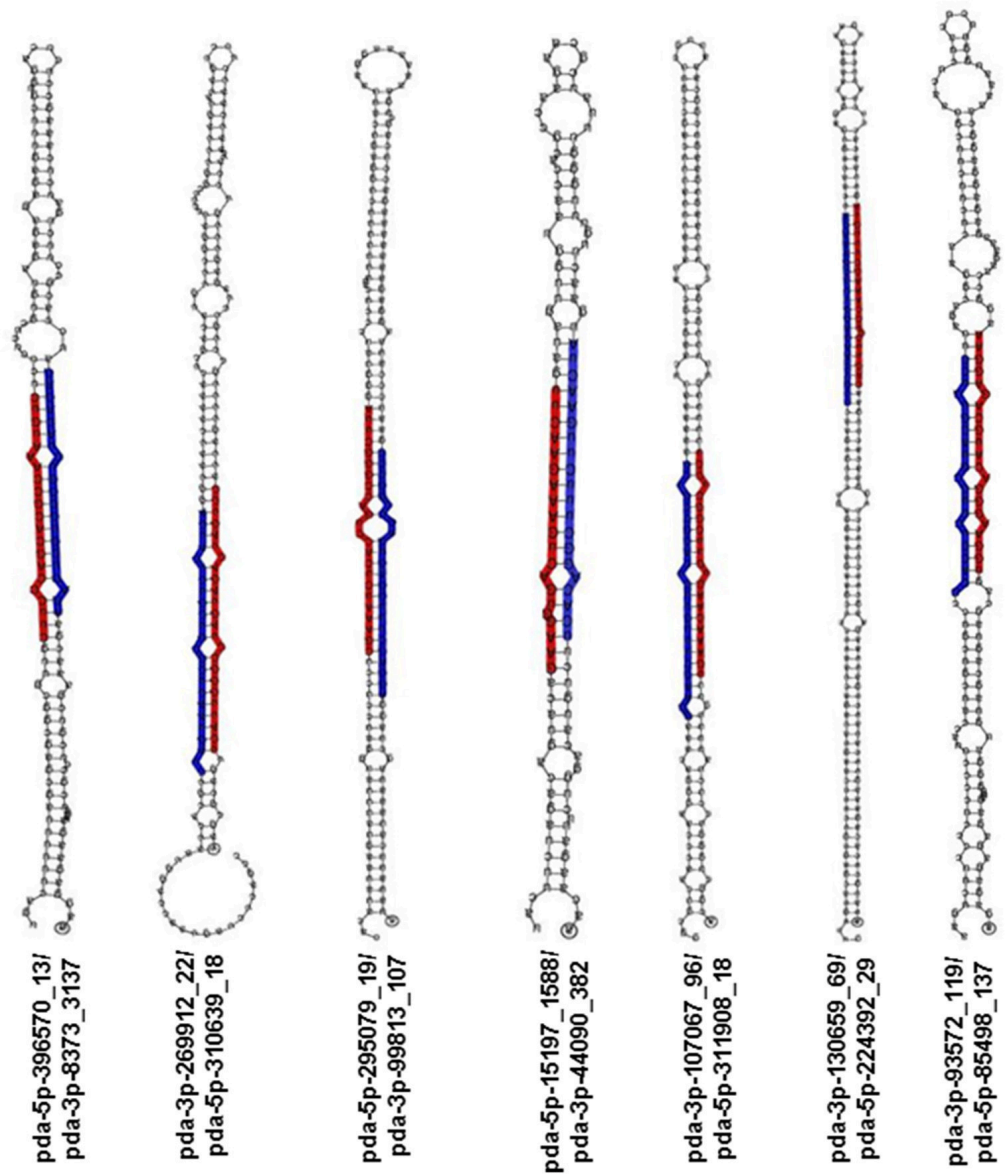
**Stem-loop RNA secondary structure of hairpin-forming precursors of some novel miRNA sequenced from ***Phoenix dactylifera*** L**. The mature 5p-miRNA/3p-miRNA sequences are shaded in either red or blue.

The hairpin length and loop size affect the dicer processing capability (Ji, 2008). The predicted length of the identified hairpin precursors ranged from 57 to 264 nt; this range is similar to those previously identified in Arabidopsis (Zhang et al., 2006a), wheat (Yao et al., 2007), and apple (Yao et al., 2007).

The calculated average MFE negative value of the hairpin precursors of the putative predicted novel miRNA was 85.9 kcal mol^−1^ (Table S3). This MFE value was lower than the average MFE (59.5 kcal mol^−1^) of the Arabidopsis counterparts and much lower than the tRNAs (–27.5 kcal mol^−1^) or rRNAs (–33.0 kcal mol^−1^) (Bonnet et al., 2004). A cutoff value 0.85 MFEI was used to filter the miRNAs from the other RNA molecules, such as mRNA, rRNA, and tRNAs, because 90% of the miRNA precursors have an MFEI value that is greater than 0.85 (Zhang et al., 2006b). The calculated MFEI value for the predicted novel miRNA precursors of the date palm presented in this study ranges from 0.9 to 2.1, with an average value of 1.24 (Table S3). The MFEI values of the miRNA precursors were higher than the average MFEI values (0.97) of the previously identified miRNA precursors and much higher than those for tRNAs (0.64), rRNAs (0.59), and mRNAs (0.62–0.66) in seven plant species (Zhang et al., 2006b). The notion that these predicted novel miRNA sequences were generated from the corresponding hairpin precursors is supported by the fact that the pre-miRNAs have appropriate MFE and MFEI values and the miRNA was appropriately localized on the precursor stem (Figure 4, Figure S1).

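The position of the reads on the precursors was examined by aligning all tags that are identical to part of a listed precursor, on the sense strand and over the 4 libraries. Of the precursors of predicted miRNAs, 127 had at least 10 such reads. Over these precursors, a median of 56.2% of the reads started and ended within 2 nt of a mature sequence listed for the same precursor (interquartile range 26.8 to 80.3), and in 57 the percentage was below 50%. Of these 127 precursors, 16 also hold a conserved or variant miRNA, in most cases that of an overlapping precursor. With the ends of every listed miRNA on the precursor counted, the median was 68.6% (38.4 to 86.4), and 43 precursors were below 50%. For the 96 precursors of conserved miRNAs with as many reads, the median was 97.9% (89.0 to 99.6), and 13 were below 50%; with every listed miRNA counted, it was 99.3%. Precursors of the 26 variants with enough reads had a median of 92.0% (31.0 to 97.5). The median number of reads was 76 per predicted precursor and 1207 per conserved precursor. Reads on the opposite strand were not counted, and for some predicted precursors these were the more numerous. The precursor of pda-3p-21009_1073 had 193 sense reads, 27 of them at the mature ends, and 1115 antisense reads. Its exact mature sequence had 858 reads, so most of these were missed. The median percentage of antisense reads was 3.19% for predicted and 0% for conserved precursors.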

The read count of the predicted miRNA and miRNA complimentary duplex sequences varied between and within the four libraries (Table 3, Tables S3, S5), which was likely because of the tissue specificity and NaCl stress treatment; however, in all of the available cases, a significant difference in the count number was observed in most 5p-miRNA/3p-miRNA pairs within the same date palm library regardless of the position of the miRNA on the arm of the precursor (5′ or 3′). 

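Of the 20 pairs of predicted miRNAs that share a precursor, 17 had unequal arms when the reads of the 4 libraries were summed. Within single libraries, with adjustment over the same 96 pairs as for the conserved pairs, unequal arms were found for 9 of the 19 pairs with reads in control leaves, 17 of 20 in NaCl leaves, 7 of 17 in control roots and 5 of 18 in NaCl roots. With adjustment over the 20 predicted pairs alone, the number in NaCl roots was 4. The arm with more reads was not the same in every library for 10 of the 20 pairs. In the precursor on scaffold PDK_30s838941 from 12525 to 12617, the 5p sequence pda-5p-12958_1929 had 1562 reads and its 3p partner 33, so that the 5p arm held 97.9% of the reads (95% Wilson interval 97.1 to 98.5).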

In 11 out of the 20 cases, novel miRNA that originated from the 5′ strand showed a higher abundance than the 3′ partners (Table 3). 

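The 5p sequence had more reads than its 3p partner in 12 of the 20 predicted pairs, and the 3p sequence had more in 8. A pair of these entries, at overlapping positions of scaffold PDK_30s769101, has the same 5p and the same 3p sequence, with 107 and 70 reads, so that its reads enter the number more than 1 time. The number was 12 when the isomiRs of each arm were summed and 10 when the NaCl leaf library was left out.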

The low-abundance miRNA sequence originates from the opposite arm of the same precursor. However, recent studies showed that some less abundant miRNA sequence (previously named miRNA^*^) molecules play a role in regulating their targets (Guo and Lu, 2010).

Similar to the conserved miRNAs, statistical analysis revealed the absence of a specific novel miRNA sequence that is solely expressed in the NaCl-treated roots; however, six miRNA sequences were expressed in both NaCl-treated leaf and root tissue, and two sequences were specifically expressed in the NaCl-treated leaves (Figure S2C and Table S4).

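No predicted entry had reads only in NaCl roots. Reads confined to NaCl leaves were found for 10 predicted entries, with a median of 14.5 reads and at most 62, and 3 entries had reads in both NaCl libraries and in no control library. The number confined to NaCl leaves rose to 50 when an entry needed at least 3 reads to count as found, and to 88 when it needed at least 10 reads. NaCl leaves had the most miRNA reads, so a higher minimum can remove entries from the other libraries first. These rises therefore do not show a stronger confinement to NaCl leaves.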

The number of novel miRNAs (180) sequenced in this study was high, although the date palm has a medium-size genome of approximately 670 Mb (Al-Dous et al., 2011), distributed among 18 chromosomes (Beal, 1937). Presumably, intensive duplication events occurred over time, which led to a large number of miRNAs, as previously shown by a computational study that was conducted on the genome (Xiao et al., 2013). It is interesting to note that 67% of the date palm miRNA members are located within duplicate fragments of the genome. Although conserved miRNAs have evolved a common role in gene regulation, variants and novel miRNAs could also be important in regulating their target gene expression (Qin et al., 2014).

### miRNAs are differentially regulated in leaf and root tissues

Similar to many other genes, the abundance of miRNAs is affected by the environmental factors including the salinity and this regulation could vary based on the type of cell- or tissue. The data obtained in the present study on differential expression in root and leaf tissue support this view. The expression profile of miRNAs in this study was quantified based on the number of reads obtained. Significantly regulated miRNAs were identified on the basis of *P* < 0.05, (FDR) < 0.05.

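Of the 336 sequences tested, 68 were called in leaves and 19 in roots at an adjusted p-value below 0.05, and 93 and 37 had an unadjusted p-value below 0.05. In roots, 104 of the sequences had no reads in either library and could not be called. The number called in leaves moved most when the total reads of each library replaced the median-of-ratios size factors, to 213, and with a BCV of 0.4 in place of 0.2 the numbers fell to 31 in leaves and 1 in roots.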

Based on the statistical analysis, 57 and 25 miRNAs are predicted as significantly regulated in leaf and root tissues under salt stress, respectively. At least 12 miRNAs were commonly regulated both in leaves and roots (Table S5). 

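Both tissues shared 7 called sequences. The predicted miRNA pda-5p-12958_1929 (CGCGCATGGCGTGGAACGATCACC) rose from 18 to 988 reads in leaves, a log2 fold change of 3.19 (standard error 0.53, adjusted p = 3.05e-08 from the exact test of edgeR), and from 19 to 537 reads in roots, a log2 fold change of 4.90 (standard error 0.53, adjusted p = 4.93e-17). Both pda-miR529e_1ss21CT (AGAAGAGAGAGAGTACAGCCT) and pda-miR396 (TTCCACAGCTTTCTTGAACTT) also rose in both tissues, with log2 fold changes of 1.22 and 1.96 in leaves and 2.95 and 2.49 in roots. The log2 fold change of pda-miR396 in roots changed sign, to -0.02 and -0.49, when isomiRs were summed and when the paper's own counts were used. The sequence pda-miR166i-3p_L+2R-2 (TCTCGGATCAGGCTTCATTCC) fell by 1.09 on the log2 scale in leaves (adjusted p = 0.0456) and by 1.30 in roots (adjusted p = 0.0360), and with total reads as size factors its change in leaves was 1.99. The other 3 sequences changed in opposite directions. The log2 fold change of pda-miR395_R-1_1ss14AG (CTGAAGTGTTTGGGGGAACT) was 1.93 in leaves and -1.76 in roots. For pda-3p-17663_1328 (AGGTGTGAAGCGATCTCGTACTAAACGAAT), it was -5.46 in leaves (adjusted p = 3.91e-24) and 1.99 in roots (adjusted p = 0.000868). For pda-miR1310-p3_1ss20TC (CTTTAAATAGGTAGGACGGCGCGGCTGCT), it was -6.17 in leaves (adjusted p = 1.89e-27) and 1.69 in roots (adjusted p = 0.00276), and the value in roots was -0.22 with the paper's own counts. Fewer than 50% of the reads on the precursors of the last 2 sequences started and ended near the mature sequence.

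**Figure D2:**
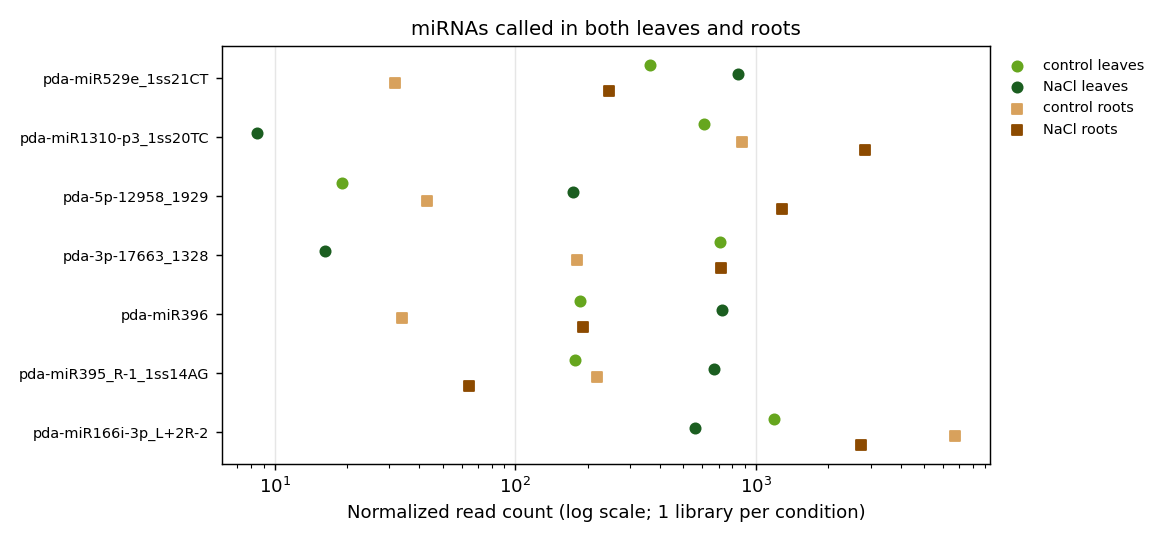
Read counts, scaled by median-of-ratios size factors, of the 7 miRNAs called in both tissues, on a log axis, with 1 point for the single library of each condition and no error bars. For pda-5p-12958_1929 the NaCl point lies to the right of the control point in both tissues, and for pda-miR1310-p3_1ss20TC it lies to the left in leaves and to the right in roots.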

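In leaves, 39 of the called sequences were higher in the NaCl library and 29 lower, so that 57.4% were upregulated (95% Wilson interval 45.5 to 68.4). The directions differed between the classes, with 20 conserved sequences upregulated and 3 downregulated, 8 variants upregulated and 1 downregulated, and 11 predicted miRNAs upregulated and 25 downregulated. The percentage rose to 97.2% with total reads as size factors and fell to 48.4% with a BCV of 0.4.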

Differential expression analysis based on the normalized miRNA count values of the leaf showed that 66% of the miRNA sequences were upregulated and the rest were downregulated by salinity treatment. Similar to the leaf miRNAs, the majority of the miRNA sequenced from root (76%) were significantly induced and the rest were downregulated by the salinity treatment (Table S5, Figures 5, 6).

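In roots, 5 of the called sequences were higher in the NaCl library and 14 lower, so that 26.3% were upregulated (95% Wilson interval 11.8 to 48.8). Of the 14 called conserved sequences, 1 was upregulated and 13 were downregulated, while both called variants and 2 of the 3 called predicted miRNAs were upregulated. With TMM normalization in place of the median of ratios, 8 sequences were upregulated and 5 downregulated, which reverses the majority (61.5% upregulated).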

**Figure 5:**
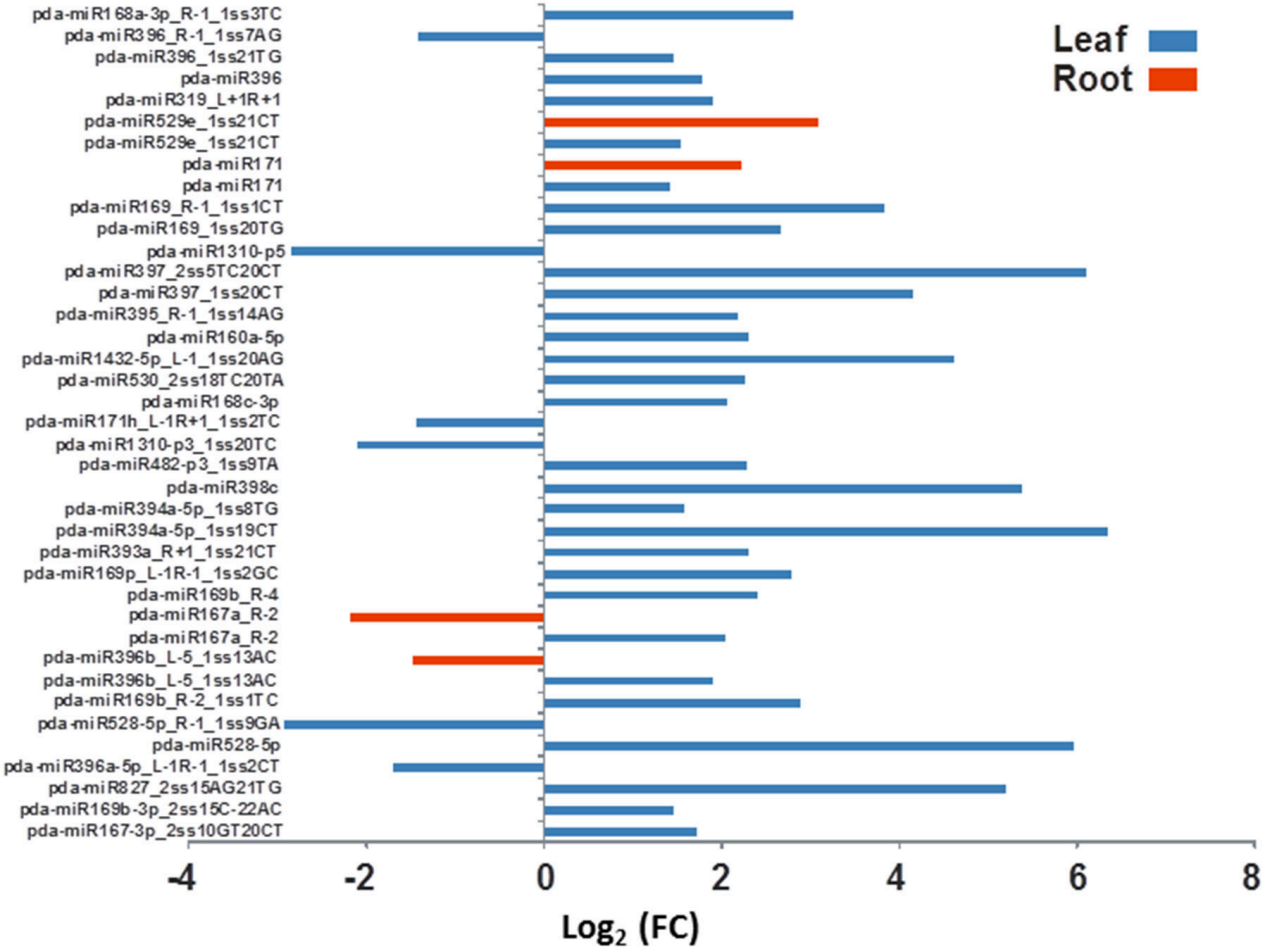
**The effect of salinity stress on the expression levels of some conserved miRNA sequenced from leaves and roots**. Fold of control expression (FC) was calculated using the normalized read counts of each miRNA. These miRNA sequences are significantly [*P* < 0.05, (FDR) < 0.05] regulated due to salinity treatment.

**Figure 6:**
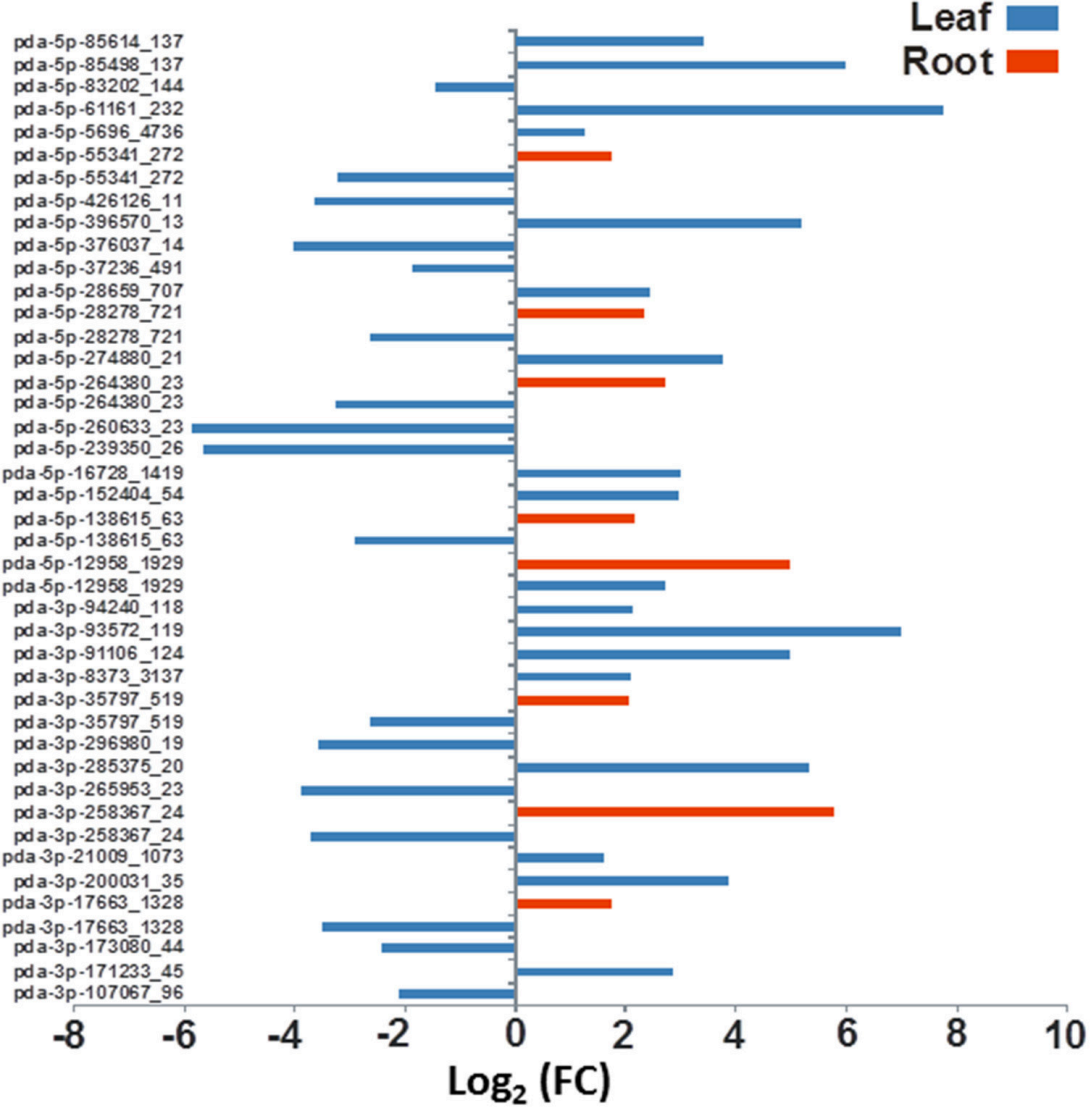
**The effect of salinity stress on the expression levels of some predicted novel miRNA sequenced from leaves and roots**. Fold of control expression (FC) was calculated using the normalized read counts of each miRNA. These miRNA sequences are significantly [*P* < 0.05, (FDR) < 0.05] regulated due to salinity treatment.

The differential gene expression due to the salinity treatment in the leaves and roots was observed for conserved miRNAs (Figure 5) as well as for potential novel miRNAs (Figure 6). 

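Among the sequences called in leaves with at least 10 reads in each of the compared libraries, the largest rises after that of pda-5p-12958_1929 were those of the predicted miRNAs pda-5p-16728_1419 (GTTCCCTCCATTCACTTCAGC), from 28 to 1111 reads with a log2 fold change of 2.72 (standard error 0.49, adjusted p = 1.03e-06 from the exact test of edgeR), and pda-5p-28659_707 (GTTCCCTCAGACACTTCACT), from 15 to 547 reads with a log2 fold change of 2.60 (standard error 0.55, adjusted p = 2.61e-05). The largest falls in leaves after those of pda-miR1310-p3_1ss20TC and pda-3p-17663_1328 included pda-5p-55341_272 (ACCGTAGACTTATGATGAAATTCA), from 118 to 50 reads with a log2 fold change of -3.82 (standard error 0.47, adjusted p = 5.76e-12). Relative to these values, the median log2 fold change of all tested sequences in leaves was 0.42 with the median of ratios and 3.41 with total reads. In roots, the largest falls were those of pda-5p-15197_1588 (TCACAGGCTTTCTTGAACTA), from 80 to 15 reads with a log2 fold change of -2.32 (standard error 0.57, adjusted p = 0.00248), pda-miR396_R-1_1ss7AG (TTCCACGGCTTTCTTGAACT), from 353 to 83 reads with a log2 fold change of -2.002 (standard error 0.44, adjusted p = 0.000868), and pda-miR396a-5p_L-1R-1_1ss2CT (TCACAGGCTTTCTTGAACT), from 385 to 93 reads with a log2 fold change of -1.96 (standard error 0.44, adjusted p = 0.000868). Of these, pda-5p-15197_1588 and pda-miR396a-5p_L-1R-1_1ss2CT lie on the same arm of the same precursor and differ only in a last nucleotide. Their falls are thus not independent. Likewise, pda-5p-16728_1419 lies on a precursor that holds pda-miR395_R-1_1ss14AG on its opposite arm. The largest rises in roots were those of pda-5p-12958_1929, pda-miR529e_1ss21CT and pda-miR396.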

Hierarchical cluster analysis of the normalized miRNA count values of 355 miRNAs identified in leaves and roots grown in normal and salt stress conditions revealed a differential expression pattern among the four libraries. In general, the analysis showed clear upregulation of miRNAs expressed in leaves when they were exposed to salinity stress however, libraries prepared from roots showed a mixture of high and low count values due to salinity treatment. 

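Without regard to the test, 194 of the 336 sequences were higher in NaCl leaves than in control leaves after median-of-ratios scaling, 133 were lower and 9 had no reads in either library. With total reads as size factors, 309 were higher and 18 lower in NaCl leaves. In roots, 120 were higher and 112 lower with NaCl after median-of-ratios scaling, and 94 were higher and 138 lower with total reads.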

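Across the 336 sequences, the Pearson correlation of log2 normalized counts with a pseudocount of 1 was 0.831 between the leaf libraries and 0.851 between the root libraries, and sequences are not independent replicates. Between control leaves and control roots it was 0.719, and between NaCl leaves and NaCl roots 0.718. Complete-linkage clustering on the Euclidean distance of the scaled values joined the root libraries first, at a distance of 22.2, and then the leaf libraries, at 25.1. When the 42 sequences with at least 10 reads in every library were used, the leaf libraries were joined first, at 7.37, and the root libraries at 8.48. With total reads as size factors, control leaves joined the root libraries at 14.6 and NaCl leaves joined last, at 35.2. From the clustering, the paper states that the root libraries kept a conserved expression profile under salinity while the leaf libraries diverged.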

Although the two libraries that were prepared from roots shared a conserved expression profile regardless of the salinity treatment, the expression profiles of the two leaf libraries were highly divergent (Figure 7).

**Figure 7:**
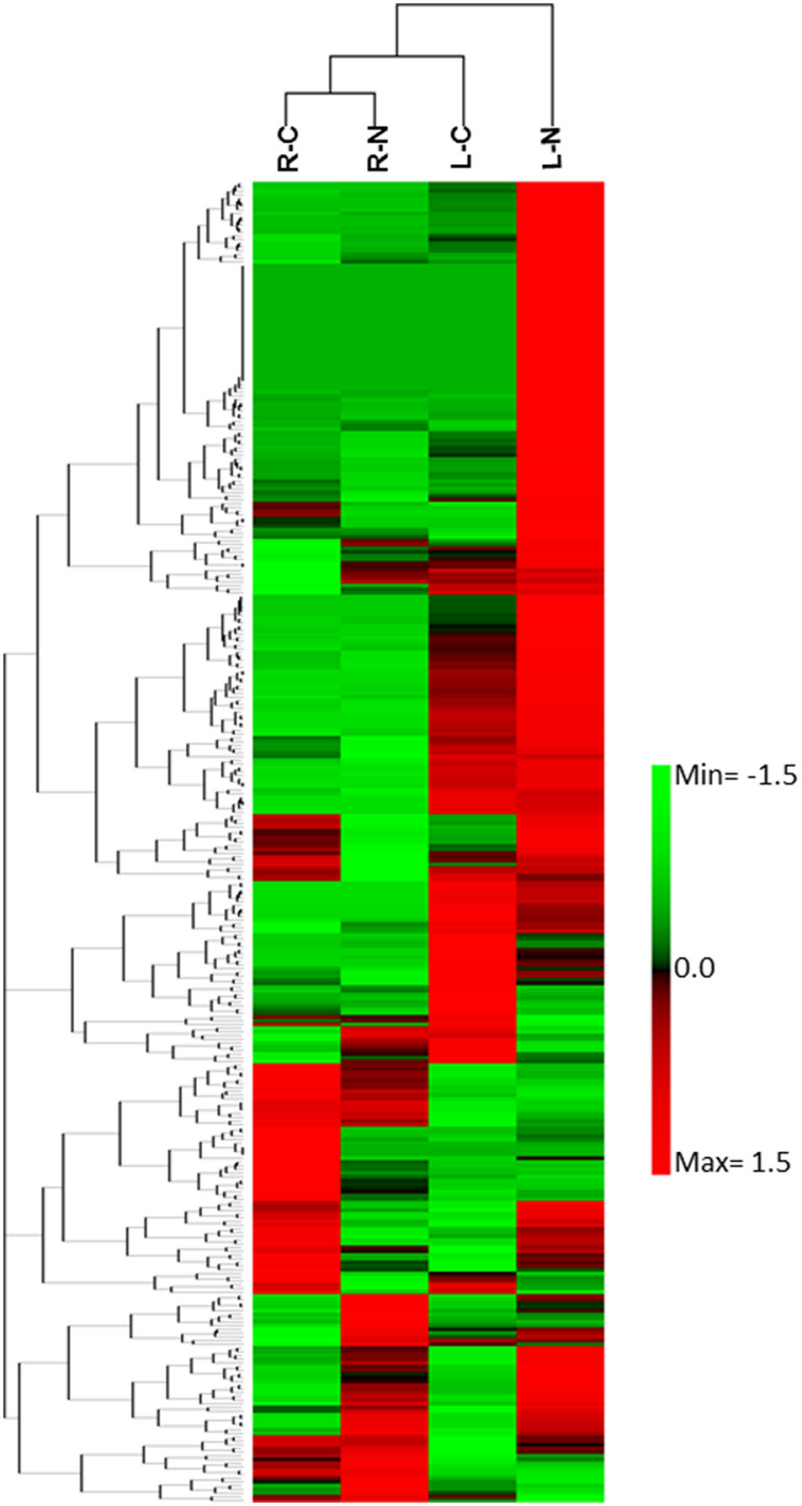
**Heat map of the hierarchical cluster analysis and a dendrogram of 355 sRNA (rows) identified in leaf growing under normal conditions (LC), leaf growing under NaCl stress, root growing under normal conditions (RC), and roots growing under NaCl stress conditions (RN)**.

The miRNAs profiles showed an inconsistent pattern of gene expression due to salinity in different plant species. For example, in Arabidopsis a group of miRNA including miR156, miR158, miR159, miR165, miR167, miR168, miR169, miR171, miR319, miR393, miR394, miR396, and miR397 were induced, while the miR398 was inhibited due to salinity stress (Liu et al., 2008). The hierarchical clustering analysis of a group of miRNA sequences identified from the roots of the salt-sensitive maize line Huangzao4 revealed a moderate inhibition in miRNA expression due to 200 mM NaCl treatment for 24 h (Ding et al., 2009). Similarly, 11 miRNAs identified from *Solanum linnaeanum* roots were downregulated, and only three were induced due to salt stress (Zhuang et al., 2014). In *Thellungiella salsuginea* roots, six miRNAs (miR156a, miR156k, miR162a, miR164a, miR171c, and miR824) were downregulated and only four miRNAs (miR160a, miR168a, miR395a, miR395b) were upregulated. However, the same treatment in leaves induced five miRNAs (miR160a, miR164a, miR168a, miR359a, and miR359b), repressed four miRNAs (miR156k, miRA162a, miR171c and miR824), and stabilized the expression of one miRNA (miR156a) (Zhang et al., 2013). Salinity stress was shown to downregulate global miRNA expression patterns in *Brassica juncea* (Bhardwaj et al., 2014). These observations suggest downregulation of miRNAs during salinity is commonly observed in different plant species.

Most of the available reports on deferential miRNA expression studies focused on investigating miRNA abundance in whole plants. Some of the reports showed a fluctuation in miRNA expression levels in roots and leaves when they were exposed to abiotic stresses. For example, in barley, dehydration induces miR166 in leaves but represses the same in roots; and induces miR156a, miR171, and miR408 in leaves but does not change their expression in roots (Kantar et al., 2010). A similar expression variation pattern was found in *Medicago truncatula* that was exposed to water stress; miR398 was induced in leaves relatively more than in roots (Trindade et al., 2010).

The validity of read count of known and novel miRNAs observed in sequencing platform was verified using RT-qPCR. miRNAs expressed in both leaves and roots with a significant (*P* < 0.05, FDR < 0.05) change in the read numbers in response to salinity were selected for RT-qPCR analysis. 

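Of the 11 miRNAs of Figure 8, 9 were called in leaves and 3 in roots, and the 3 called in both tissues were pda-5p-12958_1929, pda-3p-17663_1328 and pda-miR529e_1ss21CT. In leaves, pda-5p-28278_721 (AACAAAATACGGTCTGGCCGCGGC) went from 288 to 194 reads, pda-3p-35797_519 (ACCCTTGTTTTGAATGTCTGAAGG) from 226 to 165, pda-5p-264380_23 (AAGGCACAATCTGTTCCACTCGGA) from 9 to 7 and pda-3p-258367_24 (ACGGCCCGGCACTGTAGCTATCGG) from 10 to 3. After scaling, their log2 fold changes were -3.16, -3.04, -2.91 and -4.23, in the same order, with standard errors of 0.43, 0.43, 0.81 and 0.98. With total reads as size factors, the log2 fold change was 0.04 for pda-3p-35797_519 and 0.12 for pda-5p-264380_23. The conserved pda-miR167a_R-2 (TGAAGCTGCCAGCATGATC) rose from 174 to 3664 reads in leaves (log2 fold change 1.81, standard error 0.42). Neither pda-miR171 (TGATTGAGCCGTGCCAATATC), with a log2 fold change of 1.08 in leaves and 1.39 in roots, nor pda-5p-138615_63 (GTAAGAACTCAGCGGGACC), with 0.47 in leaves and no reads in roots, was called. The change of pda-5p-138615_63 in leaves was -1.34 when isomiRs were summed and -3.33 with the paper's own counts. In roots, the highest of the 2 counts was 15 reads for pda-miR171, 7 for pda-5p-28278_721, 12 for pda-3p-35797_519, 2 for pda-5p-264380_23, 5 for pda-3p-258367_24 and 8 for pda-miR167a_R-2, and none of these was called. The RT-qPCR values were not analysed here.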

The RT-qPCR analysis revealed that the expression level is not necessarily consistent as compared to the normalized count numbers obtained using the high-throughput sequencing approach (Figure 8). Similar inconsistencies between the two approaches were found in alfalfa (Long et al., 2014) and artichoke (De Paola et al., 2012). Regardless of this inconsistency, the RT-qPCR results confirmed the presence and expression of the tested miRNAs in date palm tissues. Optimizing and verifying the expression level of every miRNA identified in this study are beyond the scope of the present study.

**Figure 8:**
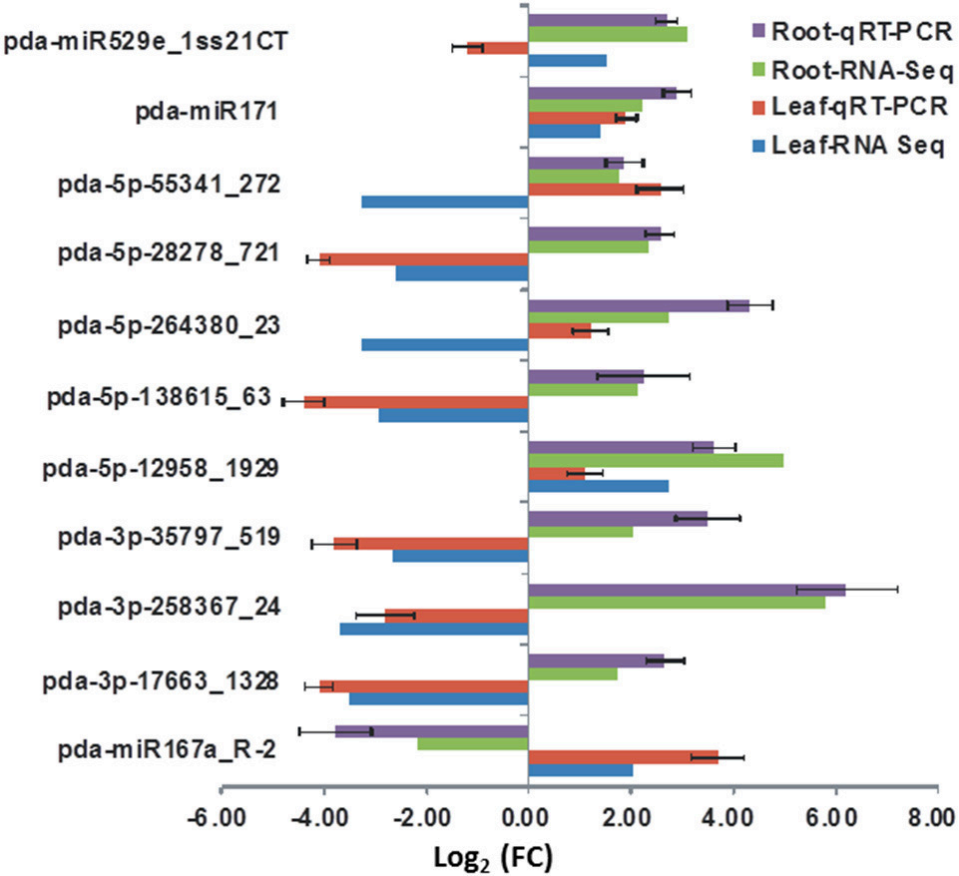
**The expression levels of selected miRNA detected by RT-qPCR and their corresponding normalized read counts (RNS-Seq) which were significantly (***P*** < 0.05, (FDR) < 0.05) regulated due salinity treatment**. The expression value was calculated as the fold of control (FC) of each expression category. The RT-qPCR value represents an average of three biological samples ± S.E.

### miRNAs target the potential key genes that are involved in the salt adaptation mechanism

The date palm genes were recently annotated (Al-Dous et al., 2011) but not experimentally characterized. A functional miRNA can regulate a single gene or multiple genes of the same or different families (An et al., 2010). To obtain insights into the potential functions of miRNAs, the target genes for the identified conserved miRNAs and miRNA variants, and novel miRNAs were predicted using a small plant RNA target analysis server, which was pre-uploaded with the date palm cDNA sequences. The results showed that 94.3% of the characterized miRNAs in the leaves and roots have potential targets in the date palm genome. Of the 372 miRNAs expressed in the leaves, 351 were predicted to target 598 genes, and of the 298 miRNAs expressed in the roots, 284 were predicted to target 473 genes (Table S6).

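Over Tables S1 to S3, 386 of the 421 entries had at least 1 read in a leaf library and 274 had at least 1 read in a root library.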

miRNAs can inhibit the protein production of the target gene by base pairing with the perfectly complementary mRNA sequence or even when the base pairing is imperfect and has mismatches around the center of the complementary region on the target mRNA. In the latter case, the miRNAs inhibit the translation of the mRNA on the ribosomes (Brodersen et al., 2008). In date palm leaves, out of 898 predicted targets, 660 (73.5%) possess potential sites for miRNA-guided cleavage, and 239 targets possess sites for potential translational inhibition. Similarly, of 721 predicted target genes for miRNAs in the roots, 531 have sites for potential cleavages and 190 have sites for translational blockage. The miRNA sequences that were identified from plant species exhibit a high degree of sequence complementarity with their target mRNA. Our findings are in agreement with the previously assumed notion that mRNA cleavage is the principal mechanism of mRNA deactivation in plants (Jones-Rhoades et al., 2006), unlike animal miRNAs, most plant miRNAs can be predicted to target a few genes through perfect base pairing, which leads to cleavage of the target mRNA (Voinnet, 2009).

The miRNA target analysis also showed that an miRNA sequence could have one or more mRNA targets. For example, the pda-miR156i-3p_R-3_1ss6AT and pda-3p-44090_382 miRNA sequences each targeted 16 mRNA sequences in the leaf and root libraries. In addition, some mRNA sequences were targeted by different miRNAs. For example, PDK_30s756061g001 was targeted by 13 miRNAs in the leaf and root tissues (Table S6).

To obtain an overview of the biological functions, the predicted targets were subjected to gene annotation and ontology (GO) analysis at the molecular function, cellular component, and biological process levels. The GO analysis showed that the largest subset of the predicted targets displayed binding molecular function, which was localized in the cellular component and involved in metabolic and cellular processes (Figure 9). Of particular interest in salinity adaptation is that a significant number of the targets (26) of the root miRNAs were predictably involved in transporter functions, with 93 targets localized in membranes, and 87 were involved in response processes to stimulus (Figure 9B). A similar GO distribution was also found in the leaves for miRNA targeted sequences (Figure 9A). A closer look at the list of target genes revealed the presence of some gene orthologs, which could be involved in the adaptation to salinity in the date palm (Table 4, Table S6). A short list includes genes that encode for phytohormone-related proteins, such as ABA responsive elements-binding factor, Cytokinin dehydrogenase 3, and IAA-amino acid hydrolase ilr1-like 6-like. Among the targets are a group of genes that encode transcription factors, such as C-myb, ethylene-responsive transcription factor rap2, floral homeotic protein APETALA2-like, NAM (no apical meristem), Arabidopsis transcription activation factor, and cup-shaped cotyledon (NAC), and genes that code for calcium-dependent and mitogen-activated protein kinases and ion sorting and transport, such as potassium channel AKT2-like and vacuolar protein sorting-associated protein (Table 4, Table S6). 

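Of the predicted miRNAs pda-3p-130659_69, pda-3p-44090_382, pda-3p-313824_18 and pda-5p-5696_4736, none was called in either tissue. The read count of pda-5p-5696_4736 (CAAGGGAAGTCGGCAAAACG) was 163 in control leaves and 455 in NaCl leaves, a log2 fold change of -1.11 after scaling (standard error 0.43, adjusted p = 0.0558 from the exact test of edgeR), and 1049 in control roots and 2057 in NaCl roots, a log2 fold change of 1.06 (standard error 0.41, adjusted p = 0.162). Its change in leaves was 1.97 with total reads as size factors. For pda-3p-44090_382 (TTCAAGAAAGTCAGTGGAAG), with 19, 236, 32 and 22 reads in control leaves, NaCl leaves, control roots and NaCl roots, the log2 fold change was 1.04 in leaves (adjusted p = 0.194) and -0.45 in roots. For pda-3p-130659_69, with 5, 53, 3 and 3 reads, it was 0.81 in leaves (adjusted p = 0.757) and 0.08 in roots, where it was -0.42 with total reads and -0.18 with isomiRs summed. For pda-3p-313824_18 (AGGAGTCGACTCCAGCTCTGCAGG), with 2, 11, 1 and 0 reads, it was -0.13 in leaves and -3.13 in roots, with standard errors of 1.09 and 2.39. Its sign depended on the setting, with 2.86 in leaves with total reads and 0.01 in leaves and 0.77 in roots with the paper's own counts.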

Interestingly, predicted novel miRNAs such as pda-3p-130659_69, pda-3p-44090_382, pda-3p-313824_18, and pda-5p-5696_4736 were among those miRNAs that were significant in salinity tolerance. Previous studies that were conducted on other plant species showed that these target gene orthologs are potentially important for salt stress tolerance (Roy et al., 2014). Although these computationally generated data are important and could provide a basis for identifying the salt adaptation mechanisms in the date palm, this information should be taken with some caution until it has been validated/confirmed.

**Figure 9:**
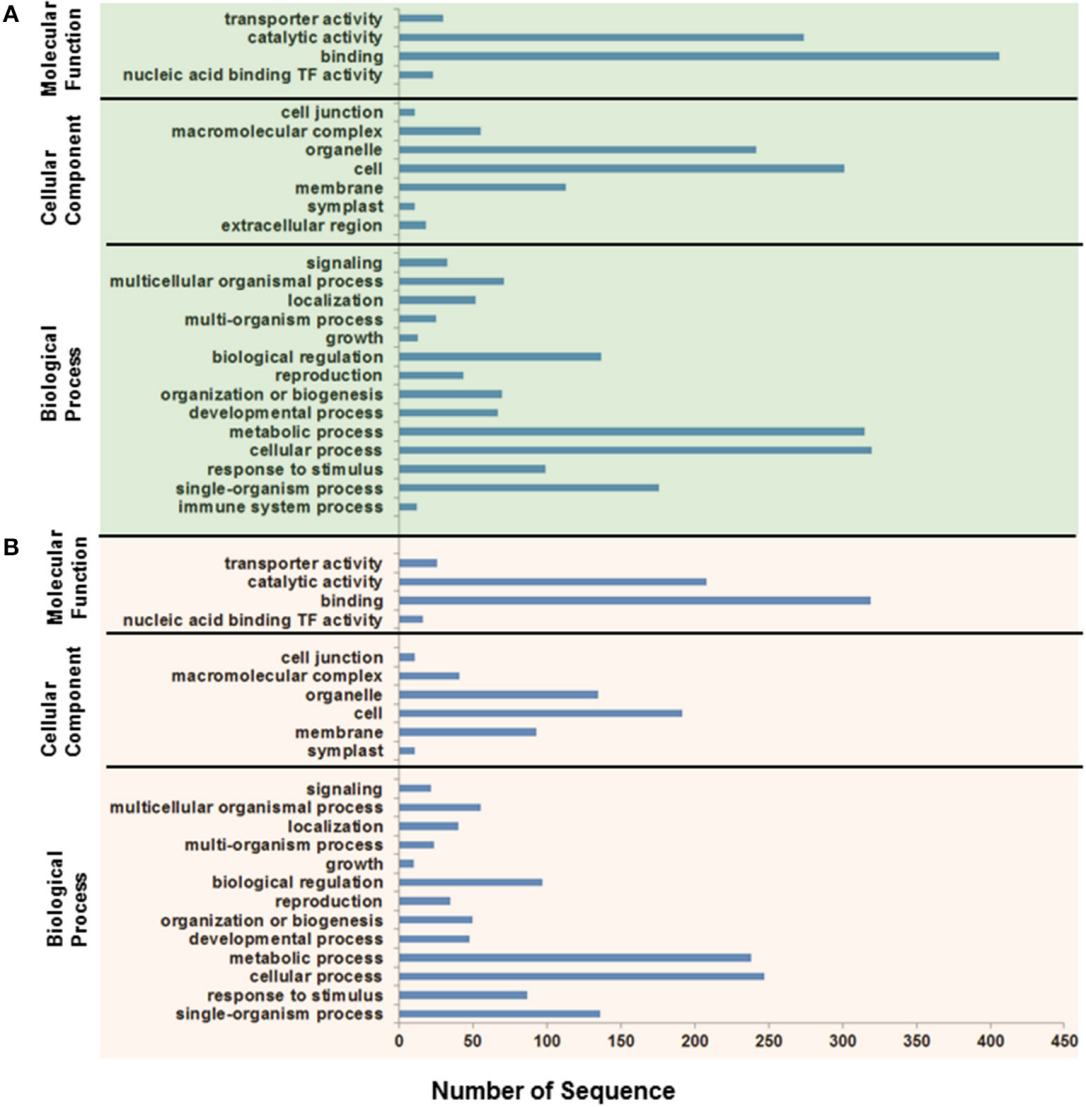
**Functional classification of ***Phoenix dactylifera*** L. miRNA putative targets expressed in leaves (A) and roots (B) based on Gene Ontology (GO) annotation**. The gene targets were classified based on the molecular function, cellular component, and biological processes.

**Table 4:** **Putative targets of selected miRNAs**.

**Class**	**miRNA_Acc**.	**Target Acc. Number**	**Inhibition**	**Target description**
H.O.R.	pda-miR529e	PDK_30s774191g002	Cleavage	Abscisic acid responsive elements-binding factor
	pda-miR160b, pda-miR160a, pda-miR160a	PDK_30s951701g002	Cleavage	Auxin response factor 17-like
	pda-miR156g, pda-miR156c	PDK_30s928741g002	Cleavage	Cytokinin dehydrogenase 3-like
	pda-3p-130659_69	PDK_30s65509272g006	Cleavage	Gibberellin 2-beta-dioxygenase 8-like
	pda-3p-44090_382	PDK_30s1006281g001	Cleavage	IAA-amino acid hydrolase ilr1-like 6-like
K.I.N.	pda-miR166a	PDK_30s6550978g002	Cleavage	Calcium-dependent protein kinase 28-like
	pda-miR397	PDK_30s903491g006	Cleavage	Mitogen-activated protein kinase
T.F	pda-3p-313824_18	PDK_30s770411g002	Cleavage	C-myb-like transcription factor myb3r-4
	pda-miR396	PDK_30s1150791g004	Translation	Ethylene-responsive transcription factor rap2-2-like
	pda-miR167a, pda-miR167c	PDK_30s1201081g001	Cleavage	F-box protein skip16-like
	pda-miR172a, pda-miR172i, pda-miR172c	PDK_30s749921g002	Cleavage	Floral homeotic protein apetala 2-like
	pda-miR164, pda-miR164, pda-miR164a	PDK_30s1198591g001	Cleavage	Nac domain-containing protein 21 22-like
	pda-miR156a, pda-miR156c, pda-miR156h, pda-miR156e, pda-miR156g, pda-miR529e, pda-miR156b	PDK_30s756061g001	Cleavage	Promoter-binding protein spl9
	pda-miR156h	PDK_30s1139181g002	Translation	Squamosa promoter-binding-like protein 16
T.S.P.	pda-miR828a	PDK_30s927361g003	Cleavage	Abc transporter f family member 3
	pda-miR393a	PDK_30s947241g003	Cleavage	Transport inhibitor response 1-like protein
	pda-miR535	PDK_30s1187081g002	Cleavage	potassium channel akt2-like
	pda-5p-5696_4736	PDK_30s693381g001	Cleavage	Vacuolar protein sorting-associated protein 41 homolog

*The genes were classified as hormones (H.O.R.), Kinases (K.I.N.), Transcription factors (T.F.), or transportation (T.S.P.)-related function. The miRNAs were selected based on their targets, which could have a functional relationship to salinity tolerance mechanisms in plants*.

At present, validating the expression level of a certain miRNA and correlations with the expression level of the potential target gene in date palm is not an easy approach because unlike other plant species, such as Arabidopsis or rice, the date palm genome has been partially sequenced or assembled and the predicted mRNAs for some genes are still not well-defined. The available date palm genes in the database, including those with potential function in salinity tolerance, are not functionally characterized but are completely annotated based on sequence homology with other orthologous genes of known function (Al-Dous et al., 2011). In addition, unlike the conserved miRNA sequences (Zhang et al., 2006a), these mRNA sequences may have several known or unknown polymorphic alleles which make the RT-qPCR unreliable at this stage. Furthermore, the available date palm genome belong to *Khalas* cultivar which may not completely match with the cultivar we are using in this study given that the nomenclature of date palm cultivars is not uniformly standardized worldwide (Yaish and Kumar, 2015). This can be addressed by sequencing the mRNA of the same date palm cultivar growing under the same conditions.

To obtain more detailed information on the respective biochemical functionalities, the predicted target genes were mapped to metabolic pathways using the KEGG tool. The results showed that 123 and 85 target genes that coded for 41 and 30 enzymes were mapped on 64 and 55 known pathways in the leaves and roots, respectively (Tables S7, S8). The list also included pathways such as purine metabolism, glycolysis/gluconeogenesis; fructose, mannose metabolism; starch and sucrose metabolism, which have been previously characterized as important for salt tolerance mechanisms in plants.

Intriguingly, eight of the predicted target enzymes in leaves were mapped on the starch and sucrose metabolic pathways (Figure S8). It was previously reported that salinity stress affects the global carbon metabolism and the starch/sucrose ratio in plants (Vinocur and Altman, 2005). According to Wang et al. (2013), the majority of differentially accumulated proteins in *Thellungiella halophila* leaves are associated with carbohydrate metabolism. Date palms can adapt to high salinity levels and can even grow on the shoreline and be exposed to seawater (unpublished data); however, in this situation, the plants are unable to produce edible fruit probably because the carbohydrate metabolism is impaired and possibly used most of the photosynthates for salt tolerance instead of storing the energy in the fruits. KEGG mapping tools showed eight other genes that encoded for five enzymes mapped on the purine synthesis pathway in leaves and roots (Figure S9). Previous studies also showed that a group of purine-related proteins are differentially accumulated in salt-treated rice seedlings (Yan et al., 2006), and accumulation of this group of proteins is important for salt tolerance in rice and other plant species (Stasolla et al., 2003).

In conclusion, our results revealed the identification of miRNAs that share common biogenesis, structure, and expression features with the miRNAs that have been isolated from other plant species. These miRNAs and their targets could play a critical role in the date palm tree, which has the ability to grow under severe environmental conditions, including high temperature, drought, and salinity. These abiotic stress tolerance activities could require a complex coordination of physiological processes, including miRNA-dependent gene regulation. The miRNAome information that was revealed by this study is an important component of gene regulation circuitry and could provide more insight in understanding the salinity tolerance in date palm.

## Author contributions

MY designed, performed the experiments, analyzed data and wrote the paper. RS analyzed data and wrote the paper. YZ and BJ analyzed data. RA wrote the paper. SF wrote the paper.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: A genome-wide identification of the miRNAome in response to salinity stress in date palm (Phoenix dactylifera L.)
**Source:** Front Plant Sci. 2015 Nov 5;6:946. doi: 10.3389/fpls.2015.00946
**Supplement:** Supplementary file 4

**Table S4.** Tissue-specific miRNA produced by leaves and roots under normal and saline conditions.

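Table S4 lists sequences by the libraries in which the paper found them, and each of its 43 sequences was looked up in the 4 libraries by its identical tag. Of the 15 conserved sequences listed for NaCl leaves alone, 11 had reads only there and 4 had no reads in any library. Of the 15 variants listed for NaCl leaves alone, 13 had reads only there and 2 had none, and both predicted miRNAs listed for NaCl leaves alone had reads only there. The 3 conserved sequences listed for both NaCl libraries had reads only in NaCl leaves, with at most 5 reads. Of the 2 variants listed for both, 1 had a single read in NaCl leaves and 1 a single read in NaCl roots. Of the 6 predicted miRNAs listed for both, 4 had reads only in NaCl leaves and 2, pda-5p-448267_11 and pda-5p-420745_12, had reads in both NaCl libraries, with 9 and 10 reads in NaCl leaves and 1 read each in NaCl roots.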

# Supplementary material for: A genome-wide identification of the miRNAome in response to salinity stress in date palm (Phoenix dactylifera L.)
**Source:** Front Plant Sci. 2015 Nov 5;6:946. doi: 10.3389/fpls.2015.00946
**Supplement:** Supplementary file 9

**Figure S1.** Stem-loop RNA secondary structure of hairpin forming precursors of the 180 novel miRNA sequenced from *Phoenix dactylifera* L. and characterized in this study. The mature 5p-miRNA/3p-miRNA sequences are shaded either in red or blue color.

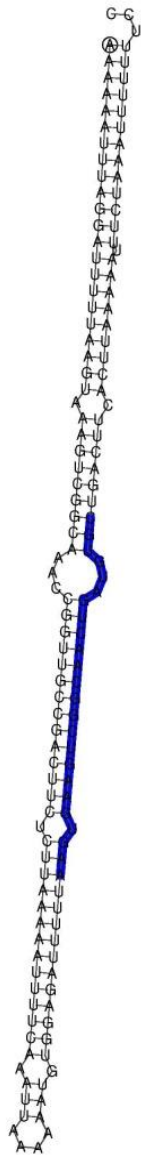

pda-3p-105149\_99

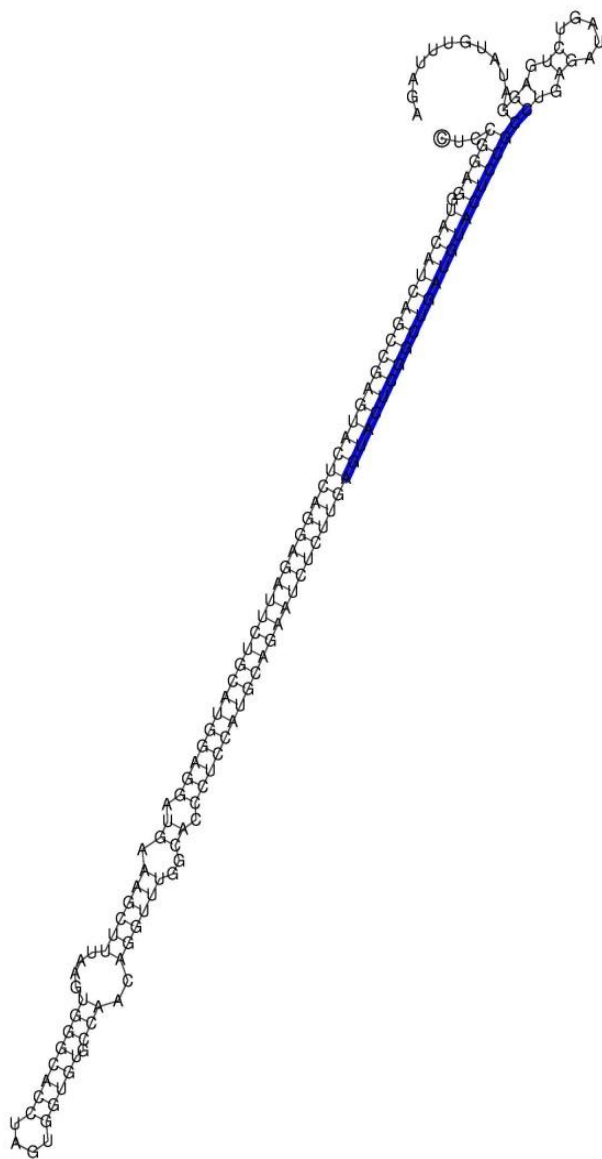

pda-3p-132860\_68

pda-3P-241095\_26

pda-3p-258367\_24

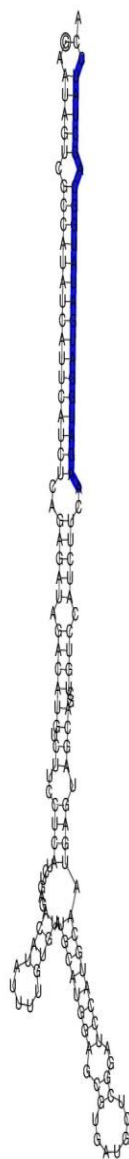

pda-3P-258784\_23

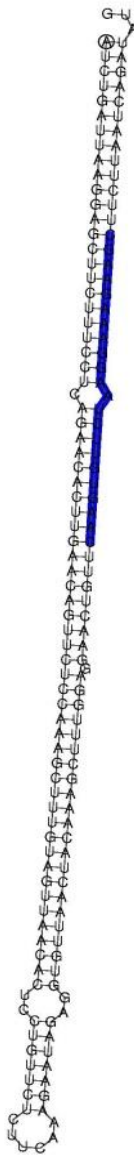

pda-3P-274391\_21

pda-3p-296860\_19

pda-3P-302733\_19

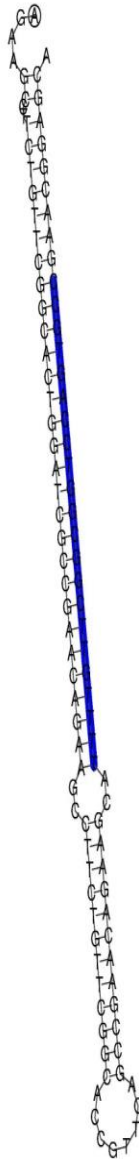

pda-3p-313542\_18

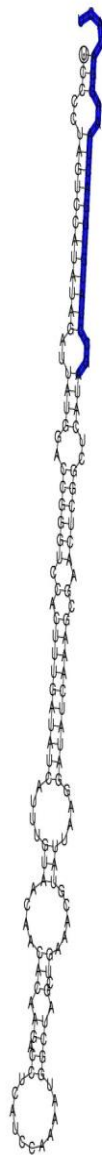

pda-3P-386334\_13

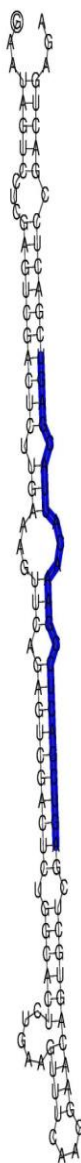

pda-3P-472966\_10

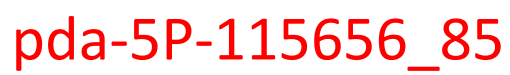

pda-5P-172763\_44

pda-5p-214434\_31

pda-5P-271611\_22

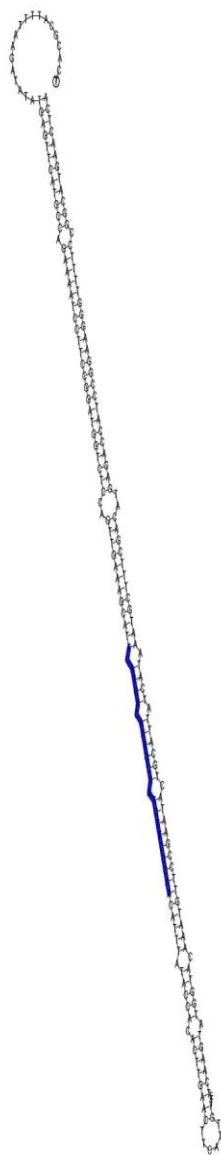

pda-5p-350550\_15

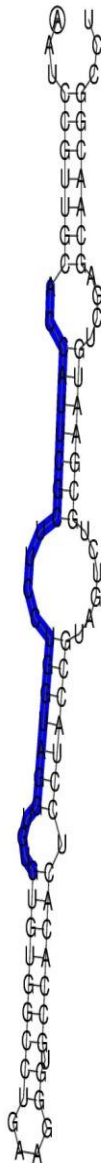

pda-5P-370156\_14

pda-5p-420745\_12

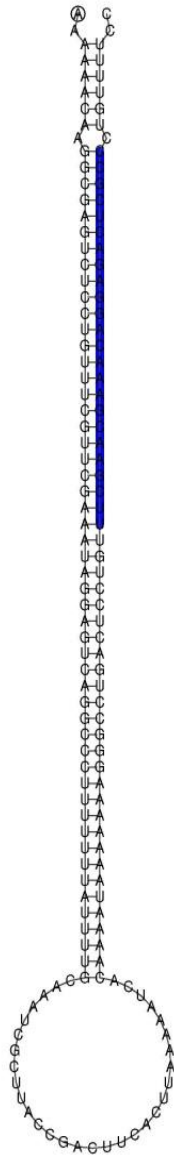

pda-3p-217326\_31-R4

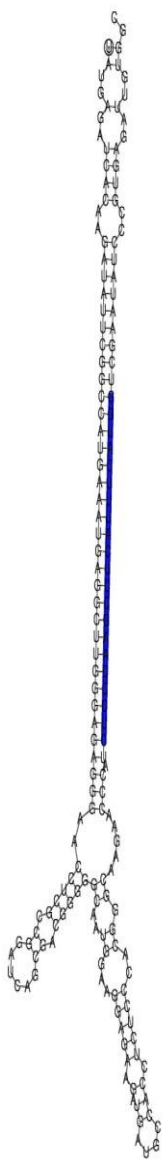

pda-3p-165824\_47-R18

pda-5p-48683\_330

pda-5p-231728\_28

[pda-3p-117918\\_82/pda-5p-92754\\_121](#)

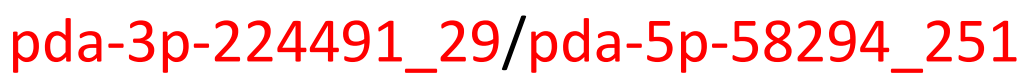

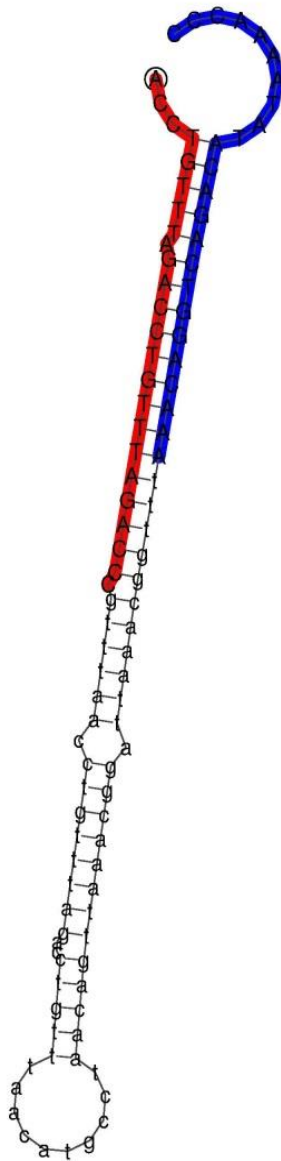

[pda-3p-329752\\_16/pda-5p-183654\\_40](#)

**pda-5p-12958\_1929/pda-3p-171233\_45-3p-R16**

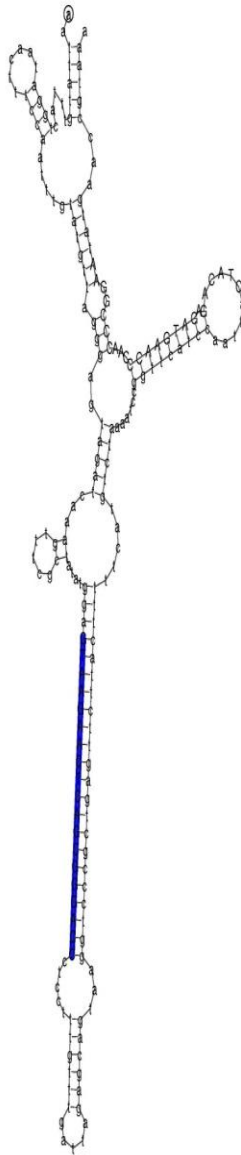

pda-5p-138615\_63

**pda-5p-367016\_14/pda-3p-21009\_1073**

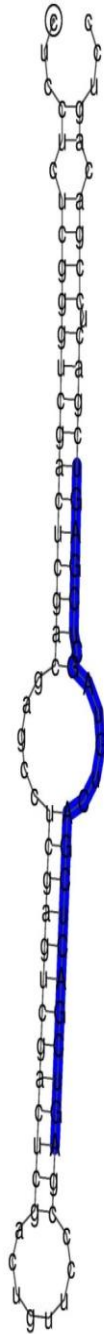

????

pda-3p-5998\_4496

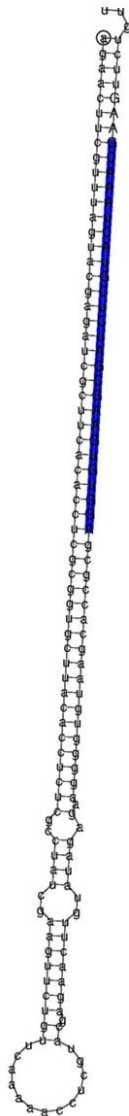

pda-3p-17663\_1328

pda-3p-35797\_519

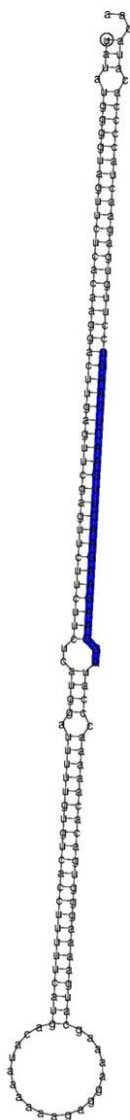

pda-3p-88602\_130

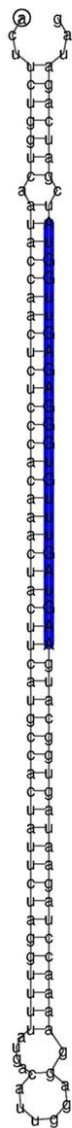

pda-3p-89170\_129

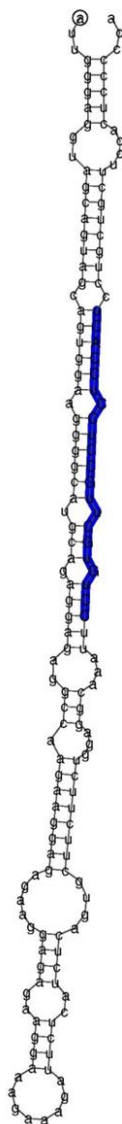

pda-3p-91106\_124

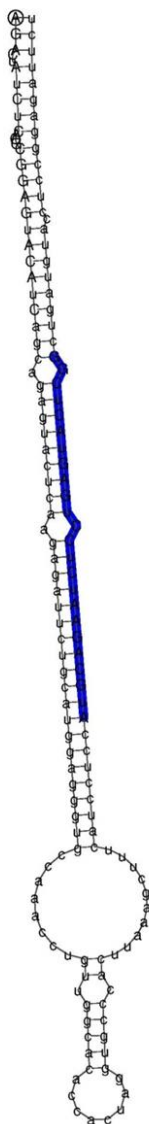

pda-3p-94240\_118

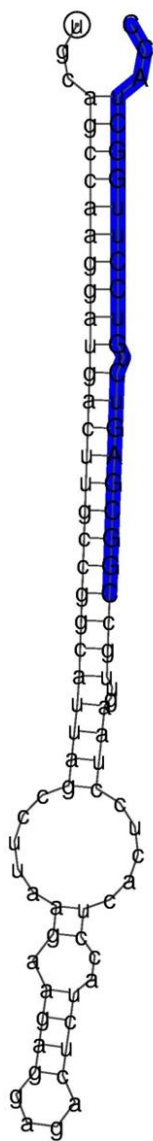

pda-3p-98773\_109

pda-3p-98930\_109

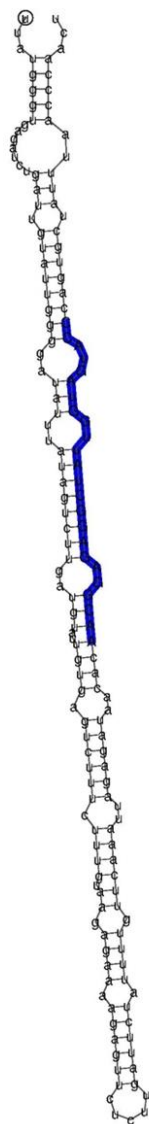

pda-3p-123856\_76

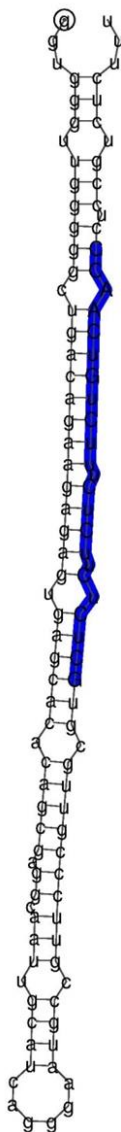

pda-3p-149076\_56

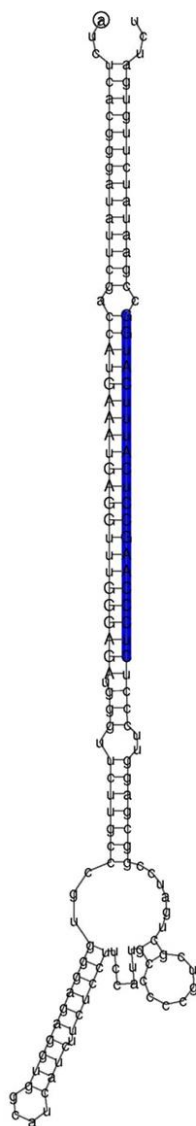

pda-3p-165824\_47

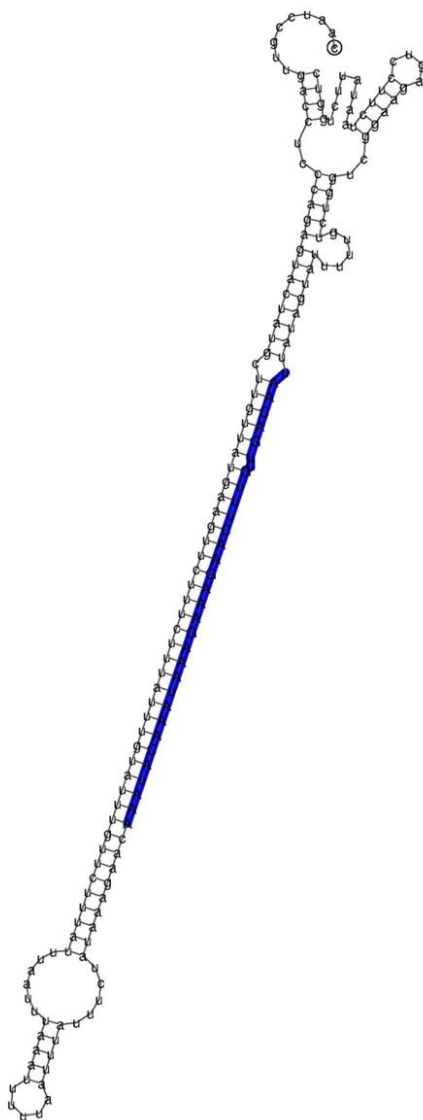

pda-3p-173080\_44

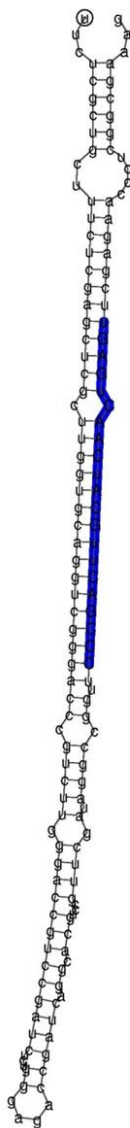

pda-3p-200031\_35

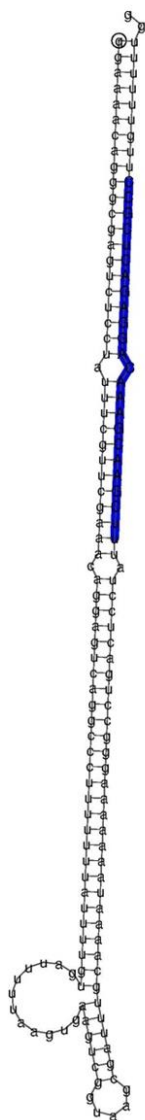

pda-3p-217326\_31

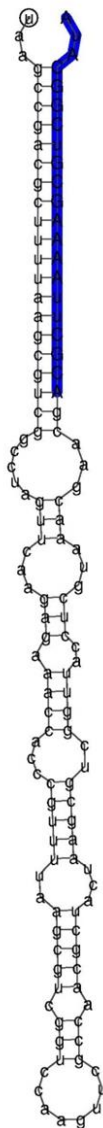

pda-3p-228238\_28

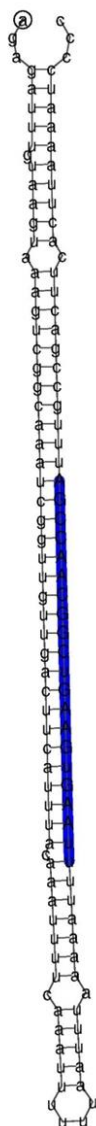

pda-3p-250092\_25

pda-3p-259371\_23

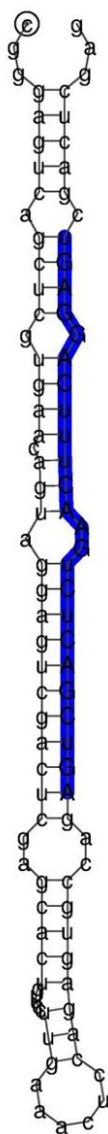

pda-3p-261846\_23

pda-3p-262764\_23

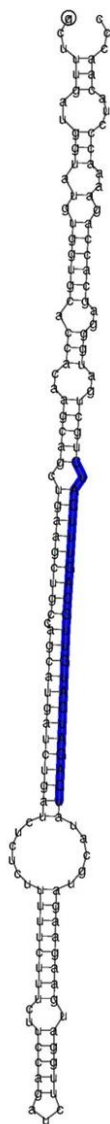

pda-3p-263356\_23

?????

pda-3p-265953\_23

pda-3p-280606\_21

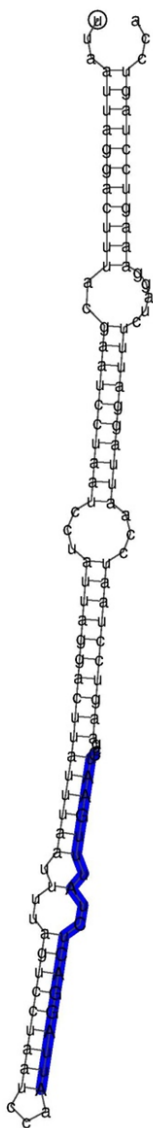

pda-3p-285375\_20

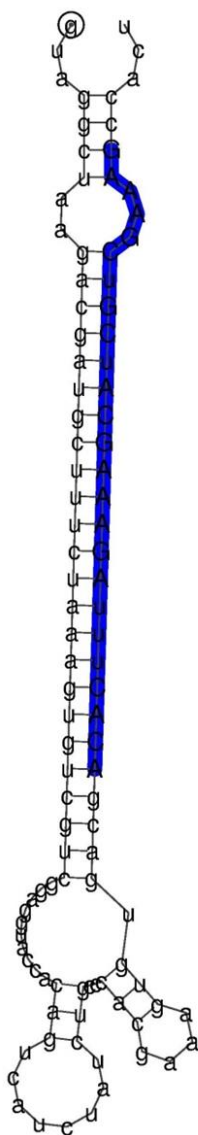

pda-3p-296980\_19

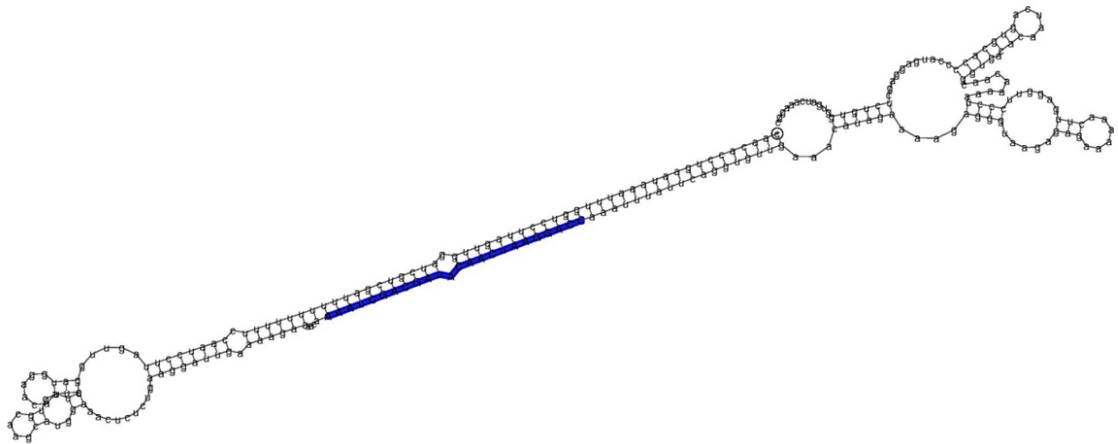

pda-3p-313473\_18

pda-3p-316346\_17

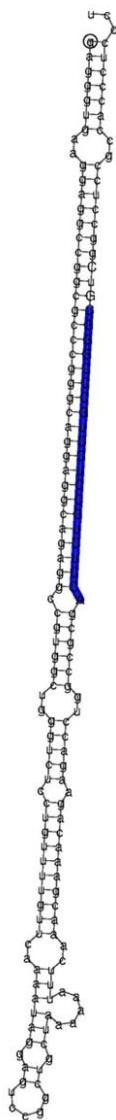

pda-3p-336513\_16

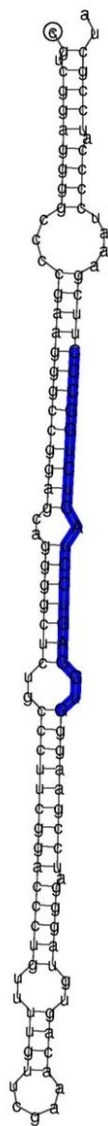

pda-3p-339262\_16

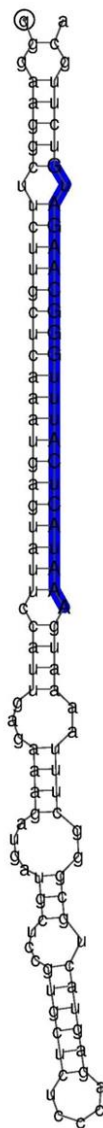

pda-3p-340060\_16

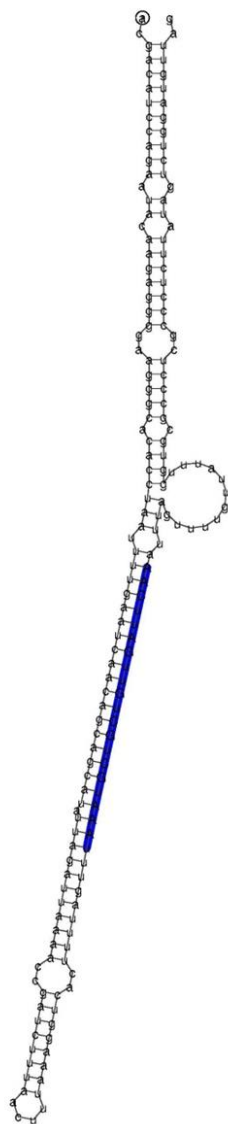

pda-3p-349991\_15

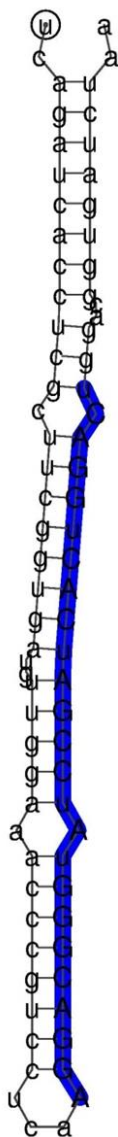

pda-3p-373581\_14

pda-3p-374825\_14

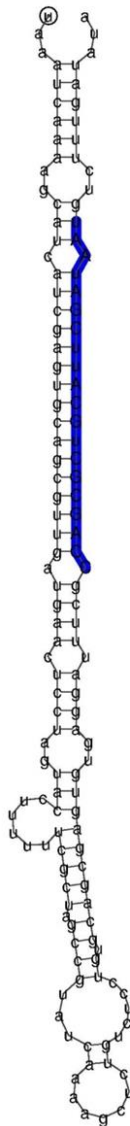

pda-3p-398260\_13

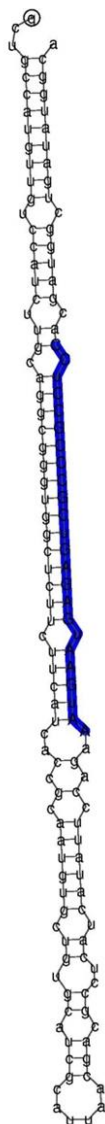

pda-3p-398802\_13

pda-3p-417972\_12

pda-3p-423087\_12

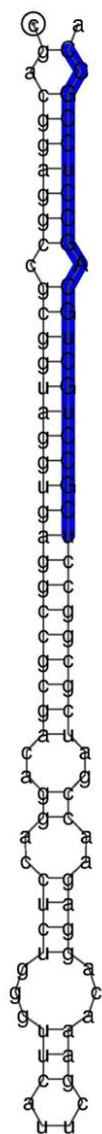

pda-3p-437970\_11

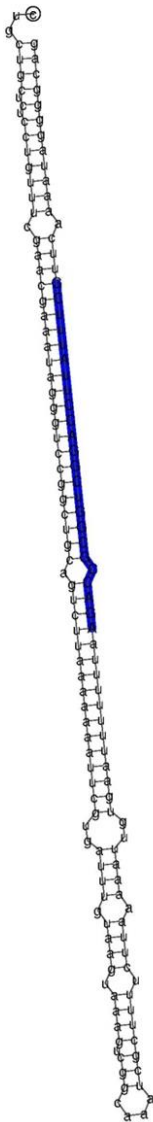

pda-3p-444722\_11

pda-5p-2741\_10004

pda-5p-5696\_4736

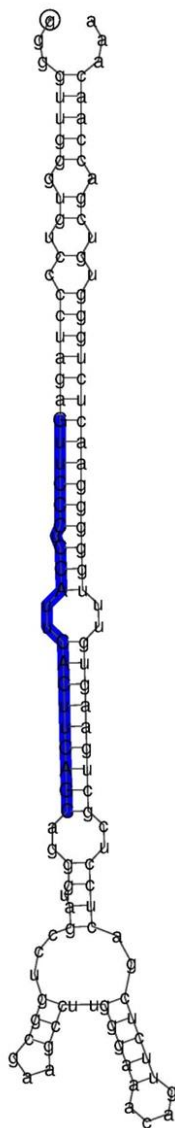

pda-5p-16728\_1419

pda-5p-28278\_721

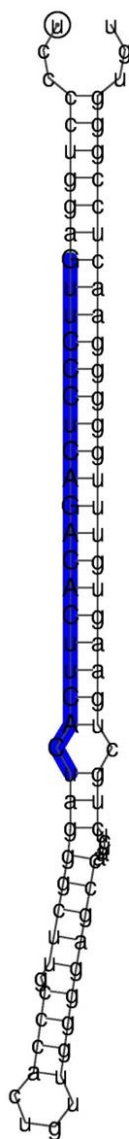

pda-5p-28659\_707

pda-5p-55341\_272

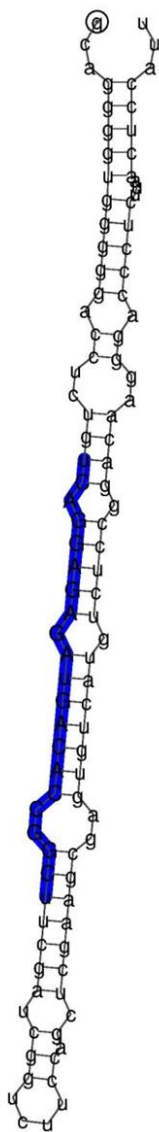

pda-5p-61161\_232

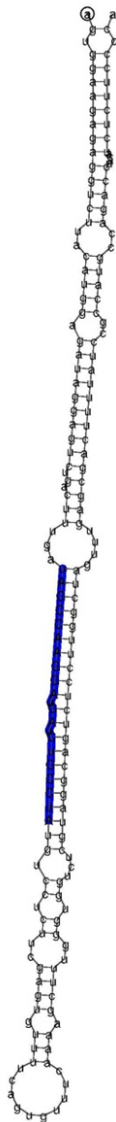

pda-5p-93628\_119

pda-5p-104109\_100

pda-5p-110153\_92

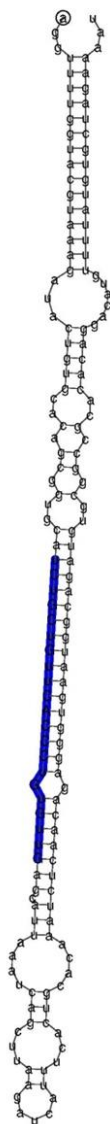

pda-5p-113778\_87

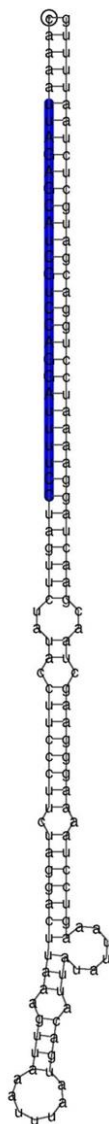

pda-5p-124075\_75(closed)

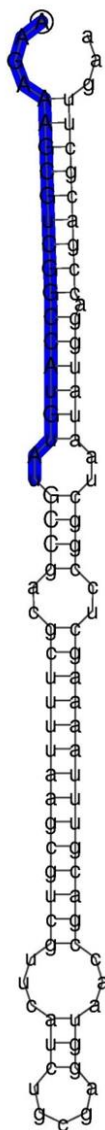

pda-5p-136470\_65

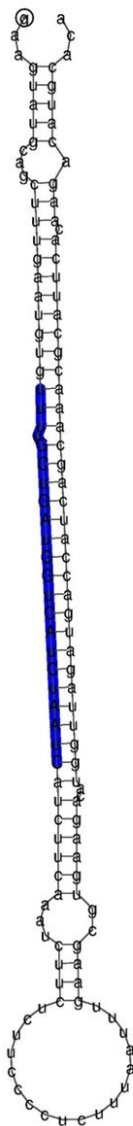

pda-5p-148449\_56

pda-5p-155899\_52

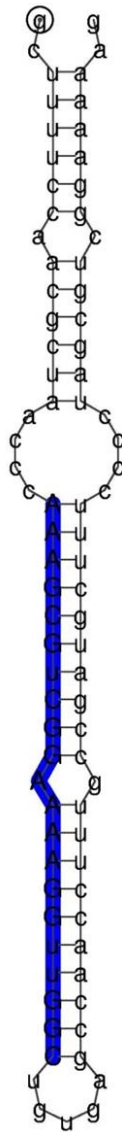

pda-5p-164396\_48

pda-5p-181586\_41

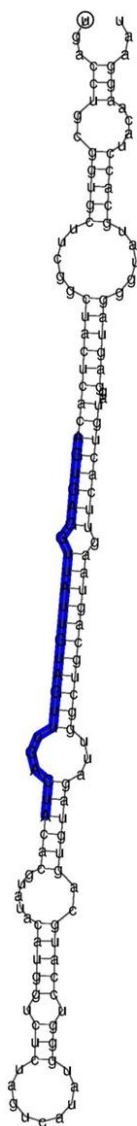

pda-5p-184243\_40

pda-5p-190444\_38

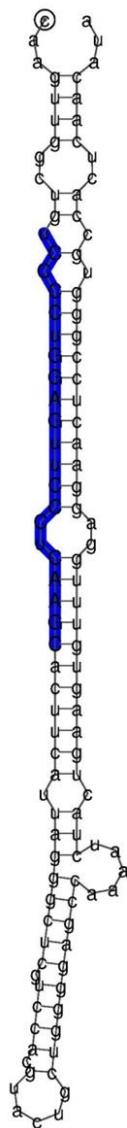

pda-5p-192728\_37

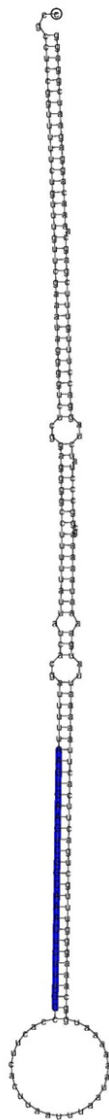

pda-5p-195988\_36

pda-5p-196234\_36

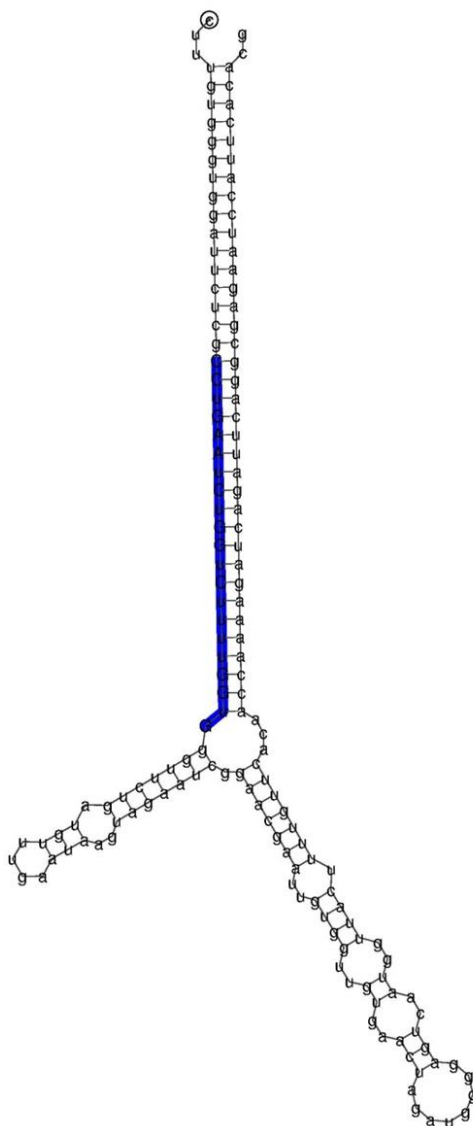

pda-5p-217347\_31

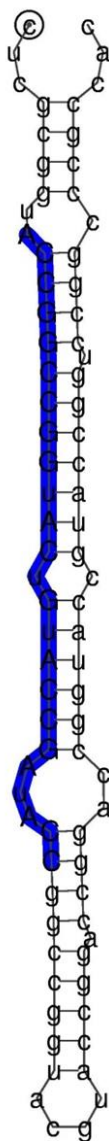

pda-5p-223801\_29

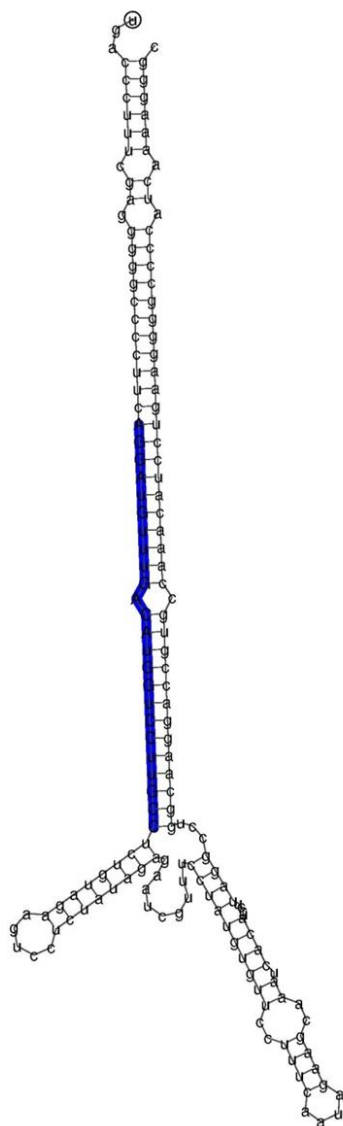

pda-5p-228808\_28

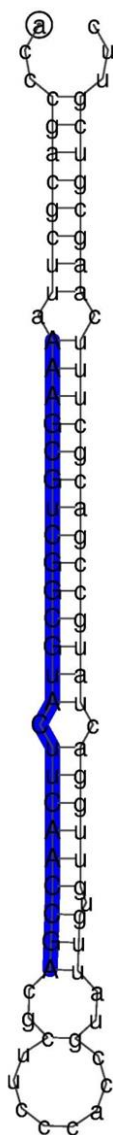

pda-5p-233999\_27

pda-5p-239350\_26

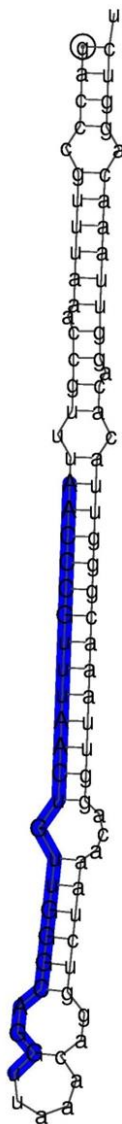

pda-5p-243982\_26

pda-5p-253816\_24

pda-5p-255507\_24

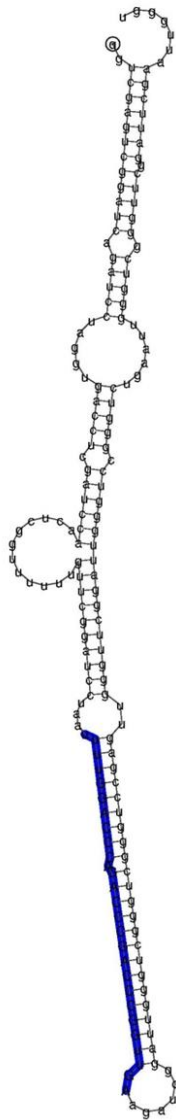

pda-5p-260633\_23

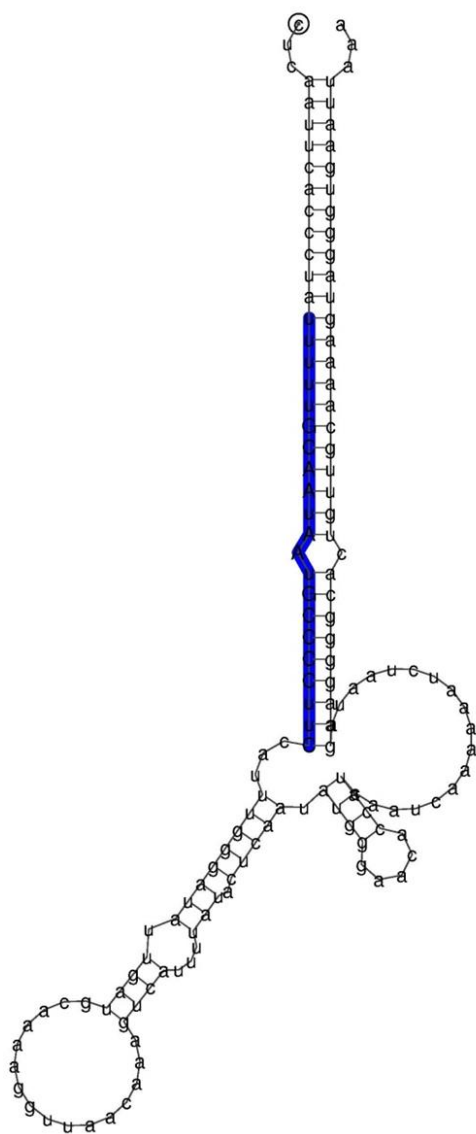

pda-5p-264205\_23

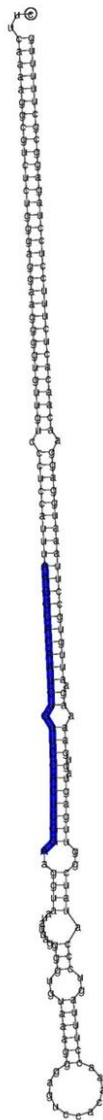

pda-5p-264380\_23

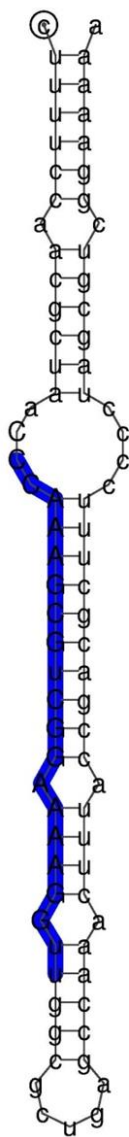

pda-5p-266573\_22

pda-5p-266719\_22

pda-5p-270991\_22

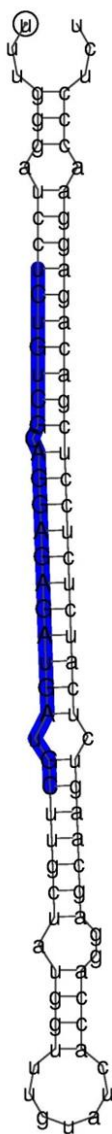

pda-5p-276361\_21

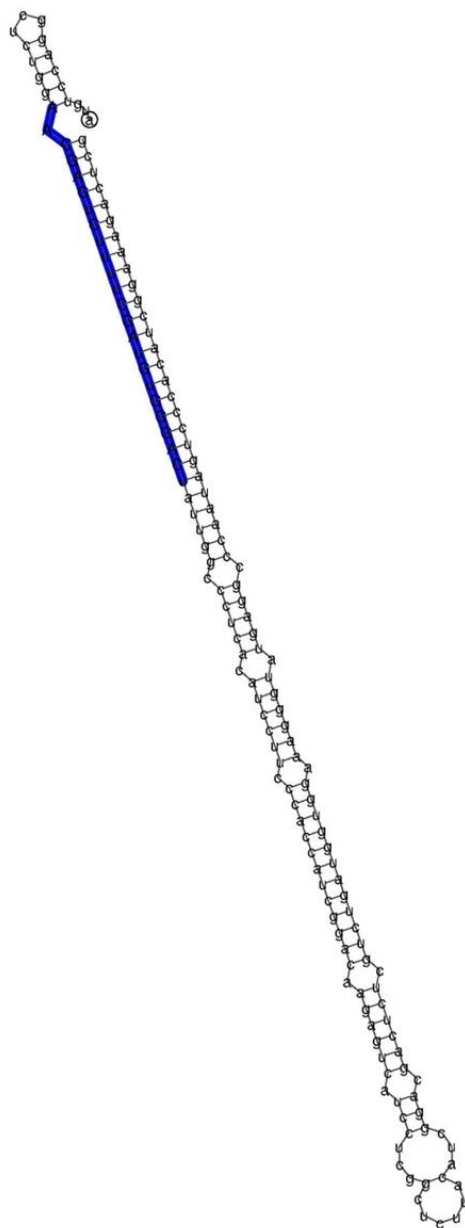

pda-5p-277581\_21

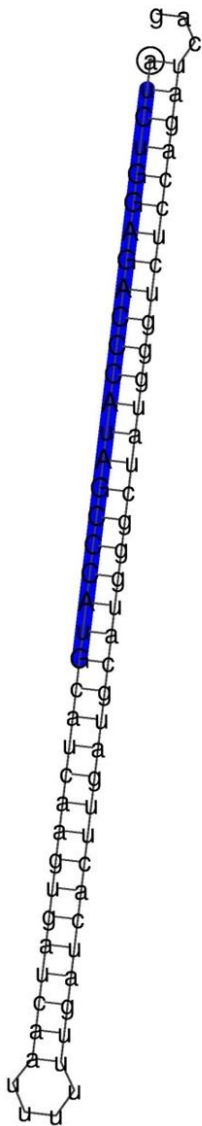

pda-5p-283724\_20

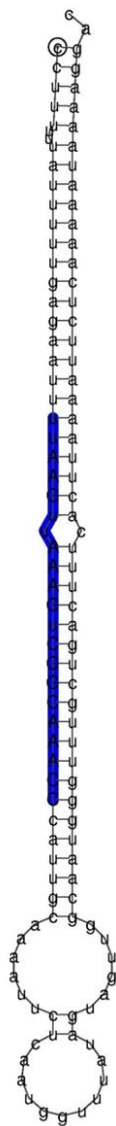

pda-5p-300513\_19

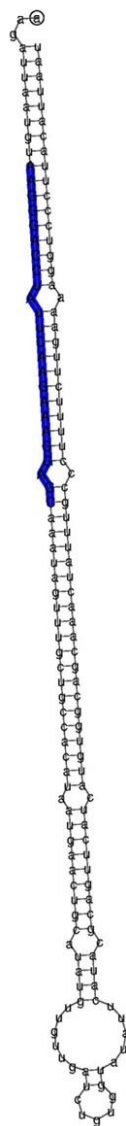

pda-5p-303859\_18

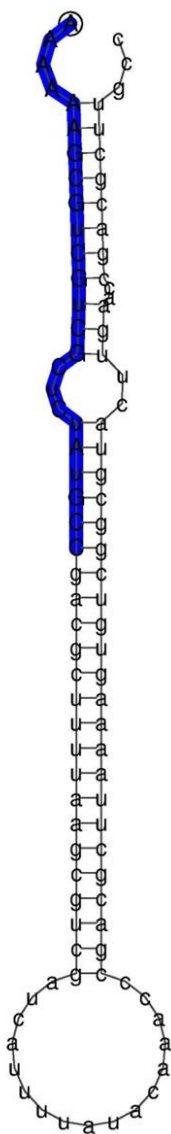

pda-5p-323301\_17

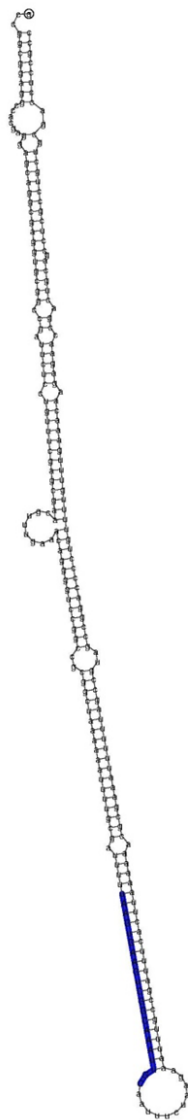

pda-5p-342543\_16

pda-5p-353741\_15

pda-5p-360119\_14

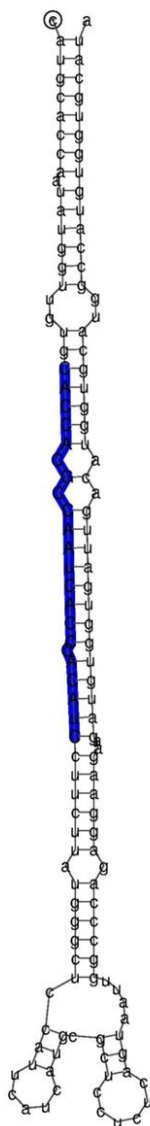

pda-5p-362724\_14

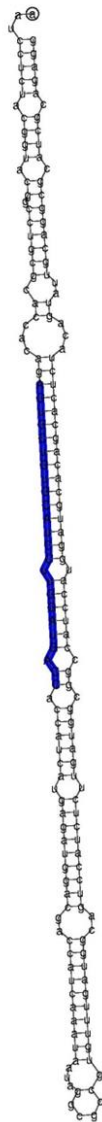

pda-5p-364804\_14

pda-5p-376037\_14

pda-5p-382296\_13

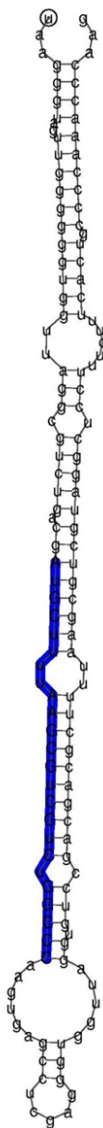

pda-5p-403658\_12

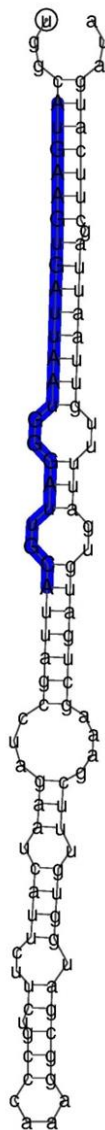

pda-5p-414524\_12

pda-5p-418800\_12

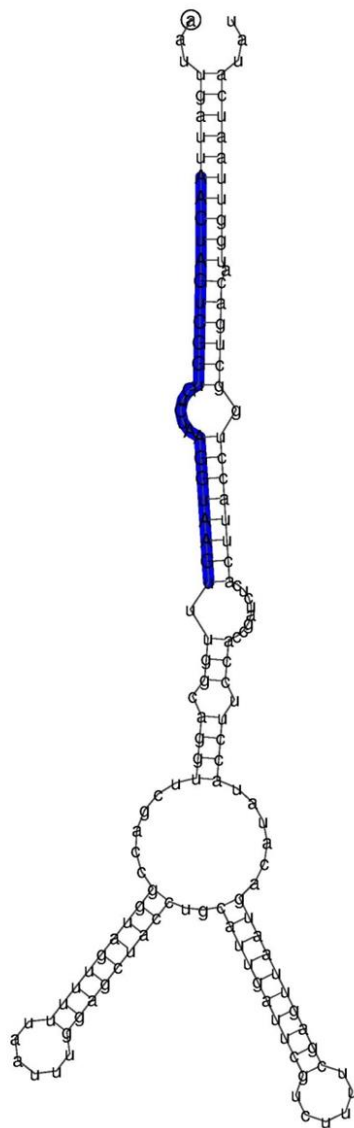

pda-5p-421095\_12

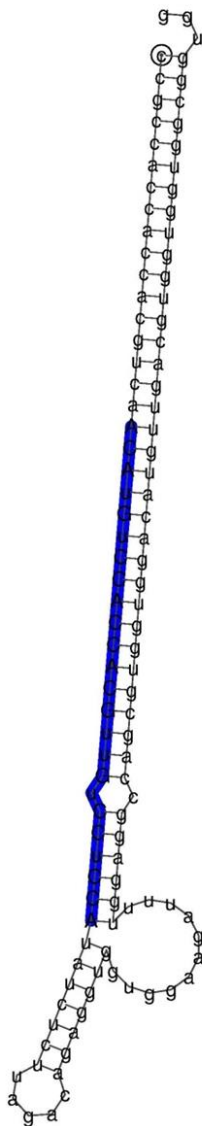

pda-5p-424271\_12

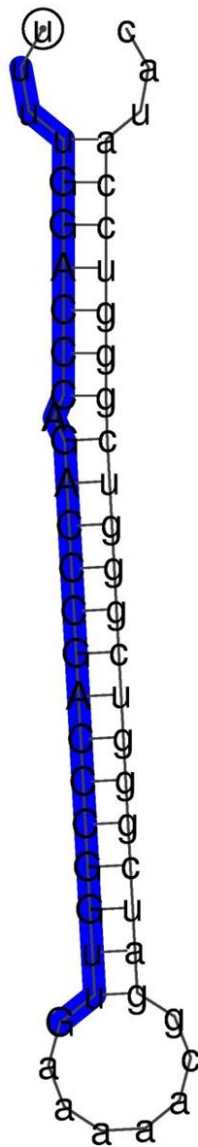

pda-5p-427445\_11

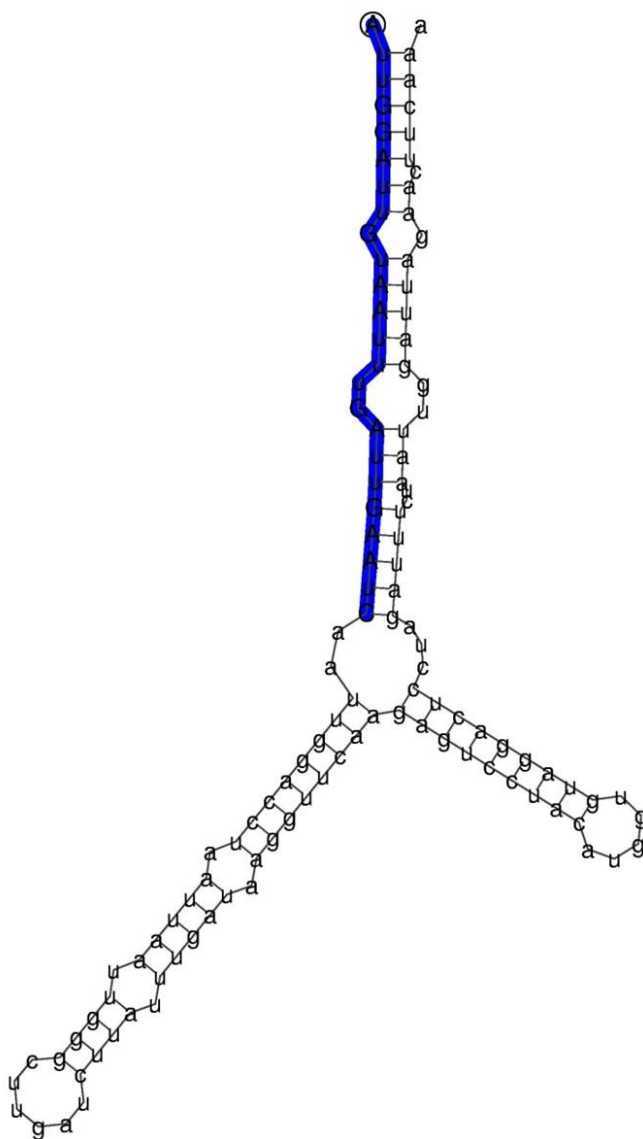

pda-5p-432618\_11

pda-5p-441054\_11

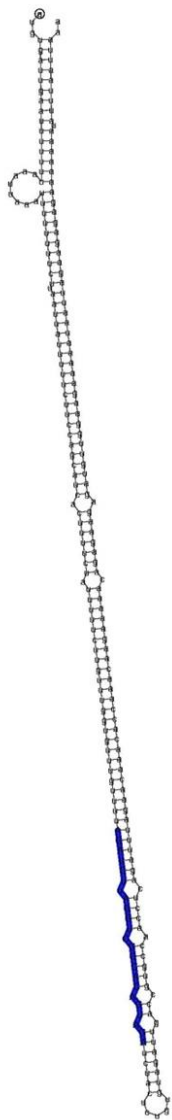

pda-5p-448267\_11

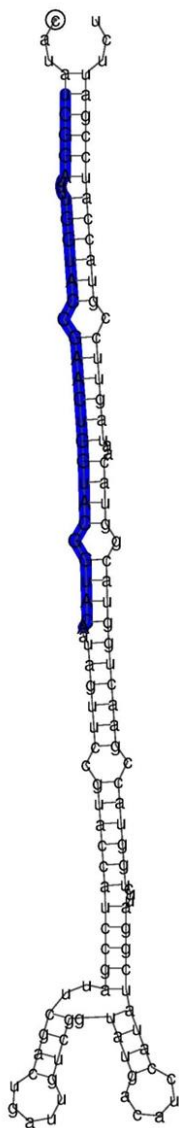

pda-5p-458916\_10

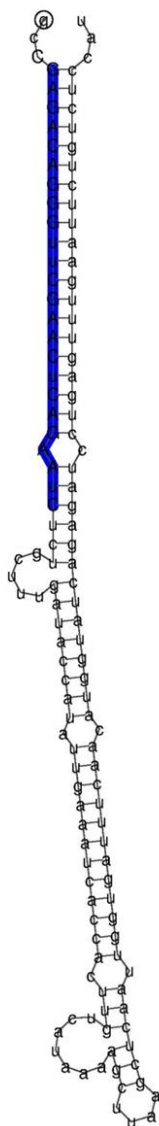

pda-5p-482466\_10

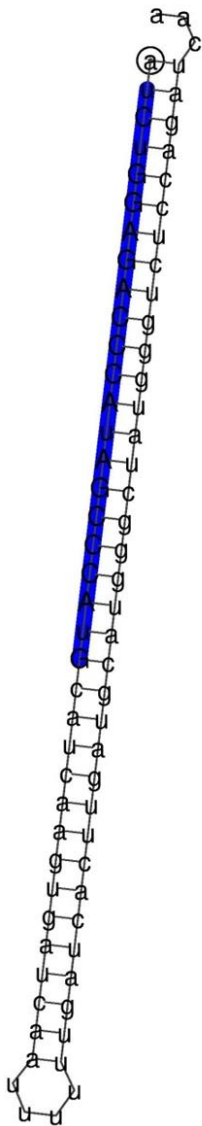

pda-5p-283724\_20-R1

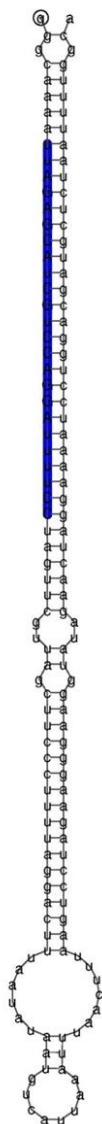

pda-5p-124075\_75-R6

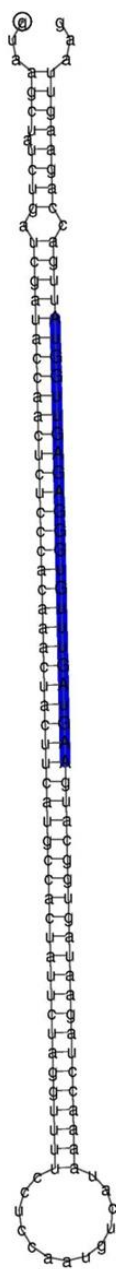

pda-3p-89170\_129-R7

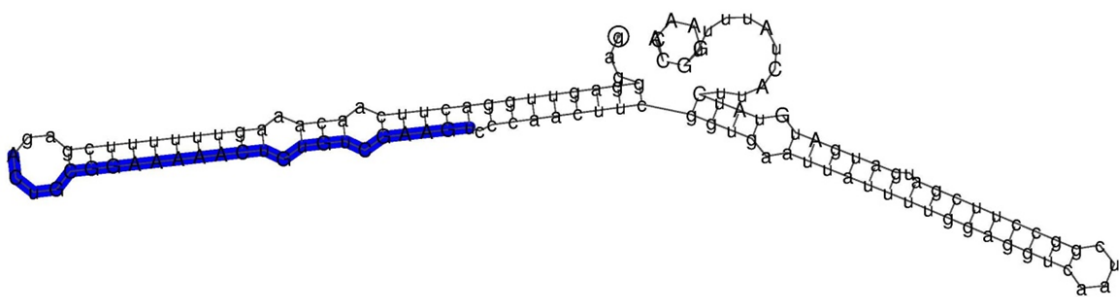

pda-5p-52910\_291-R9

pda-5p-253816\_24-R11

pda-5p-231728\_28-R12

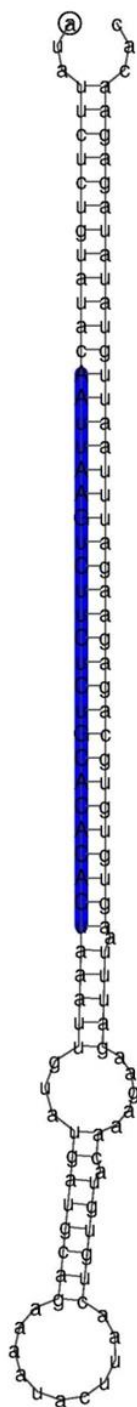

pda-5p-400528\_12-R13

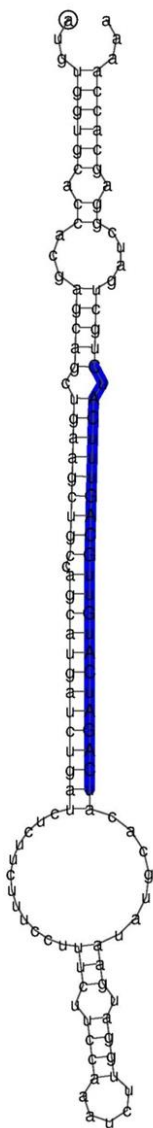

pda-3p-263356\_23-R14

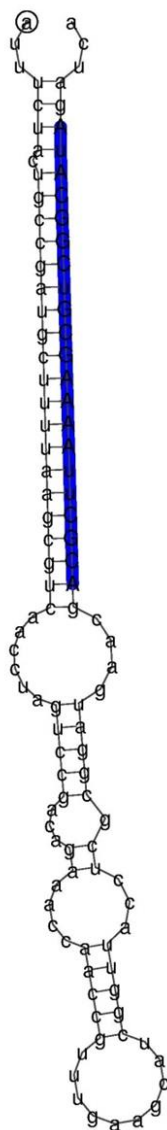

pda-3p-228238\_28-R15

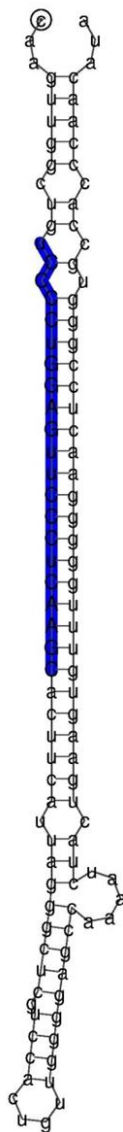

pda-5p-192728\_37-R17

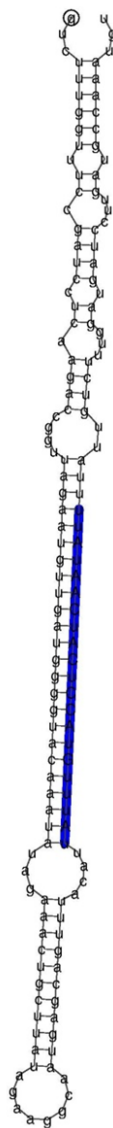

pda-3p-246312\_25-R19

pda-5p-233999\_27-R21

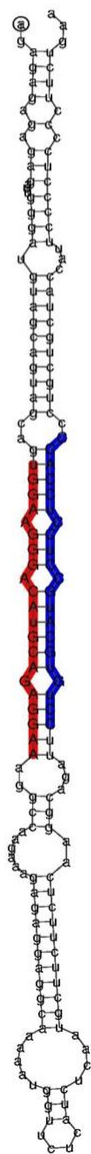

pda-3p-93572\_119/pda-5p-85498\_137

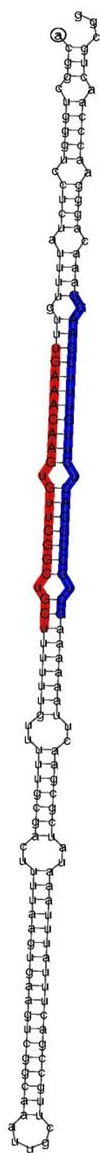

pda-3p-107067\_96/pda-5p-311908\_18

pda-3p-130659\_69/pda-5p-224392\_29

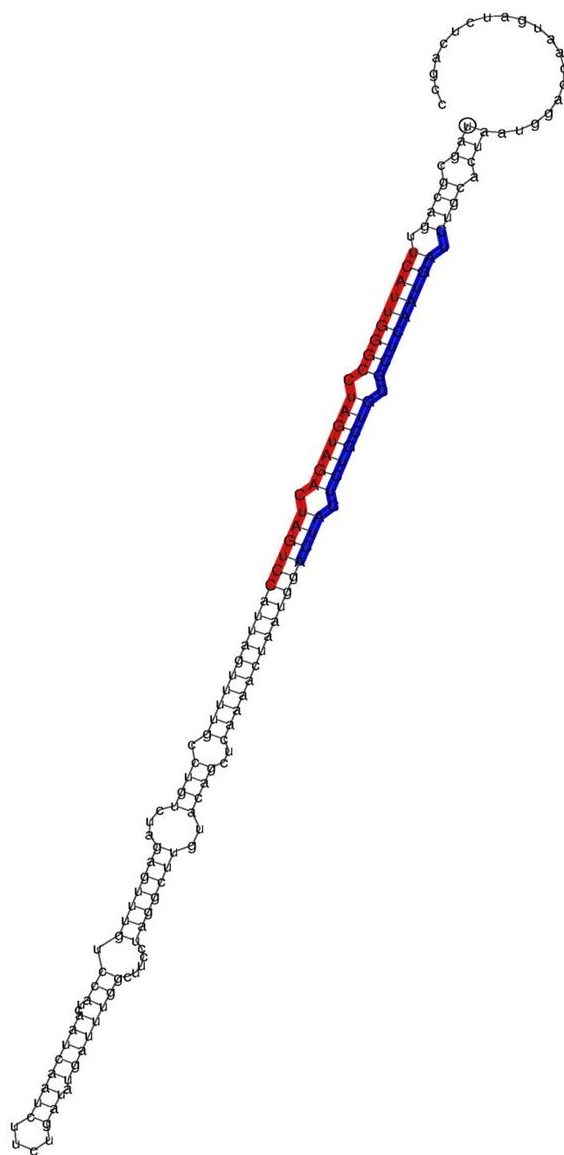

pda-3p-269912\_22/pda-5p-310639\_18

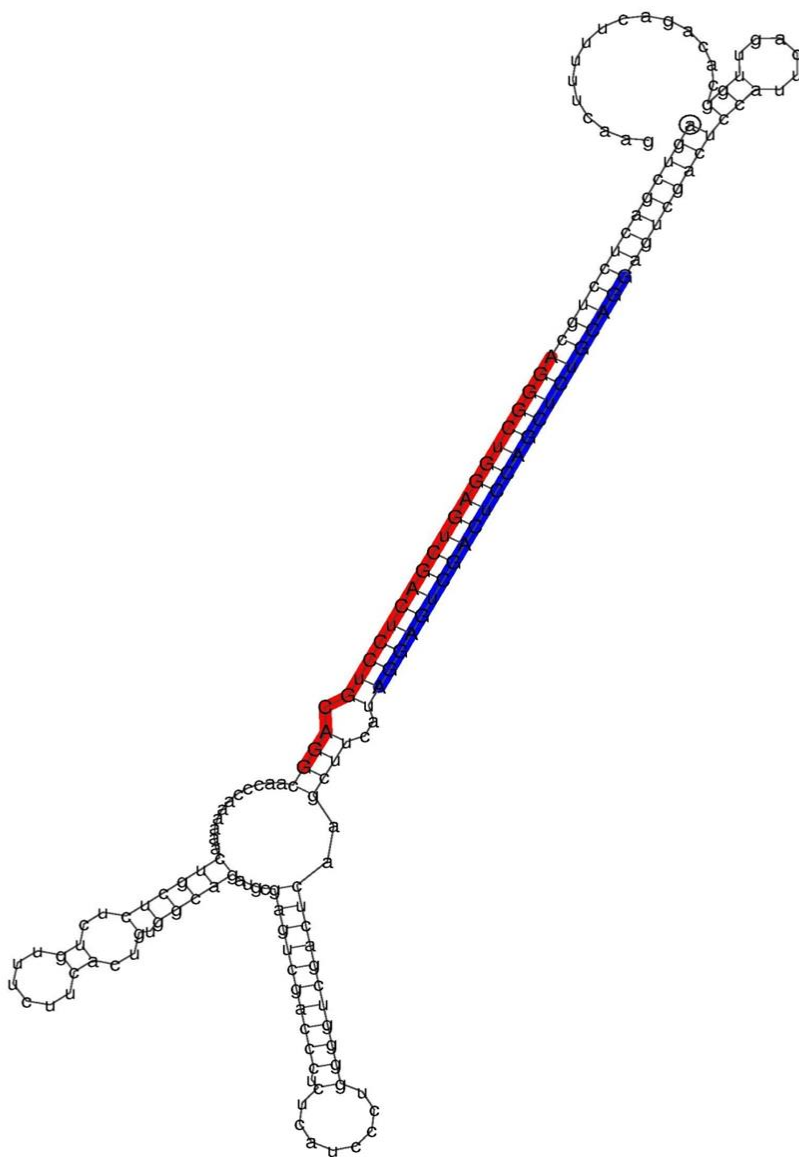

pda-3p-313824\_18/pda-5p-321868\_17

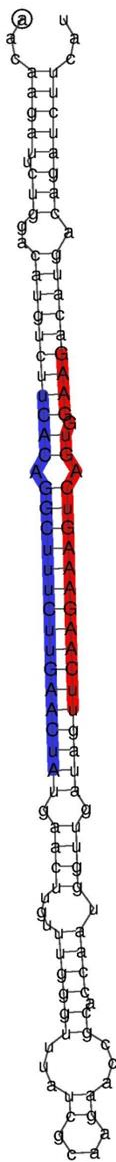

pda-5p-15197\_1588 pda-3p-44090\_382

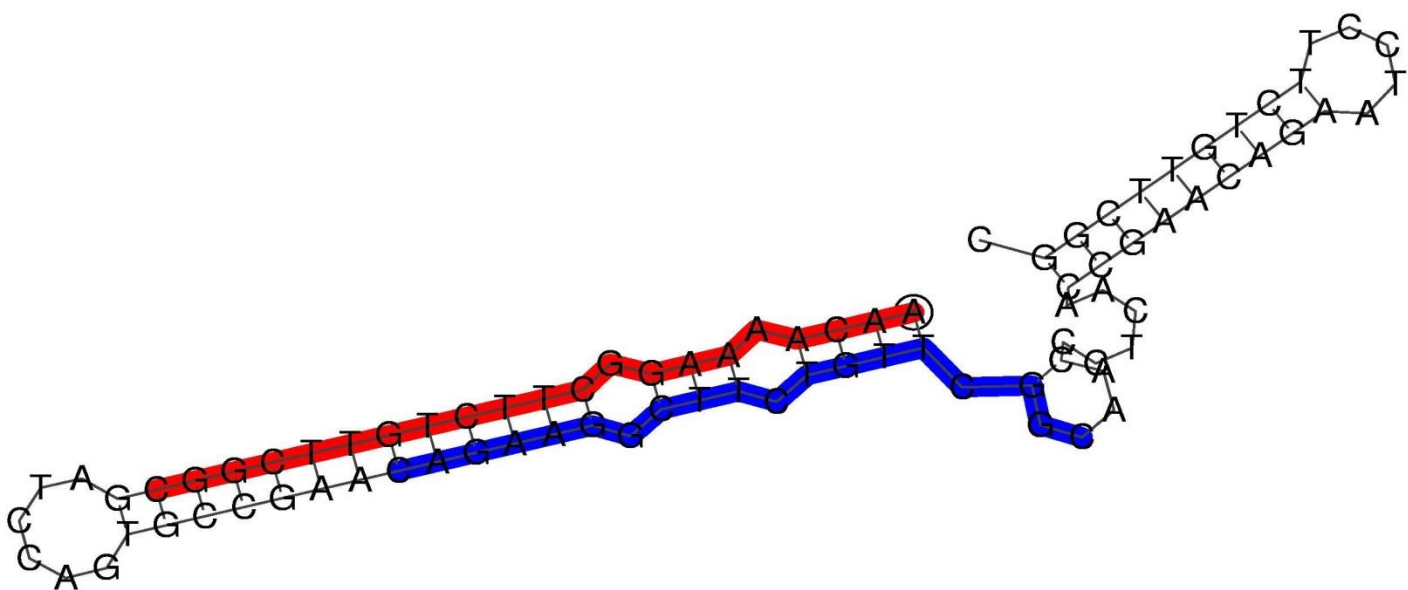

pda-5p-131814\_68/ pda-3p-231836\_28

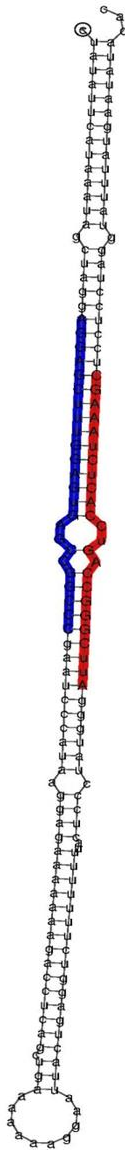

pda-5p-295079\_19 / pda-3p-99813\_107

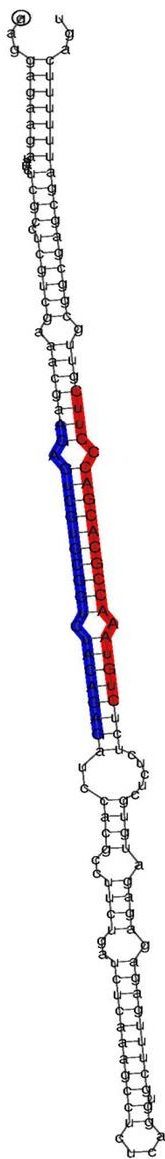

pda-5p-396570\_13/pda-3p-8373\_3137

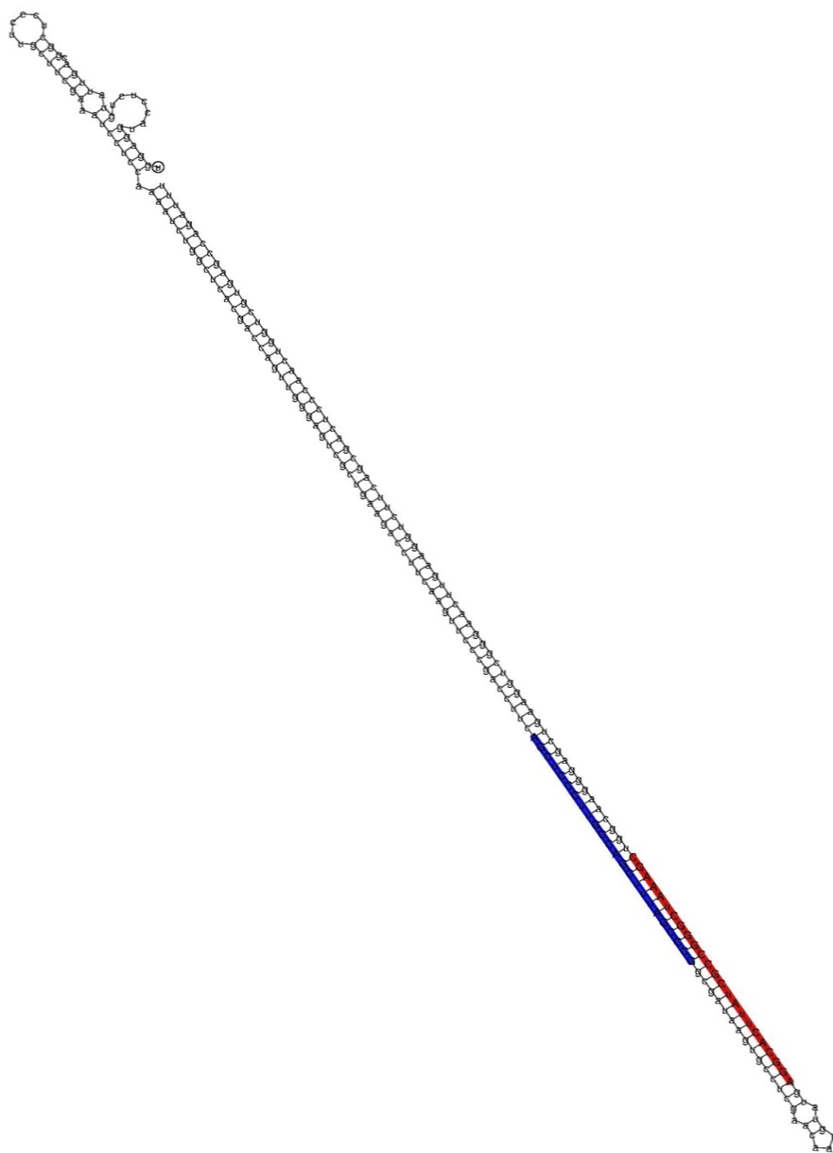

pda-5p-85614\_137-R2/pda-3p-117840\_82-R3

pda-3p-64787\_213

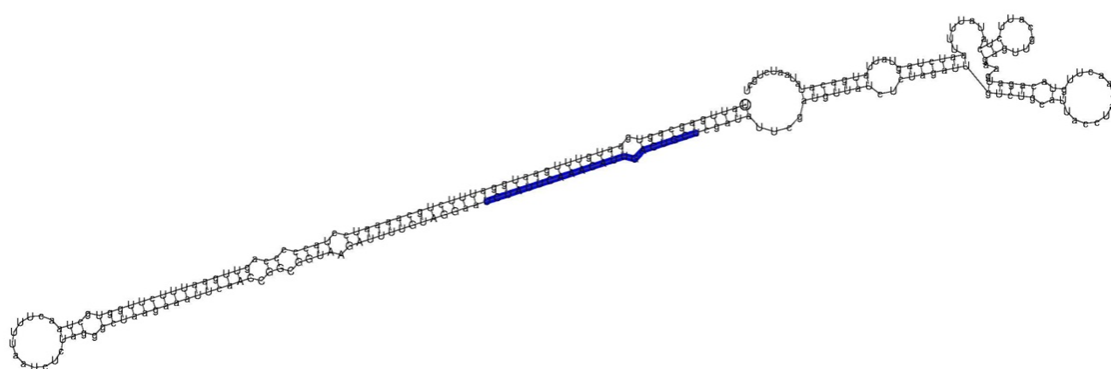

pda-3p-64863\_213

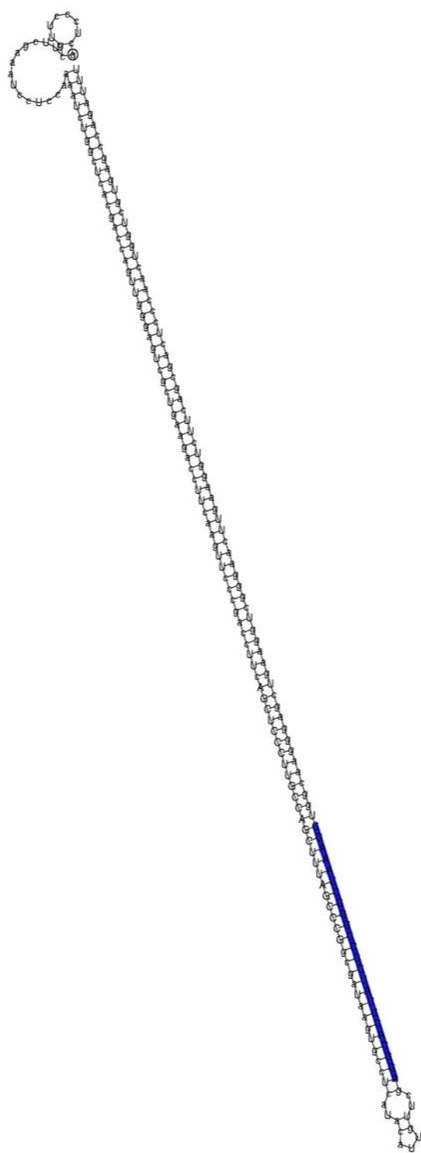

pda-3p-117840\_82

pda-3p-290154\_20

pda-5p-83202\_144

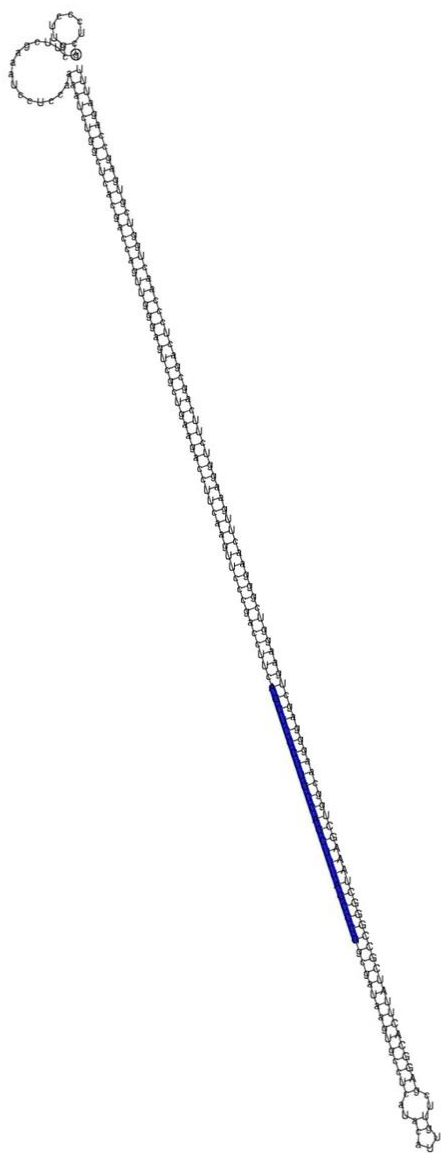

pda-5p-85614\_137

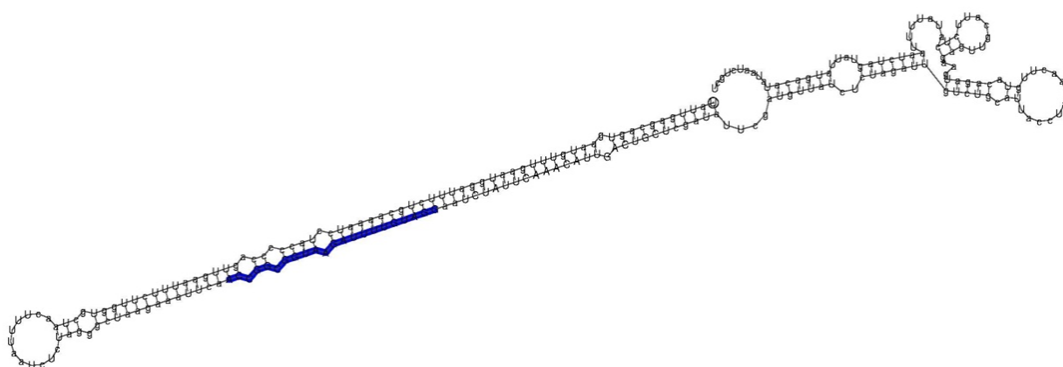

pda-5p-152404\_54

pda-5p-178899\_42

pda-3p-171233\_45-R16

# Supplementary material for: A genome-wide identification of the miRNAome in response to salinity stress in date palm (Phoenix dactylifera L.)
**Source:** Front Plant Sci. 2015 Nov 5;6:946. doi: 10.3389/fpls.2015.00946
**Supplement:** Supplementary file 10

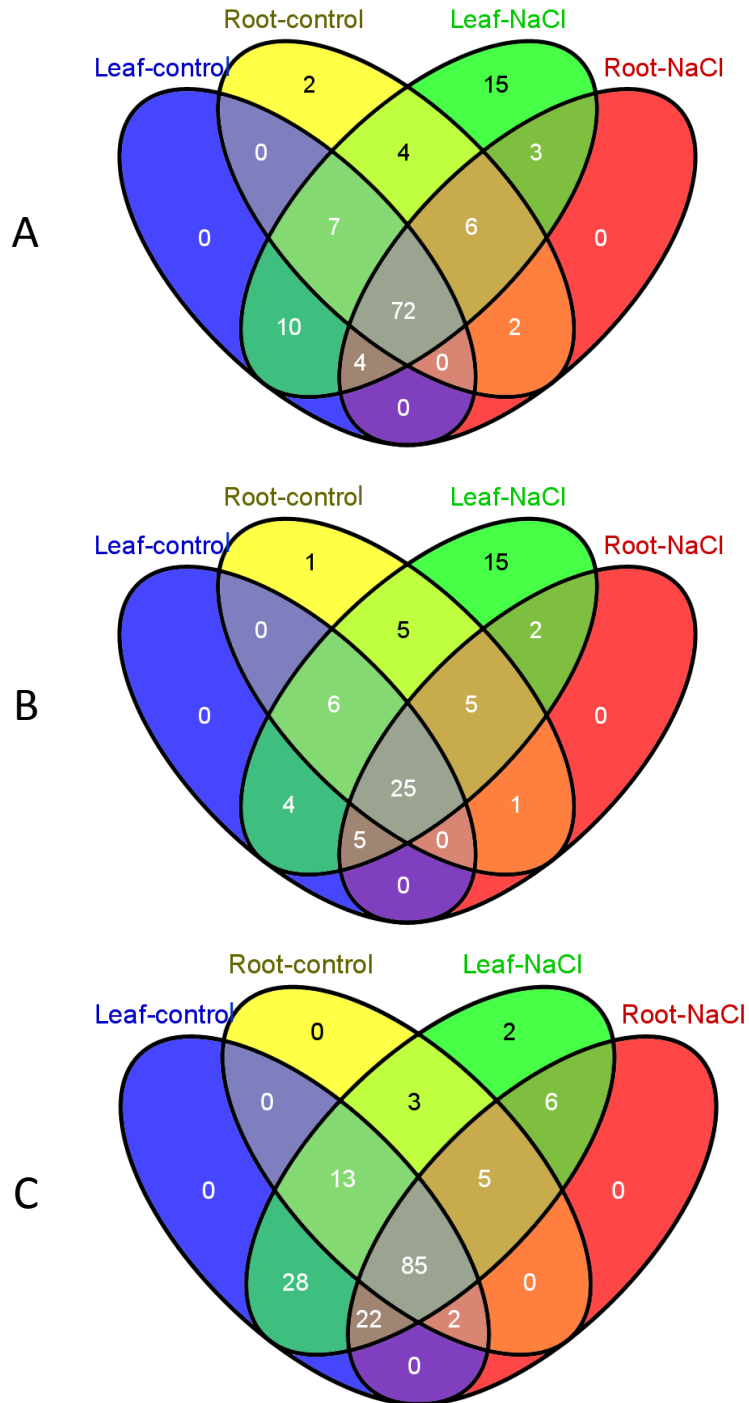

**Figure S2:** Venn Diagrams illustrate the number of conserved (A), variants (B) and potentially novel (C) miRNA identified in untreated and NaCl-leaves as well as untreated and NaCl-treated roots sRNA libraries. The numbers that are located in the overlapping area represent the number of shared miRNA in different libraries.

# Supplementary material for: A genome-wide identification of the miRNAome in response to salinity stress in date palm (Phoenix dactylifera L.)
**Source:** Front Plant Sci. 2015 Nov 5;6:946. doi: 10.3389/fpls.2015.00946
**Supplement:** Supplementary file 12

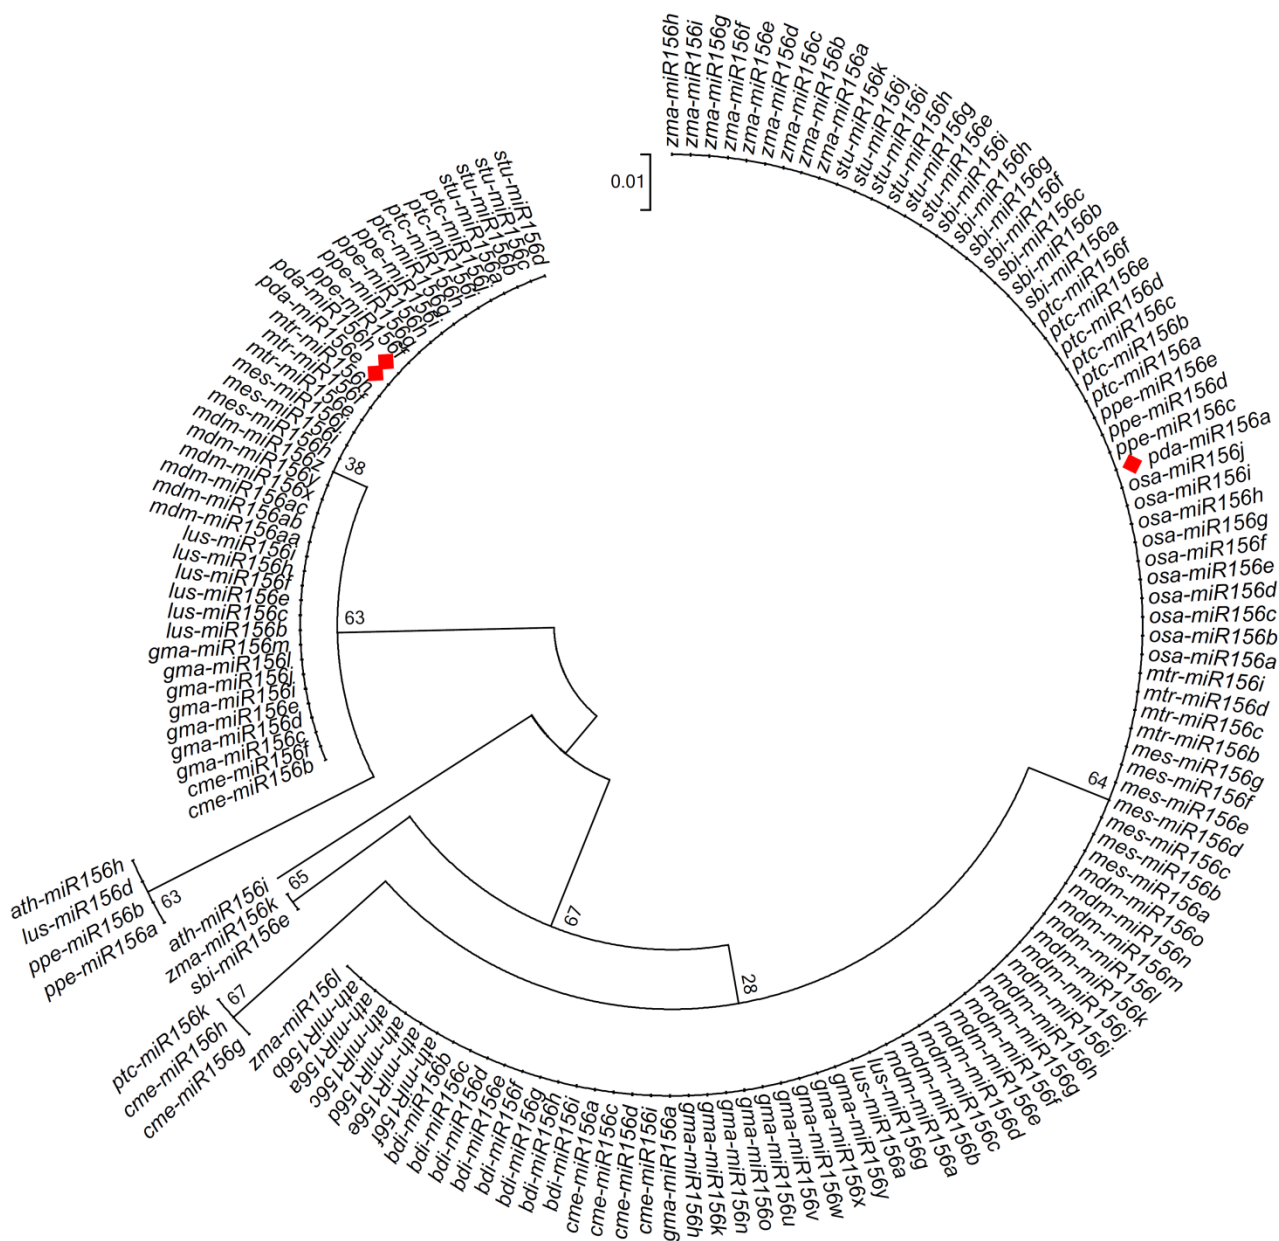

**Figure S4.** Phylogenetic analysis of the miRNA-156 sequences. The phylogenetic tree showed the relationship between the miRNA sequenced from date palm (marked in red color) and those previously sequenced from other plant species.

# Supplementary material for: A genome-wide identification of the miRNAome in response to salinity stress in date palm (Phoenix dactylifera L.)
**Source:** Front Plant Sci. 2015 Nov 5;6:946. doi: 10.3389/fpls.2015.00946
**Supplement:** Supplementary file 16

# STARCH AND SUCROSE METABOLISM

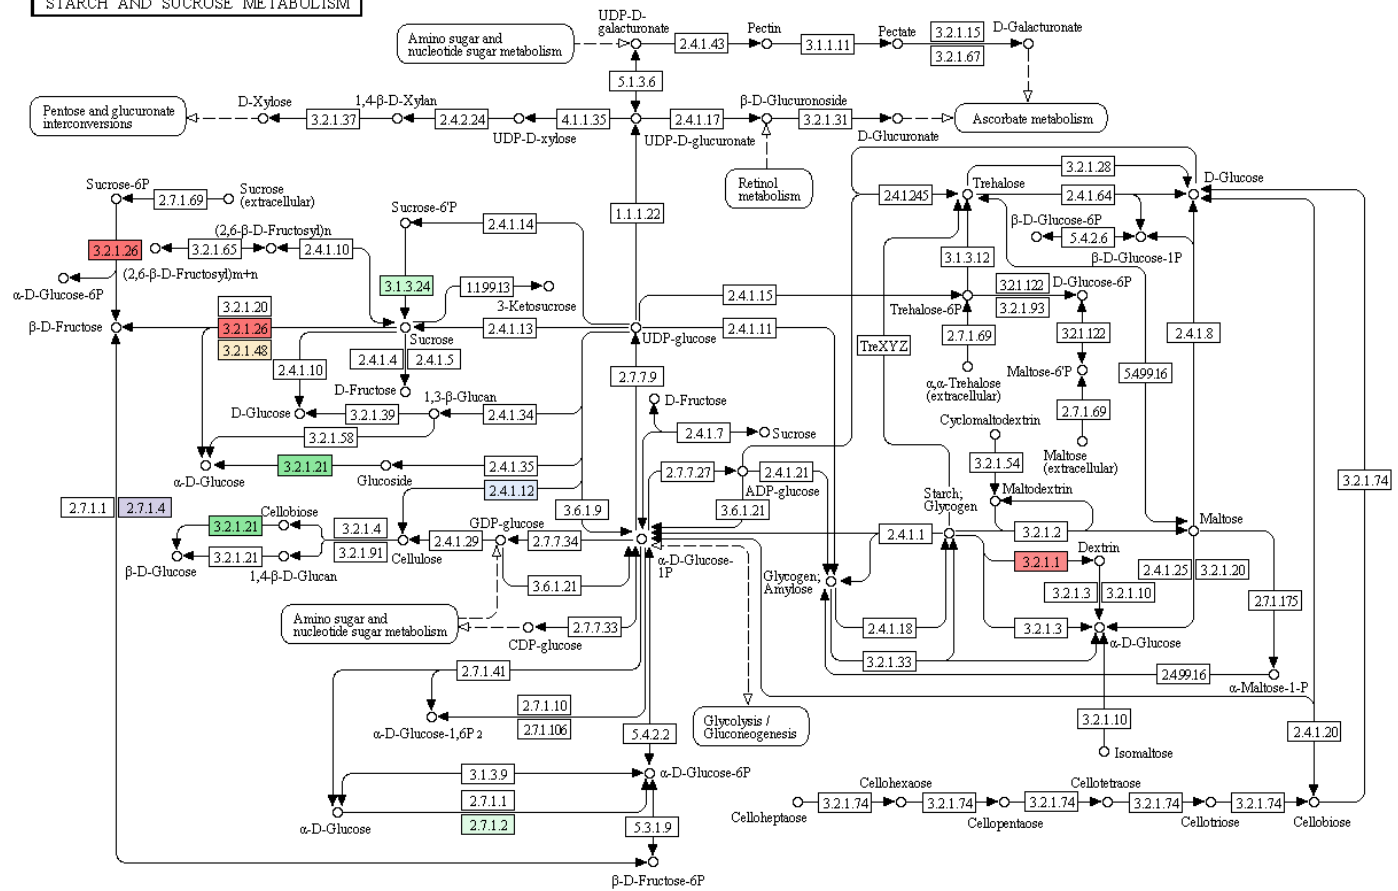

00500 6/7/13  
(c) Kanehisa Laboratories

**Figure S8.** Starch and sucrose metabolic pathways that show the position of potential targets for miRNA isolated from *P. dactylifera* leaves using the Kyoto Encyclopaedia of Genes and Genomes (KEGG).

# Supplementary material for: A genome-wide identification of the miRNAome in response to salinity stress in date palm (Phoenix dactylifera L.)
**Source:** Front Plant Sci. 2015 Nov 5;6:946. doi: 10.3389/fpls.2015.00946
**Supplement:** Supplementary file 17

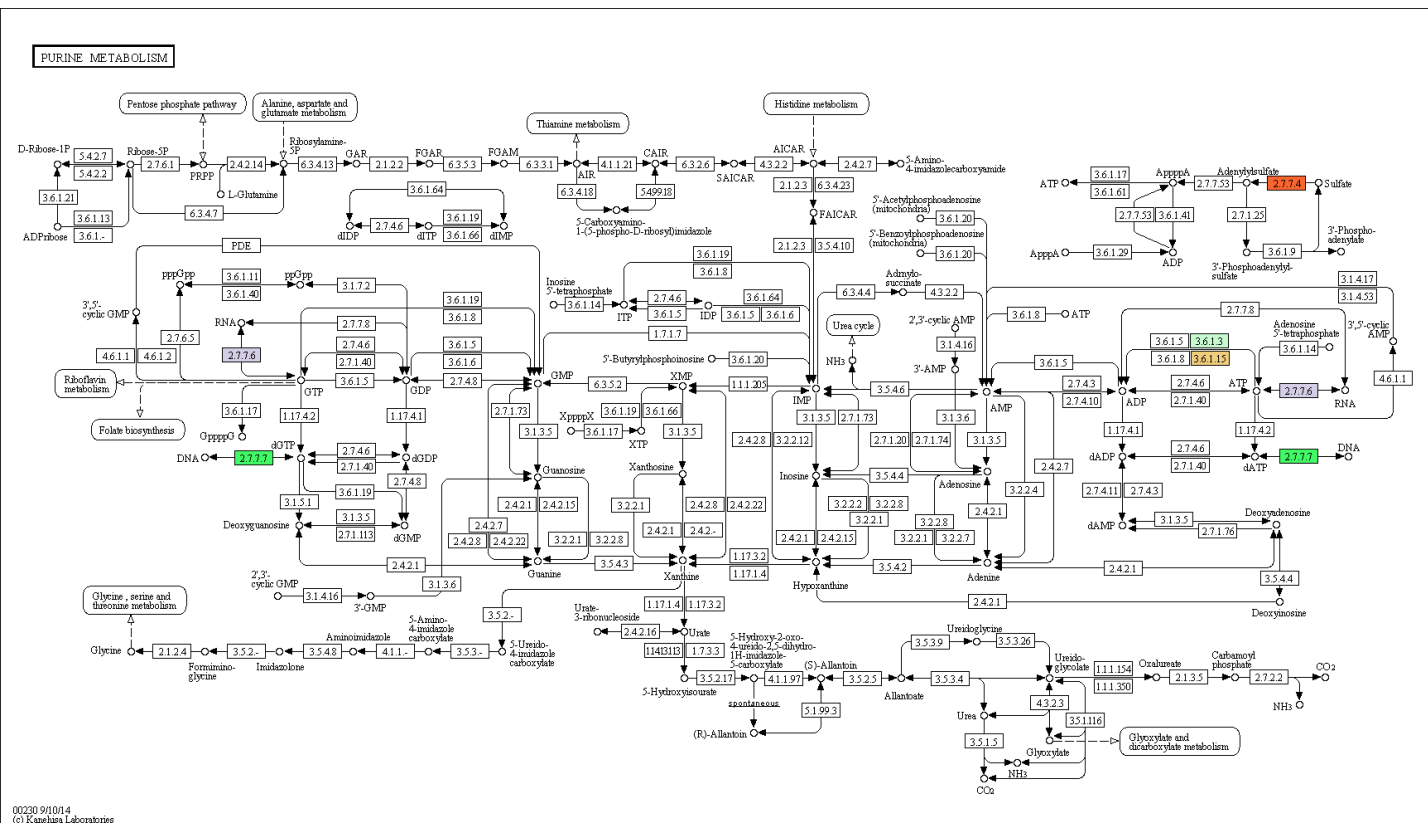

**Figure S9.** Purine metabolic pathway that shows the position of potential targets for miRNA isolated from *P. dactylifera* roots using the Kyoto Encyclopedia of Genes and Genomes (KEGG).

How the deposited data were processed for this re-analysis (not part of the article)

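Small RNA was sequenced from leaves and roots of date palm seedlings, with 1 library for each of the 4 conditions (control leaves, NaCl leaves, control roots and NaCl roots). Each library pooled the tissue of 6 seedlings, and treated seedlings received 300 mM NaCl at 72-h intervals and were collected after 7 days. The values are tag counts: the authors removed the adaptors, collapsed identical reads and deposited each distinct sequence with its read count, without normalization. The paper then discards reads that match rRNA, tRNA, snoRNA and snRNA and maps the rest to the draft genome. It states that the raw small RNA sequences were deposited; whether any of these filters had been applied to the counts used here was not determined. All tags had between 18 and 46 nt, and each tag occurred in a library's list a single time.

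The 4 libraries were assigned to their conditions from the sample labels and the paper's methods. The mature sequences, precursors and counts of Tables S1 to S3 were read from the supplementary tables. These tables hold 421 entries and 358 distinct mature sequences, and a sequence's count was the number of reads of the identical tag. Size classes were taken over reads and distinct tags of 18 to 25 nt. Percentages carry 95% Wilson intervals and their differences Newcombe intervals. The smallest abundance that a library can show was taken as 3 reads, which was 0.0554 reads per 1000000 in control leaves, 0.0777 in NaCl leaves, 0.0822 in control roots and 0.0607 in NaCl roots. Intervals and these limits cover counting error only, since PCR copies of a molecule are not independent reads.

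Treated and control libraries of a tissue were compared with the exact test of edgeR 4.0.16 in R 4.3.3, at the BCV of 0.2 given in the paper's methods, with median-of-ratios size factors over the 118 sequences with reads in all libraries and Benjamini-Hochberg adjustment over the 336 sequences with reads. A sequence was called at an adjusted p-value below 0.05. The size factors, edgeR and the BCV follow the paper's methods, which do not name the edgeR function used; the exact test was chosen here. The standard error of a log2 fold change was taken from the counts of both libraries and the BCV, with 0.5 added to each count because some counts are 0; this addition was made after the counts were seen. With 1 library per condition, the test compares libraries and not conditions, and no p-value was computed across sequences. The test was checked on simulated data with 138 sequences, which is the number with a mean of at least 5 reads. Of 60 sequences changed 8-fold, 55 (91.7%) were recovered. Among 78 unchanged sequences, 2 were called, and a pair of libraries without changes gave 0 calls. The simulated counts were drawn at the same BCV of 0.2 that the test assumes. The check therefore could not show false calls from a larger spread between plants, and it left out sequences with fewer reads.

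Entries on opposite arms of a shared precursor were paired. Where a precursor has several entries on an arm, every combination of a 5p and a 3p entry was taken, and combinations across tables were dropped where a partner from the same table exists; this rule was chosen after the tables had been seen and with the paper's numbers of pairs known. For 1 pair, the arms given in Table S1 are the reverse of their order on the precursor; it has an arm shorter than 18 nt. Arms were compared with a two-sided exact binomial test on the summed reads, with adjustment over all pairs, and again without the 12 pairs that have an arm shorter than 18 nt. For the position of reads on precursors, all tags identical to part of the sense strand of a precursor were used. Precursors were included with at least 10 such reads and a mature sequence that could be located with at most 2 mismatches. The first form of this computation counted a partner arm listed in another table as outside the mature sequences; the grouping was corrected to join all tables after the first medians had been seen. A second percentage, which counts the ends of every listed miRNA that is identical to part of the precursor or belongs to an overlapping precursor, was added after these results had been seen.

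An entry counted as found in a library with at least 1 read. Libraries were compared by Pearson correlation of log2 normalized counts with a pseudocount of 1 and by complete-linkage clustering of the scaled values. Drawing libraries down to a common size used 200 random draws, and random lists of precursors numbered 10000. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

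The sequences named in the text were chosen by a rule set before the data were examined: all sequences that the paper names in its results and the 11 of Figure 8, the 3 called sequences with the largest rise and the 3 with the largest fall in each tissue with at least 10 reads in both libraries (or in the higher library where fewer than 3 qualified), sequences called in both tissues in opposite directions, and the most abundant tag of each library and of each size class discussed. The sequences of Table S4 were treated as counts.

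The alternatives tried were TMM normalization and total reads as size factors, a BCV of 0.4 or 0.1, a minimum of 10 reads, summed isomiRs (tags within 2 nt of the mature ends on the precursor), the paper's own counts from Tables S1 to S3, other denominators and filters for size classes, other read minimums for detection, and other measures of similarity for the clustering. Samples were grouped by tissue and treatment alone. Target prediction, gene ontology, pathway mapping and RT-qPCR were not analysed here, and no genome sequence was used here, so the origin of tags outside the listed precursors was not determined.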

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

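Of the tests given here, the test of the scaling of the libraries was chosen only after the result was seen.

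The sequences pda-miR395_R-1_1ss14AG, pda-3p-17663_1328 and pda-miR1310-p3_1ss20TC drew attention because the leaf libraries and the root libraries moved in opposite directions. The log2 fold change in leaves minus that in roots was 3.68 for pda-miR395_R-1_1ss14AG, -7.45 for pda-3p-17663_1328 and -7.87 for pda-miR1310-p3_1ss20TC. The difference between the tissues was not tested, because each condition had 1 library. The scaling of the libraries was tested by replacing the median of ratios with TMM normalization and with total reads, and all 3 sequences kept opposite signs under both, so these scalings did not account for the pattern. With the paper's own counts, however, the change of pda-miR1310-p3_1ss20TC in roots was -0.22, which removes the opposite signs for that sequence. Reads of a longer RNA that passes through the precursor were tested by the percentage of precursor reads that start and end within 2 nt of the mature sequence, which had a median of 35.1% over the 3 sequences. It was 95.3% for pda-miR395_R-1_1ss14AG, 35.1% for pda-3p-17663_1328 and 17.9% for pda-miR1310-p3_1ss20TC. The changes of pda-3p-17663_1328 and pda-miR1310-p3_1ss20TC may therefore belong to a longer RNA, which is a candidate explanation that the test left open. For pda-miR395_R-1_1ss14AG neither test accounted for the pattern, and an opposite response of the tissues to NaCl is a hypothesis that cannot be told apart from variation between single libraries. Mislabelled libraries were not tested as an explanation.

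The most abundant tag of the NaCl leaf library, AGTTACTAATTCATGATCTGGC, drew attention because it is not among the mature sequences that the paper reports. It had 2871033 reads there, against 313004 in control leaves, 3682 in control roots and 3698 in NaCl roots. Per 1000000 reads of the library, these were 74380, 5778, 101 and 74.8. If the tag were a fragment of a longer abundant RNA with many ends, fewer than 50% of the reads that hold its middle 18 nt would be the exact tag, and 92.9% were. The larger number of short reads in NaCl leaves was tested by the tag's share of the reads of 18 to 25 nt, which was still 3.83 times that in control leaves. None of the listed precursors (0) holds the tag, and without a genome, reads from another organism cannot be told apart from date palm reads. A response of a leaf small RNA to NaCl may lie behind the rise, but it stays a hypothesis, since the origin of the tag is open and a single library stands for each condition.

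The most abundant tag of the NaCl root library, ATCCAGCCCCGAGTCGCACGGATTCGT, drew attention for the same reason. It had 553322 reads there, 130235 in control roots, 403936 in control leaves and 77520 in NaCl leaves. Only 42.8% of the NaCl root reads that hold its middle 18 nt were the exact tag, so it may be a fragment of a longer abundant RNA with many ends. A difference in library size did not account for its larger number of reads in NaCl roots than in control roots. Its reads per 1000000 reads of the library were 3.13 times as many in NaCl roots as in control roots. Library size cannot change the rank of a tag within its own library. The comparison therefore does not bear on why the most abundant tag is not listed. The listed precursors that hold this tag also numbered 0, and reads from another organism cannot be told apart for it either.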

How the results depend on the processing

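None of the statements here rests on a test chosen after the result was seen, except where an alternative is named as chosen after seeing the data. No paired analysis was possible because each condition had 1 library, and there was no replicate to leave out. The alternative that leaves out tags matching rRNA or tRNA was not run, because no genome or rRNA and tRNA sequences were used here. For each change below, the cause was not tested.

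With reads or tags of all lengths as the denominator of the size classes, the 24-nt difference in leaves reversed to 4.61 percentage points, and the 21-nt differences in roots reversed to 0.0435 for redundant and 0.0829 for unique reads. The other differences kept their sign and moved to 5.15 (19 nt, leaves), -0.0235 (20 nt, roots, redundant), -0.142 (20 nt, roots, unique) and 2.14 (24 nt, roots). With tags of a single read left out, the differences moved to 5.89 (19 nt) and -8.91 (24 nt) in leaves, and in roots to -2.34 and -1.86 (21 nt, redundant and unique), -1.98 and -2.05 (20 nt) and 2.95 (24 nt). Leaving out the most abundant tag of each library changed these classes in NaCl leaves alone, because that tag has 32 nt in control leaves and control roots and 27 nt in NaCl roots. The leaf differences then moved to 7.55 (19 nt) and -7.03 (24 nt), and in NaCl leaves the 24-nt class ranked first (18.6%) and the 22-nt class had rank 6 (11.6%) among redundant reads. For roots, this alternative tests nothing. An alternative chosen after seeing the data kept only tags identical to part of a listed precursor or of its reverse complement. The differences were then 3.07 (19 nt) and -7.41 (24 nt) in leaves. In roots they were -12.5 and -0.762 (21 nt, redundant and unique), -1.59 and -2.23 (20 nt) and 8.02 (24 nt). Because both strands were counted, these tags need not come from a precursor.

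The number of sequences called in leaves was between 66 and 92 with TMM normalization, a BCV of 0.1, a minimum of 10 reads, summed isomiRs and the paper's own counts. With total reads as size factors, 213 sequences were called in leaves, of which 97.2% were upregulated, and 26 in both tissues. With a BCV of 0.4, 31 were called in leaves (48.4% upregulated, which reverses the majority) and 1 in roots (100% upregulated, also reversed), and 1 in both. With a BCV of 0.1, 29 were called in roots and 21 in both tissues. With isomiRs summed, 31 were called in roots and 13 in both. With TMM normalization, the majority in roots reversed to 61.5% upregulated. The majority of downregulated sequences in roots held with total reads, a BCV of 0.1, a minimum of 10 reads, summed isomiRs and the paper's own counts.

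Of the log2 fold changes of named sequences, 42 values were recomputed under 7 alternatives, which gave 288 comparisons; of these, 231 kept their direction and their side of the threshold, 25 were weaker, 18 were stronger and 14 reversed. With total reads, the reversed values were 2.86 for pda-3p-313824_18, 0.0350 for pda-3p-35797_519, 0.12 for pda-5p-264380_23, 1.97 for pda-5p-5696_4736 and 1.99 for pda-miR166i-3p_L+2R-2 in leaves, and -0.42 for pda-3p-130659_69 in roots. With isomiRs summed, they were -1.34 for pda-5p-138615_63 in leaves and -0.18 for pda-3p-130659_69 and -0.0209 for pda-miR396 in roots. With the paper's own counts, they were 0.0103 for pda-3p-313824_18 and -3.33 for pda-5p-138615_63 in leaves, and 0.77 for pda-3p-313824_18, -0.22 for pda-miR1310-p3_1ss20TC and -0.49 for pda-miR396 in roots. Of the 25 weaker values, 16 came with a BCV of 0.4.

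Entries found only in NaCl leaves numbered 37 for conserved and 50 for predicted miRNAs with at least 3 reads, and 88 for predicted miRNAs with at least 10 reads. At equal numbers of miRNA reads per library, chosen after seeing the data, they numbered 12 for conserved miRNAs and 7 for variants, while those of predicted miRNAs rose from 10 to 15. With the libraries drawn down to the smallest total, they numbered 26 for conserved miRNAs, 27 for variants and 15 for predicted miRNAs. The median over the 60 entries found only in NaCl leaves was 4 reads. The numbers of pairs with unequal arms and of predicted pairs with the 5p arm higher stayed within 1.5 times of their values under the 3 alternatives tried, from 64 to 99 and from 10 to 12. Without pairs that have an arm shorter than 18 nt, an alternative chosen after seeing the data, they were 82 of 96 pairs and 12.

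The correlations between the leaf libraries and between the root libraries moved to 0.686 and 0.681 with Spearman's rank correlation, 0.762 and 0.740 with a pseudocount of 0.1, 0.880 and 0.920 with a pseudocount of 10, and 0.795 and 0.771 with sequences of at least 10 reads in every library. With total reads, that of the root libraries moved to 0.886. By correlation, the root libraries were the more alike pair with a pseudocount of 1 or 10 and with total reads, and the leaf libraries with the other alternatives.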

Differences from the paper's values

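No test was run for these differences, and the alternatives named here were set before the data were examined unless stated.

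The paper's numbers of unique reads were 5488113 for control leaves, 7354391 for NaCl leaves, 6018618 for control roots and 7192892 for NaCl roots (Table 1), against 3289788, 4464977, 3497773 and 4142037 distinct tags here; no alternative applied. The paper's smaller numbers after filtration in the same table, 4110970, 5632666, 4534884 and 5235066, lay within 1.5 times of those found here.

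For entries found only in NaCl leaves, the paper's numbers were 15 conserved, 15 variant and 2 predicted miRNAs, against 24, 26 and 10 here. Counting distinct sequences gave 21 conserved and 21 variant sequences, within 1.5 times of the paper's numbers, and a minimum of 10 reads gave 21 variants. The other alternatives did not close these gaps, and none did for the predicted miRNAs. An alternative chosen after seeing the values, equal numbers of miRNA reads per library, gave 12 conserved entries, which is within 1.5 times of the paper's 15, and 7 variant and 15 predicted entries, which are not. For entries confined to both NaCl libraries, the paper's numbers were 2 variants and 6 predicted miRNAs, against 1 and 3 here, and no alternative was set for them.

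The paper's percentage of upregulated miRNAs in roots was 76, against 26.3 here. TMM normalization gave 61.5% and a BCV of 0.4 gave 100% (1 called sequence), both within 1.5 times of the paper's; total reads, a BCV of 0.1, a minimum of 10 reads, summed isomiRs and the paper's own counts did not close the gap. The paper's number of miRNAs regulated in both tissues was 12, against 7 here. It was 8 with TMM normalization, 10 with a minimum of 10 reads, 13 with summed isomiRs and 8 with the paper's own counts, all within 1.5 times of the paper's, and total reads, a BCV of 0.4 and a BCV of 0.1 did not close the gap.

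The size classes here were counted over 51441152 reads of 18 to 25 nt that were not mapped to a genome. The paper reports far fewer mapped reads of these lengths and does not state which reads Figure 1 shows. If Figure 1 shows mapped reads only, the values below come from different sets of reads. This could not be tested without a genome. The paper gives the percentage of redundant 19-nt reads as more than 30 in NaCl leaves, against 10.9 here. For redundant 21-nt reads, the paper's values were about 52% in control leaves, about 33% in NaCl leaves, about 45% in control roots and about 30% in NaCl roots (Figure 1, read by eye), against 6.07%, 11.1%, 9.95% and 7.70% here. For redundant 24-nt reads, they were about 13%, about 2.7%, about 2.7% and about 11% in the same order (Figure 1, read by eye), against 25.6%, 16.0%, 19.9% and 22.8% here. For 20-nt reads in control roots and NaCl roots, the paper's values were about 18% and about 23% of redundant and about 17% and about 14% of unique reads (Figure 1, read by eye), against 7.71%, 5.77%, 6.85% and 5.03% here. For unique 21-nt reads in the root libraries, they were about 21% and about 21% (Figure 1, read by eye), against 8.96% and 7.37% here. None of the alternatives set before the data were examined closed these gaps. For unique 24-nt reads in control roots, the paper's value was about 20% (Figure 1, read by eye), against 30.3% here, and leaving out tags with a single read gave 27.5%, within 1.5 times of the paper's. Another alternative, chosen after seeing the values, counted only tags identical to part of a listed precursor or of its reverse complement. In control leaves it gave 45.0% for redundant 21-nt reads and 11.5% for redundant 24-nt reads. In control roots and NaCl roots it gave 12.0% and 9.76% for unique 20-nt reads and 14.8% and 14.0% for unique 21-nt reads. For unique 24-nt reads in control roots it gave 17.5%. All these values were within 1.5 times of the paper's. This alternative did not close the other gaps in this paragraph.

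The paper's log2 fold changes (Table S5) differed by more than the standard error for 7 named sequences. In leaves, the paper's value was -3.50 for pda-3p-17663_1328 against -5.46 here, -2.92 for pda-5p-138615_63 against 0.47, -2.63 for pda-5p-28278_721 against -3.16, -3.25 for pda-5p-55341_272 against -3.82 and -2.10 for pda-miR1310-p3_1ss20TC against -6.17. In roots, it was 2.23 for pda-miR171 against 1.39 here and -1.42 for pda-miR396_R-1_1ss7AG against -2.002. The paper's own counts brought all 7 within the error, with -3.90, -3.33, -3.03, -3.65, -2.49, 1.69 and -1.83 in the same order. TMM normalization did so for pda-miR171 (1.67) and pda-miR396_R-1_1ss7AG (-1.71), and summed isomiRs for pda-5p-55341_272 (-3.54) and pda-miR396_R-1_1ss7AG (-1.82). The other alternatives did not close these gaps.

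The paper names the 21-nt class as the most abundant in 3 libraries, and here the 25-nt class was the most abundant among redundant reads in those libraries, with 31.3%, 22.4% and 28.4%. For the size classes, the paper may again have used a different set of reads. An alternative chosen after seeing the values kept only redundant reads identical to part of a listed precursor or of its reverse complement. The 21-nt class then ranked first in control leaves, in NaCl leaves (58.8%) and in control roots (24.7%), and the 24-nt class in NaCl roots (23.5%). The paper names 19 and 21 nt as peaks of the NaCl leaf library, and here the 22-nt class was the largest, with 23.6%. With the most abundant tag left out, the 24-nt class was the largest in that library, with 18.6%, the 22-nt class had rank 6, with 11.6%, and the 21-nt and 19-nt classes had ranks 3 and 5. For control roots, it places the 24-nt class second by unique reads, and here that class ranked first, with 30.3%. It reports the unique 21-nt reads of roots as unaltered and the unique 20-nt reads as increased with NaCl, and here they changed by -1.59 and -1.82 percentage points. It reports that most regulated miRNAs of roots were induced, and here 14 of 19 were downregulated. It reports that no sequence was confined to NaCl roots, and here 1 conserved and 1 variant entry had reads only there, with 2 reads and 1 read, fewer than the 3 reads taken as the smallest abundance.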

Other observations

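Of the tests given here, those of the number of miRNA reads in leaves, of the 19-nt class, of the read length in leaves and of other listed miRNAs on predicted precursors were chosen only after the result was seen. The test of depth in miRNA reads was chosen after the full-depth counts had been seen, and what it should show was written down before it was run.

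Per 1000000 reads of the library, the reads of the listed miRNA sequences were 7.03 times as many in NaCl leaves as in control leaves, and 0.425 times as many in NaCl roots as in control roots. A larger number of reads of 18 to 25 nt in the NaCl leaf library did not fully account for the leaf ratio, which was 2.09 when only reads of these lengths were counted. Nor did 1 abundant miRNA, since the ratio without pda-miR166a was 8.61. A general rise of miRNAs in NaCl leaves may remain, as a hypothesis, and median-of-ratios scaling removes such a rise from the fold changes. It cannot be told apart from a difference in RNA quality or library preparation, for which the design has no replicate.

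The reads of the NaCl leaf library were shorter than those of the control leaf library. A few tags did not account for this, since the percentage of distinct tags of 18 to 25 nt was also 28.3 percentage points higher in NaCl leaves. At the 10 most abundant 3′ ends that both leaf libraries share, the mean length of the reads was shorter in NaCl leaves for 10 of 10, although at several ends it differed by less than 0.1 nt. The largest difference was at the end AGACCGAGAGATTTGAAC, with a mean of 28.8 nt in control leaves and 23.6 nt in NaCl leaves. Shorter fragments of the same RNAs are thus a candidate explanation, and whether they arose in the plant or during RNA isolation was not tested.

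The rise of the 19-nt class in NaCl leaves was not confined to a few tags, since without the 10 most abundant 19-nt tags of each library the difference was still 3.48 percentage points. No biological explanation was tested for it.

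The sense reads on the precursors of predicted miRNAs had less exact ends than those on the precursors of conserved miRNAs. The lower read number of the predicted precursors did not account for this: among 10000 random lists of conserved precursors matched on read number, the median percentage of reads at the mature ends was 95.8% (middle 95% of the lists 94.8 to 97.0), and the median of the predicted precursors was at percentile 0. Some predicted precursors overlap precursors of conserved miRNAs and share their reads, so reads of other listed miRNAs on the same or an overlapping precursor were tested as well. With the ends of every listed miRNA counted, the median of the predicted precursors rose from 56.2% to 68.6%, against 97.0% (95.6 to 97.8) over the matched random lists, again at percentile 0, so these reads accounted for part of the pattern and not for all of it. Antisense reads were left out of all these percentages, and for some predicted precursors they outnumbered the sense reads. Whether this explains the rest of the pattern was not tested. No biological explanation was tested.

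Over Tables S1 to S3, 60 entries were found only in NaCl leaves, against 2 only in control leaves, 7 only in control roots and 2 only in NaCl roots. The depth in miRNA reads was tested by drawing every library down to 14584 miRNA reads, after which 34 entries were found only in NaCl leaves, 18 only in control leaves, 12 only in control roots and 16 only in NaCl roots. The ratio to the next library was then 1.89, above the limit of 1.5 set for this test. The draws do not rule depth out, because the listed miRNAs were themselves found in libraries of unequal depth: the paper asks for at least 10 reads in total for a predicted miRNA, and NaCl leaves had 267581 reads of the listed sequences, more than the other 3 libraries together. The cause of the pattern was not determined.

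Of the 57 miRNAs that Table S5 lists for leaves, 55 were matched to a sequence tested here, 54 of these changed in the same direction here and 45 were called. Of the 25 listed for roots, 24 were matched, 23 changed in the same direction and 7 were called. With the paper's own counts, all 57 and 25 changed in the direction of the table, and 53 and 11 were called. The fold changes from the paper's own counts were lower than those of Table S5, with a median difference on the log2 scale of -0.39 in leaves and -0.42 in roots.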
